# Aging atlas reveals cell-type-specific effects of pro-longevity strategies

**DOI:** 10.1038/s43587-024-00631-1

**Published:** 2024-05-30

**Authors:** Shihong Max Gao, Yanyan Qi, Qinghao Zhang, Youchen Guan, Yi-Tang Lee, Lang Ding, Lihua Wang, Aaron S. Mohammed, Hongjie Li, Yusi Fu, Meng C. Wang

**Keywords:** Ageing, RNA sequencing

## Abstract

Organismal aging involves functional declines in both somatic and reproductive tissues. Multiple strategies have been discovered to extend lifespan across species. However, how age-related molecular changes differ among various tissues and how those lifespan-extending strategies slow tissue aging in distinct manners remain unclear. Here we generated the transcriptomic Cell Atlas of Worm Aging (CAWA, http://mengwanglab.org/atlas) of wild-type and long-lived strains. We discovered cell-specific, age-related molecular and functional signatures across all somatic and germ cell types. We developed transcriptomic aging clocks for different tissues and quantitatively determined how three different pro-longevity strategies slow tissue aging distinctively. Furthermore, through genome-wide profiling of alternative polyadenylation (APA) events in different tissues, we discovered cell-type-specific APA changes during aging and revealed how these changes are differentially affected by the pro-longevity strategies. Together, this study offers fundamental molecular insights into both somatic and reproductive aging and provides a valuable resource for in-depth understanding of the diversity of pro-longevity mechanisms.

## Abstract (web summary)

This comprehensive resource offers new insights into how different types of cell and tissue change with age in *C. elegans* and unveils the distinctive anti-aging effects of various pro-longevity strategies in a cell-type-specific manner.

## Main

For multicellular organisms, aging affects the functions of all somatic and reproductive tissues. How age-related molecular changes differ in various tissues at cellular resolution remains poorly understood. In addition, although multiple pro-longevity strategies have been discovered in multicellular organisms ranging from *Caenorhabditis elegans* to mice^1–12^, whether and how these strategies slow aging of different tissues in distinct manners are yet to be determined. In recent years, single-cell and single-nucleus RNA sequencing (scRNA-seq and snRNA-seq) have proven to be effective ways to systemically profile transcriptomes at single-cell resolution and have facilitated the discovery of cell-type-specific transcriptomic signatures in different tissues^13–22^. It was also shown that snRNA-seq is less biased for tissue sampling in atlas studies compared to scRNA-seq, because certain cell types (for example, muscle and epidermal cells) cannot be efficiently isolated using single-cell dissociation methods^23,24^. In this study, we used snRNA-seq transcriptomic profiling of different somatic and germ cell types to build an adult cell atlas. Using snRNA-seq data from wild-type (WT) adults at different ages, we generated tissue-specific transcriptomic aging clocks as well as germ cell differentiation trajectory maps to assess how aging affects the function of different cell types. We also revealed age-associated, tissue-specific transcriptomic changes associated with three different pro-longevity mechanisms. Furthermore, we profiled pre-mRNA alternative polyadenylation (APA) at the genome level in different cell types at different ages and systemically discovered APA events with tissue-specific patterns and how age-associated APA changes in different tissues are attenuated by those pro-longevity mechanisms. To openly share this resource, we developed a user-friendly data portal to visualize data.

## Results

### Developing snRNA-seq platform for adult worms

We developed an snRNA-seq pipeline for systemically profiling transcriptomic changes in adult *C. elegans* at single-cell resolution (Fig. 1a). 

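The nuclei behind the atlas came from 28 libraries, each made from nuclei released from a pool of adult worms and counted with unique molecular identifiers (UMIs) on the 10x Genomics platform. Of these, 12 were from WT worms, with 3 libraries each at day 1, day 6, day 12 and day 14 of adulthood. Another 9 were from long-lived worms, with 1 library each at day 1, day 6 and day 12 for daf-2(lf), a reduced-function mutant of the insulin/IGF-1 receptor, for rsks-1(lf), a mutant of S6 kinase, and for lipl-4 Tg, a transgenic strain expressing more of a lysosomal lipase in the intestine. The remaining 7 held WT worms fed other bacteria or taken early on day 1, and entered the clustering, and the library taken early on day 1 also a comparison in the closing section. The authors aligned the reads and counted UMIs per gene and barcode with Cell Ranger, and 46926 genes were counted. Each library held between 4710102 and 21310761 UMIs. Of 265951 barcodes, 23967 were removed as probable doublets with Scrublet at an assumed rate of 0.008 per 1000 nuclei, which left 241984 nuclei. The rRNA gene rrn-3.1 had the most UMIs in every library, at 0.853% to 7.14% of all. Counts were divided by the total of each nucleus and log transformed, and the nuclei of all libraries were clustered together on 2000 variable genes and 50 principal components. A cluster received the class whose markers in Supplementary Table 1 were most enriched in it within libraries. As those markers were chosen by the study on these same nuclei, their enrichment here is not independent evidence for the classes. The authors' own assignment of each nucleus to a class was not used.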

For each experiment, we harvested and homogenized approximately 2,000 worms. Nuclei were isolated using fluorescence-activated cell sorting (FACS) based on the DNA content signal (Fig. 1a), and snRNA-seq was performed using the 10x Genomics platform. For each experiment, 10,000 nuclei were sequenced to capture the transcriptome of 959 somatic cells and approximately 2,000 germ cells in adult *C. elegans*. The mean gene count and unique molecular identifiers per cell were consistent among all experiments, which are 906 and 1,490, respectively (Extended Data Fig. 1a,b). 

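Over all 241984 nuclei, a nucleus had 909.8 genes with a UMI and 1497 UMIs on average. The mean of a library ranged from 404 to 1254 genes and from 553 to 3132 UMIs per nucleus. In WT worms on day 1, the 3 libraries had means of 1009, 1173 and 1254 genes. On day 14, their means were 774, 836 and 894 genes, while the mean UMIs of the same libraries were 1432, 2211 and 3132. The lowest medians were in the long-lived strains on day 12, with 413 UMIs per nucleus in rsks-1(lf) and 560 in daf-2(lf).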

After pre-processing and cell filtering, we generated 241,969 single-nuclei gene expression profiles. We first combined all samples from different genotypes and ages to achieve a more reliable cell type annotation, like in other atlas studies^21,25^. 

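In the joint clustering, the germline was the largest class with 102979 nuclei, and embryonic cells followed with 29377. Among somatic tissues, 19084 nuclei were hypodermal, 12660 were muscle, 10399 were neurons and 8494 were intestinal. The pharynx had 2776 nuclei, the vulva and uterus 2713, the spermatheca 2417 and the gonadal sheath 1724. The smallest classes were sperm with 1115 nuclei, uterine seam cells with 654, coelomocytes with 558, glia with 519, and excretory gland and distal tip cells with 442. Another 10930 nuclei matched the markers that the paper gives for age-related stressed cells (ARSC), and 35143 nuclei met the marker thresholds of no class. The ARSC count depended on processing, with 21954 nuclei when doublets were kept, 22418 with at least 200 genes per nucleus, 5457 with each library clustered on its own and none at resolution 0.5, where a cluster of 23016 nuclei scored 1.479 for embryonic markers and 1.396 for ARSC markers (mean log2 fold). Of the embryonic nuclei, 11955 lay in a cluster whose leading genes held unc-39, cutl-16 and hmg-6. These genes were also among those leading the cluster named ARSC with at least 200 genes per nucleus. The line between the 2 classes is therefore uncertain. The thresholds were set after a first look at the clusters.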

From this dataset, we built an adult cell atlas that covers 15 major cell classes, including neurons, glia, hypodermis, intestine, muscle, pharynx, coelomocyte, gonadal sheath cells, vulva and uterus, uterine seam cells, distal tip cells and excretory gland cells, germline, sperms, spermatheca and embryonic cells (Fig. 1b,c and Supplementary Table 1). The subclustering of these major cell classes further revealed more different cell types within each class. 

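When the 10399 neuronal nuclei were clustered again after removing the mean of each library, 44 subclusters formed, and several carried the genes of 1 transmitter or sense. A subcluster of 460 nuclei held 76.9% of the neuronal UMIs of unc-25, the glutamate decarboxylase that makes GABA, at 5471 counts per 1000000 UMIs of the class (CPM), and was the highest in 19 of 26 libraries. The GABA transporter accessory gene unc-46 was also highest there, at 246 CPM against 198 CPM in the next subcluster. The GABA transporter gene unc-47 was higher in another subcluster, at 733 CPM against 505 CPM in this one. A subcluster of 311 nuclei was led by cat-2 and dat-1, which make and take up dopamine, and another, of 221 nuclei, by mec-17, mec-7 and mec-18 of the touch receptor neurons. The guanylyl cyclases gcy-8, gcy-18 and gcy-23 of the thermosensory AFD neurons led another subcluster, and gcy-32, gcy-36 and gcy-37 of the oxygen-sensing neurons led a subcluster of 154. The cholinergic gene unc-17 and the glutamatergic gene eat-4 peaked in small subclusters with only 18 and 12 of their UMIs. The number of subclusters depends on the chosen resolution, which was 0.5.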

For neurons, 77 subclusters were identified, which account for 104 of all 118 adult neuron classes (Fig. 1d)^26^. For the hypodermis, we distinguished seam cells and rectal and vulval epithelium from other hypodermal cells (Extended Data Fig. 1c). 

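Reclustering of the 19084 hypodermal nuclei in the same way gave 16 subclusters. The Hedgehog-related gene grd-10 was highest in a subcluster with 60.5% of its hypodermal UMIs, at 268 CPM against 195 CPM in the next, and led in 9 of 28 libraries. The vulval LIM homeobox gene lin-11 reached 452 CPM in another subcluster, against 36.5 CPM in the second highest. The Hedgehog-related gene grd-1 reached 211 CPM in a different one, against 79.3 CPM. Of the nuclei in the subclusters where lin-11 and grd-1 peaked, 97.03% and 98.3% came from 1 library. Their leading genes held cuticle collagens such as col-113 and rol-6 but neither lin-11 nor grd-1. A separation of vulval and rectal epithelium across libraries was therefore not shown.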

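The 12660 muscle nuclei formed 15 subclusters after the mean of each library was removed. The transcription factor gene eya-1 was highest in 1 of them at 756 CPM, against 237 CPM in the next, and led in 20 of 28 libraries. Its partner ceh-34 peaked in the same subcluster at 791 CPM. The chitinase gene cht-3 marked another subcluster at 6127 CPM against 3160 CPM, together with the serotonin receptor gene ser-7 at 915 CPM against 311 CPM. The Wnt gene egl-20 stood at 2738 CPM in a subcluster that held 60.5% of its muscle UMIs, against 404 CPM in the next, and led in 24 of 26 libraries. The globin gene glb-26 was highest there too, with 71.99% of its muscle UMIs. The giant sarcomere gene ttn-1 had 43201 CPM in the highest subcluster and 39092 CPM in the next.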

For the muscle, we discovered four subclusters, including body wall muscle, head muscle and vulva muscle (Extended Data Fig. 1d). For the intestine, we identified subclusters that likely correlate with the anterior and posterior regions based on known gene expression markers (Extended Data Fig. 1e).

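The 8494 intestinal nuclei formed 9 subclusters. The lysozyme gene lys-7, 1 of the markers in the paper's figure, was highest in a subcluster with 14.7% of its intestinal UMIs, at 1420 CPM against 631 CPM in the next, and led in 19 of 26 libraries. The infection response gene irg-7 reached 229 CPM in another subcluster against 175 CPM, and led in 5 of 20 libraries. No measure of position along the intestine was made here, so these subclusters carry only the genes' own differences.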

**Fig. 1:**
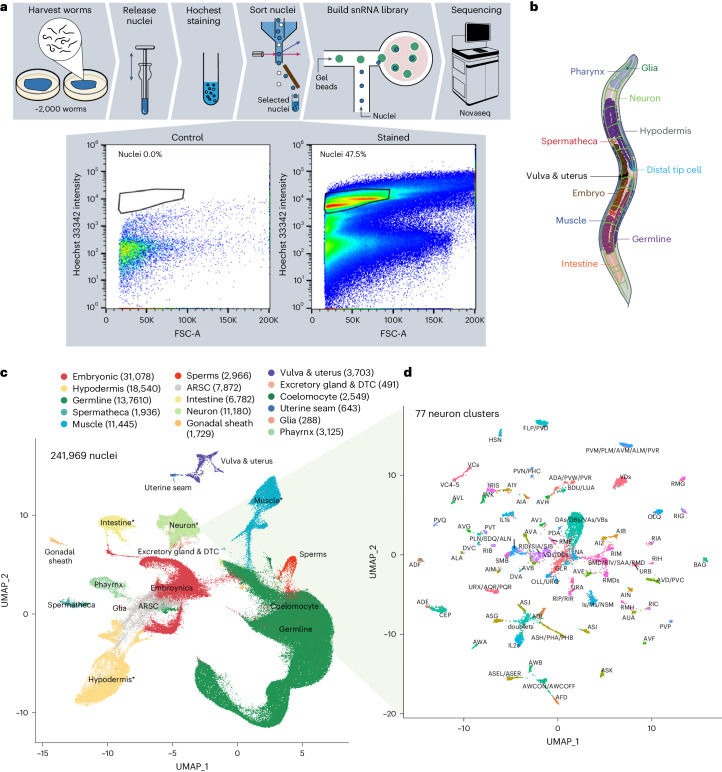
Adult *C. elegans* cell atlas at single-cell resolution. **a**, Schematics of single-cell transcriptome profiling pipeline in adult *C. elegans*. The process begins with harvesting and homogenizing approximately 2,000 worms to isolate nuclei. These nuclei are subsequently stained with Hoechst dye and sorted through FACS to select for positively stained nuclei. FACS gating graphs based on Hoechst staining intensity show a clear separation between intact nuclei and debris, ensuring the quality of subsequent snRNA-seq analyses. The selected nuclei are then used to build an snRNA library to conduct next-generation sequencing. **b**, Anatomical illustration of an adult *C. elegans*, detailing major tissues. **c**,**d**, UMAP plot visualization of 241,969 single nuclei from adult *C. elegans* cell atlas. Colored clusters correspond to 15 major tissues and ARSC. The numbers in parentheses are the numbers of nuclei in each tissue. DTC, distal tip cells. Tissues marked with * can be further subclustered. Seventy-seven subsets of neurons are shown in **d** and others in Extended Data Fig. 1.

### Revealing cell-type-specific molecular and functional signatures

These large-scale profiling and clustering analyses revealed cell-type-specific transcriptional signatures that are supported by previously identified gene markers (Fig. 2a). We also identified a series of new cell-type-specific gene markers, which showed similar or better specificity than well-known markers (Fig. 2a and Supplementary Table 1). 

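In day 1 WT worms, 10 classes had enough nuclei in each of the 3 libraries to compare genes, from 31 pharyngeal nuclei in the smallest library to 11189 germline nuclei in all. In the germline, the small heat shock gene sip-1 had 3393 ± 623 CPM (SD, n = 3) beside the known marker glh-1, a P granule helicase gene, with 1210.2 ± 306 CPM. In the hypodermis, the peptide gene nlp-27 had 2207 ± 821 CPM and the lipoprotein receptor gene lrp-1 had 657 ± 219 CPM. In muscle, T10G3.1 had 1116 ± 186 CPM and zig-7 1289 ± 443 CPM. In the intestine, math-27 had 1173 ± 736 CPM against 256 ± 67.8 CPM for vha-6, a proton pump subunit gene. Neurons had 1266 ± 497 CPM of cla-1, a synaptic active zone gene, and 838 ± 221 CPM of egl-21, which processes neuropeptides. In the pharynx, C54E4.4 had 550.2 ± 119 CPM beside 627 ± 316 CPM of the pharyngeal myosin gene myo-2. In the spermatheca, F17E9.4 stood at 3853 ± 1374 CPM and clec-223 at 2188 ± 1412 CPM. In the gonadal sheath, F20D1.22 stood at 2470.2 ± 1071 CPM and tbh-1, which makes octopamine, at 4991 ± 1182 CPM. In the vulva and uterus, nspe-4 stood at 910.5 ± 224 CPM and the uterine secreted gene ule-1 at 2961 ± 277 CPM. Each of these genes was higher in its own class than in the other 9 classes in every library. Of the markers in Supplementary Table 1, all 15 of the hypodermis, 15 of the intestine and 18 of the germline were highest there on average, as were 14 of 15 in muscle and 13 of 14 in the spermatheca. The study chose these markers on the same nuclei.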

Through DNA binding site motif exploration for transcription factor (TF) targets (Methods), we identified TFs that could mediate cell-type-specific gene expression, including *sma-3* (hypodermis), *mab-3* (glia), *ceh-24* and *hlh-1* (muscle), *efl-1*, *hmg-12* and *atph-1* (germline) and *pha-4* (pharynx) (Fig. 2b). Accordingly, their expression exhibited the same tissue specificity (Fig. 2b).

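In day 1 WT worms, 4 of these genes were highest in the named tissue in every library, as was sma-4 in the hypodermis, which Fig. 2b shows in place of sma-3. The TGF-beta co-Smad gene sma-4 (WBGene00004858, chromosome III, 5816232 to 5820204) had 234 ± 39.9 CPM (SD, n = 3) in the hypodermis and 80.6 ± 39.9 CPM in the intestine, the next class. The MyoD ortholog hlh-1 (WBGene00001948, chromosome II, 4518574 to 4522528) had 436 ± 49.8 CPM in muscle and 46.5 ± 9.83 CPM in embryonic cells. The FoxA gene pha-4 (WBGene00004013, chromosome V, 20753052 to 20760317) had 227 ± 109 CPM in the pharynx and 83.6 ± 45.7 CPM in the intestine. The chromatin genes hmg-12 (WBGene00001977, chromosome II, 11916513 to 11917643) and athp-1 (WBGene00008081, chromosome III, 10881766 to 10893696) had 519.7 ± 52.4 and 292 ± 9.51 CPM in the germline, and embryonic cells followed with 315 ± 61.1 and 233 ± 18.03 CPM. These coordinates are from WBcel235. The E2F gene efl-1 had 263 ± 58.1 CPM in embryonic cells and 216 ± 18.03 CPM in the germline, which the libraries did not separate. The Smad gene sma-3 was at 56.2 ± 9.13 CPM in the vulva and uterus and 50.8 ± 36.1 CPM in the intestine, also not separated. The genes ceh-24 and mab-3 were highest in muscle at only 6.08 ± 3.698 and 5.28 ± 2.64 CPM. Glia had too few day 1 nuclei to be compared.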

**Fig. 2:**
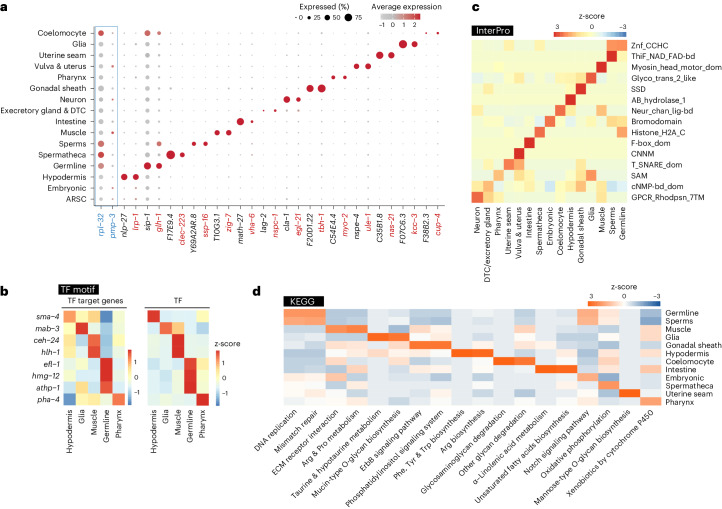
Systemic view of cell-type-specific transcriptional and functional landscape. **a**, Dot plot visualizing the cell-type-specific expression pattern of housekeeping genes (blue) and known (red) and newly identified (black) gene markers for each major tissue. Housekeeping genes *rpl-32* and *pmp-3* show pan-cell expression. Dot size corresponds to the percentage of cells within a specific tissue expressing the marker gene, and the color intensity indicates the average expression level of the gene across the tissue. **b**, Heatmaps showing the expression levels of the tissue-specific TFs (right) with the corresponding enrichment scores of their target genes (left) in each tissue. **c**,**d**, Heatmaps of tissue-specific functional modalities selected based on the enrichment scores using InterPro (**c**) and KEGG (**d**) pathway analyses. cNMP-bd_dom, cyclic nucleotide-binding domain; CNNM, cyclic nucleotide-binding domain; F-box_dom, F-box domain; Histone_H2A_C, histone H2A, C-terminal domain; Neur_chan_lig-bd, neurotransmitter-gated ion-channel ligand-binding domain; SAM, sterile alpha motif domain; SSD, sterol-sensing domain; T_SNARE_dom, target SNARE coiled-coil homology domain; ThiF_NAD_FAD-bd, THIF-type NAD/FAD binding fold; Znf_CCHC, zinc finger, CCHC type.

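On day 1, both genes were detected in WT worms in all 10 classes compared, in each of the 3 libraries. The ribosomal protein gene rpl-32 (WBGene00004446, chromosome II, 9056497 to 9057085 of WBcel235) ranged from 456 CPM in its lowest class to 2397 ± 2556 CPM (SD, n = 3) in the intestine. The ABC transporter gene pmp-3 (WBGene00004060, chromosome V, 14646739 to 14653493) ranged from 92.3 CPM to 282 ± 96.9 CPM in muscle. The SD of rpl-32 in the intestine was larger than its mean.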

Next, we used InterPro and KEGG classification to analyze these cell-type-specific transcriptome profiles and discovered distinct functional features for each cell type. Some of these functional features are highly expected. For example, InterPro uncovered the specific enrichment of the G protein-coupled receptor family (GPCR, rhodopsin-like, 7TM (GPCR_Rhodpsn_7TM), key molecular sensors) and the myosin head motor domain family (myosin head, motor domain (Myosin_head_motor_dom), required for muscle contraction) in neurons and the muscle, respectively (Fig. 2c). 

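In day 1 WT worms, rhodopsin-like receptor genes were highest in neurons, with a mean over the list of 4.28 ± 0.37 log2 CPM (SD, n = 3) against 2.05 ± 0.15 log2 CPM in muscle, the next class. Of the 103 receptor genes detected, 69 were highest in neurons. The highest of them was npr-26 (WBGene00011372, chromosome IV, 17408230 to 17417823 of WBcel235), with 342 ± 132 CPM in neurons and 14.1 CPM in the next class. The muscarinic acetylcholine receptor gene gar-2 had 222.8 ± 65.3 CPM and the neuropeptide receptor gene npr-8 169 ± 92.9 CPM. Neuropeptide genes themselves, a list added here, averaged 4.59 ± 0.25 log2 CPM in neurons, where 107 of 138 were highest, led by flp-11 with 1545 ± 1443 CPM and flp-14 with 1433 ± 1229 CPM. Genes of synaptic vesicle release averaged 7.21 ± 0.35 log2 CPM in neurons, where 23 of 28 were highest. Genes with a myosin motor domain averaged 6.27 ± 0.55 log2 CPM in the pharynx and 5.395 ± 0.16 log2 CPM in the gonadal sheath, and 5 of 16 were highest in the pharynx, among them myo-1 with 449 ± 206 CPM and myo-5 with 377 ± 117 CPM. Muscle was highest for the genes of the sarcomere and muscle attachment, at 8.20 ± 0.34 log2 CPM over the list, with 30 of 46 genes highest there. The titin-like gene ttn-1 (WBGene00006436, chromosome V, 6120909 to 6202632) had 23814 ± 7453 CPM in muscle, and the sarcomere genes unc-22 and unc-89 had 4805 ± 1957 and 4736 ± 2698 CPM. The lists were written from gene families and not from these counts, and the paper's InterPro enrichment was not analysed here.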

The KEGG analysis revealed that alpha-linolenic acid metabolism and unsaturated fatty acid biosynthesis categories are enriched in the intestine responsible for fat storage (Fig. 2d) and DNA replication and mismatch repair categories in the germline with active cell division (Fig. 2d). 

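In day 1 WT worms, genes of fatty acid synthesis, elongation and desaturation were highest in the intestine, with a mean over the list of 6.36 ± 0.42 log2 CPM (SD, n = 3) against 5.39 log2 CPM in the spermatheca. Of the 24 genes, 13 were highest in the intestine. The delta-12 desaturase gene fat-2 (WBGene00001394, chromosome IV, 13323873 to 13326395 of WBcel235) had 1264 ± 1090.1 CPM there, the elongase gene elo-5 had 788 ± 554 CPM and the stearoyl-CoA desaturase gene fat-6 had 773 ± 154 CPM. Genes of DNA replication were highest in the germline at 7.44 ± 0.02 log2 CPM, with 29 of 36 highest there and 7.13 ± 0.11 log2 CPM in embryonic cells. The clamp loader gene rfc-1 had 889.6 ± 73.3 CPM in the germline, the helicase gene mcm-3 302 ± 12.25 CPM and the sliding clamp gene pcn-1 317 ± 3.11 CPM. Genes of mismatch repair averaged 7.65 ± 0.04 log2 CPM in the germline, and 11 of 13 were highest there, led by msh-6 with 636 ± 36.6 CPM.

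**Figure D1:**
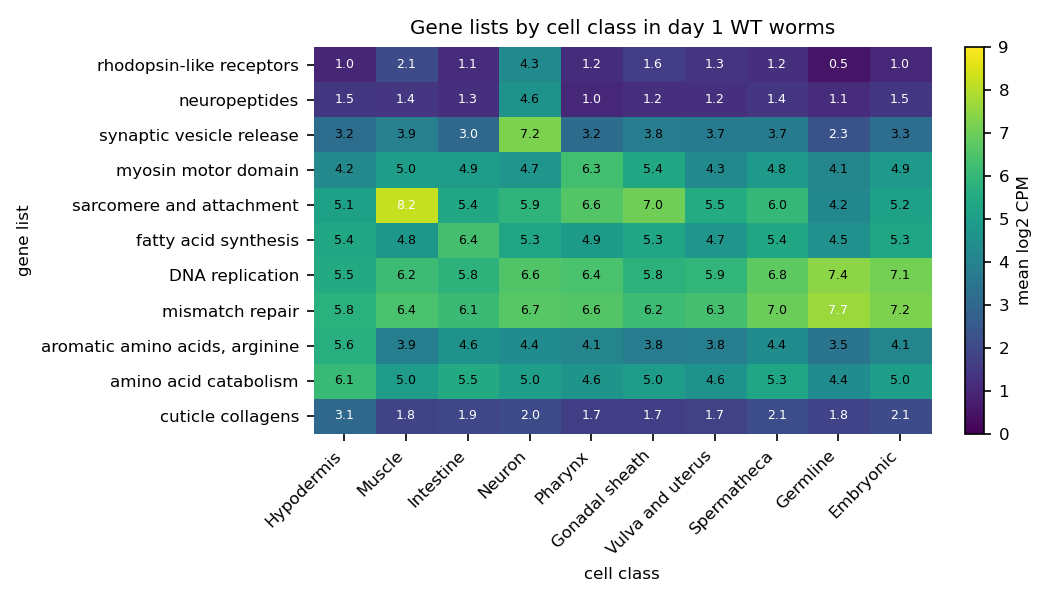
Mean log2 CPM of 11 gene lists (vertical axis) in each cell class (horizontal axis) in day 1 WT worms, averaged over 3 libraries. Fatty acid synthesis is highest in the intestine at 6.36 and DNA replication in the germline at 7.44.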

Previously unknown tissue-specific functional signatures were also uncovered. For example, in glia, we discovered the specific enrichment of glycosyltransferase 2-like family (glycosyltransferase 2-like (Glyco_trans_2_like)) and mucin-type O-glycan biosynthesis based on InterPro (Fig. 2c) and KEGG (Fig. 2d), respectively, which together suggest the importance of O-glycosylation in glial physiology. We also found that the α/β hydrolase superfamily (alpha/beta hydrolase fold-1 (AB_hydrolase_1); Fig. 2c) and Arginine, Phenylamine, Tyrosine and Tryptophan biosynthesis (Fig. 2d) are specifically enriched in the hypodermis, indicating the active involvement of this tissue in metabolic processes.

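In day 1 WT worms, genes of aromatic amino acid and arginine metabolism were highest in the hypodermis, at 5.64 ± 0.25 log2 CPM over the list (SD, n = 3) against 4.60 log2 CPM in the intestine, and 9 of 19 genes were highest there. The glutamine synthetase gene gln-3 (WBGene00001604, chromosome IV, 16167781 to 16170678 of WBcel235) had 734 ± 341 CPM, the tryptophan dioxygenase gene tdo-2 300.25 ± 229 CPM, the tyrosine aminotransferase gene tatn-1 293 ± 101 CPM and the phenylalanine hydroxylase gene pah-1 174 ± 62.3 CPM. Amino acid catabolism as a whole averaged 6.05 ± 0.19 log2 CPM in the hypodermis against 5.51 log2 CPM in the intestine, with 16 of 55 genes highest in the hypodermis. The S-adenosylmethionine synthetase gene sams-1 led them with 1402 ± 428 CPM. Cuticle collagens, not part of the paper's statement, averaged 3.05 ± 0.26 log2 CPM in the hypodermis, where 81 of 169 were highest, and col-124 had 15019.8 ± 5733 CPM. The alpha/beta hydrolase family was not analysed here.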

We performed the same analyses using the recently published scRNA-seq datasets from *C. elegans* sterile mutants^21^. For the TF enrichment analysis, we observed consistent patterns in muscle, intestine and hypodermis (Extended Data Fig. 2a). We also identified the similar KEGG and InterPro enrichments (except for F-box domain containing seven genes, which were absent in the scRNA-seq dataset) for the tissues that were also annotated in the scRNA-seq dataset (Extended Data Fig. 2b,c).

### Building aging cell atlas under physiological conditions

Next, we focused on establishing the aging cell atlas to understand age-related transcriptomic changes in different cell types. 

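The 12 libraries of WT worms held 3296 to 13169 nuclei each at the first replicate of every age, and 2024 to 8832 nuclei at the others. The 3 day 1 libraries held 10544290, 15941819 and 18051822 UMIs, and the 3 day 14 libraries 4710102, 4721238 and 6339113. At day 6, day 12 and day 14, libraries 2 and 3 differed from each other by 1.23, 2.09 and 1.59 times the mean variation of 20 random splits of their pooled nuclei. At day 14 the splits themselves varied more (mean 18.1, beside 2.15 at day 6 and 2.24 at day 12). The median absolute log2 difference between libraries 2 and 3 was 0.0706 at day 6 and 0.0788 at day 12 but 0.266 at day 14, near the 0.298 of day 14 libraries 1 and 2 and above the 0.169 to 0.262 of the day 1 pairs, so that their closeness at day 14 is not shown. The first library of day 12 differed from these by 79.5 and 71.5 times, and the day 1 libraries from each other by 12.5 to 46.4 times. Libraries 2 and 3 of those ages were therefore summed into 1 sample each, which gives 3 samples at day 1 and 2 samples each at day 6, day 12 and day 14. This rule was set after the comparison of libraries and before any test between ages. For each tissue, the UMIs of all its nuclei in a sample were added up, scaled by TMM and expressed in CPM. Genes were compared between young (day 1, n = 3) and old (day 12 and day 14, n = 4) worms with edgeR's quasi-likelihood test, and p values were adjusted for all genes of the tissue by Benjamini-Hochberg. Gene lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated from the counts. Shares and other summaries were compared by exact permutation tests over the 9 samples.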

We analyzed data from WT worms at four different adult ages, day 1, day 6, day 12 and day 14, when the survival rate was 100%, 99%, 61% and 14%, respectively (Fig. 3a), and built aging cell atlases (Fig. 3b). 

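In WT worms, hypodermal nuclei made up 27.1 ± 2.35% of adult somatic nuclei at day 1 (SD, n = 3), 30.4 ± 2.95% at day 6, 39.4 ± 4.84% at day 12 and 34.3 ± 7.118% at day 14 (SD, n = 2 each). Muscle stood at 18.6 ± 8.99%, 19.1 ± 3.07%, 19.4 ± 8.26% and 21.1 ± 2.34% at the same ages, and the intestine at 22.4 ± 12.61%, 12.15 ± 0.257%, 13.2 ± 7.33% and 10.5 ± 2.33%. The spermatheca, which stores sperm, held 7.71 ± 1.79% at day 1, 2.94 ± 0.307% at day 6, 0.784 ± 0.234% at day 12 and 1.42 ± 1.102% at day 14. Its share differed between the 4 ages in an exact permutation F test (p = 0.0024, adjusted p = 0.029 over 12 classes), although no sample could be left out without the adjusted p rising to between 0.14 and 0.37. The adjusted p was also 0.14 with doublets kept, 0.13 with each library clustered on its own and 0.26 with at least 200 genes per nucleus (exact F tests), and in the clearest clusters the change from young to old was -2.52 percentage points in place of -6.61 (exact F test, adjusted p = 0.62). Neurons held 9.70 ± 4.15% at day 1, 18.9 ± 6.58% at day 6, 15.3 ± 2.84% at day 12 and 14.5 ± 4.35% at day 14, with no difference between ages in the same test (adjusted p = 0.81). Among the smaller classes, the gonadal sheath had 3.60 ± 1.85% at day 1 and 2.45 ± 0.354% at day 14, and uterine seam cells 0.683 ± 0.236% and 1.64 ± 0.137%.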

We found that the relative number of cells in different somatic tissue clusters remains similar during the aging process, except for spermatheca and neurons (Fig. 3c), which confirms that our snRNA-seq pipeline did not introduce sampling bias in most cell types. However, we observed that the number of cells in the germline cluster (Fig. 3d) and the percentage of germ cells among all cells (Extended Data Fig. 3a) decrease with aging.

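In WT worms, there were 1591 ± 365 germ nuclei per 959 adult somatic nuclei at day 1 (SD, n = 3), 3232 ± 592 at day 6, 1147 ± 75.1 at day 12 and 1794 ± 587 at day 14 (SD, n = 2 each). The scale of 959 is the number of somatic nuclei of an adult hermaphrodite. Germ nuclei were 47.97 ± 11.7% of all nuclei at day 1, 65.8 ± 2.25% at day 6, 23.8 ± 12.303% at day 12 and 40.4 ± 3.85% at day 14. Both measures were highest at day 6 and lowest at day 12, and differed between the 4 ages (exact permutation F test, p = 0.022 for germ nuclei per 959 and p = 0.018 for the share). Old worms did not differ from day 1 worms in germ nuclei per 959 (exact two-sided permutation test, p = 0.71) or in their share (p = 0.14). For germ nuclei per 959, old minus young was -120.2 with all samples, but 72.8 without day 1 sample 3 and 5.47 without day 12 sample 1. Without day 6 sample 2, the difference between the 4 ages in germ nuclei per 959 had p = 0.13 in the exact F test, and the difference in share had p = 0.079. Without day 12 sample 1, the same exact tests gave p = 0.071 and p = 0.096. For germ nuclei per 959, the exact F test also gave p = 0.089 with doublets kept, p = 0.10 with at least 200 genes per nucleus, p = 0.87 with each library clustered on its own, p = 0.090 in the clearest clusters and p = 0.058 without day 12 sample 2. For the share, it gave p = 0.71 with each library clustered on its own, p = 0.057 without day 1 sample 2, p = 0.056 without day 14 sample 2 and p = 0.065 without day 6 sample 1 (exact).

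**Figure D2:**
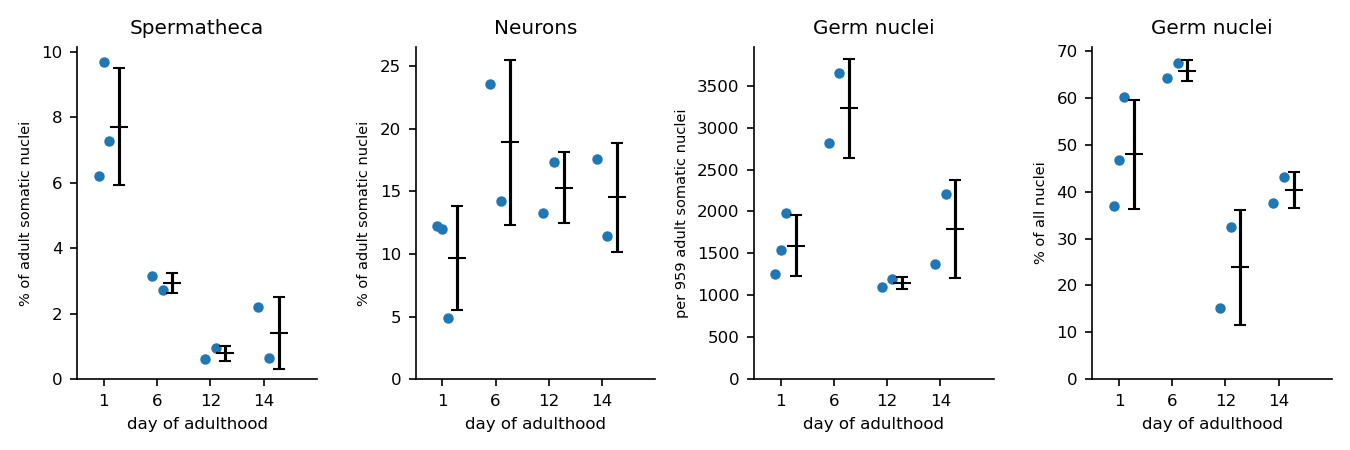
Spermatheca and neuron shares of adult somatic nuclei, germ nuclei per 959 adult somatic nuclei, and germ nuclei as a percentage of all nuclei (vertical axes) by day of adulthood (horizontal axis) in WT worms. Points are samples, and bars are the mean and SD; the spermatheca falls from 7.71% at day 1 to 0.784% at day 12.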

**Fig. 3:**
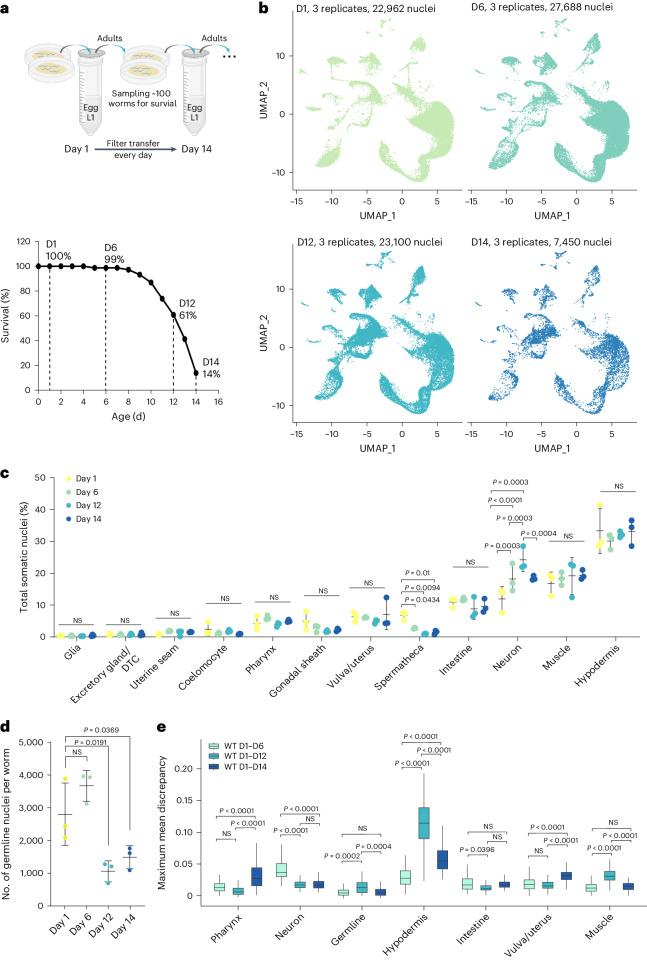
Aging cell atlas under physiological conditions. **a**, Schematic of aging sample preparation under physiological conditions without interrupting worm reproduction and the survival curve of worm samples used for nuclei collection at four timepoints to build the aging cell atlas. **b**, Cell atlases from four age groups shown by UMAP, three replicates per age group with total nuclei numbers. **c**, The percentage of various somatic cell types in total captured cells does not change much between four ages, except for spermatheca and neurons. Not significant (NS) *P* > 0.05. *P* values by one-way ANOVA test with Benjamini–Hochberg correction. *n* = 3 biologically independent samples for each timepoint. Data are presented as mean ± s.d. **d**, Numbers of germ nuclei decreased from day 1 and day 6 to day 12 and day 14. NS *P* > 0.05. *P* values by one-way ANOVA test with Benjamini–Hochberg correction. *n* = 3 biologically independent samples for each timepoint. Data are presented as mean ± s.d. **e**, Box plots displaying maximum mean discrepancy between age groups across different tissues in WT worms. NS *P* > 0.05. *P* values by one-way ANOVA test with Benjamini–Hochberg correction. *n* = 300 independent iterations. The box plot’s box spans the interquartile range (IQR), with the bottom and top representing the 25th and 75th percentiles, respectively, and the median value at the middle. Whiskers extend to the smallest and largest values within 1.5 times the IQR from the quartiles. D, day.

Our aged samples were prepared without interfering with normal reproduction, which enabled us to investigate tissue-specific transcriptomic changes during both somatic and reproductive aging. Using the scMMD (maximum mean discrepancy) method, we first calculated the distance drift in the transcriptome of various tissues from day 1 to day 6, day 1 to day 12 and day 1 to day 14 in WT. It is worth noting that the analysis using day 6 samples captured almost the entire population, given the 99% survival rate at this age (Fig. 3a). However, by day 12, approximately 39% of the population had died (Fig. 3a), and, thus, the transcriptome analysis of the remaining survivors may introduce bias toward longer-lived individuals. This potential bias may become even more pronounced on day 14 when 89% of the population was dead (Fig. 3a).

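Distances between the transcriptomes of ages were computed in WT worms as the maximum mean discrepancy (MMD) between nuclei of a tissue, with 15 nuclei drawn 300 times from each sample on 50 principal components. At day 6, the squared MMD between day 1 and day 6 samples was 0.505 ± 0.190 (SD over pairs of samples) in the hypodermis and 0.405 ± 0.237 in the intestine. After the distance between samples of 1 age was subtracted, the hypodermis had drifted by 0.290 and the intestine by 0.249. The germline followed with 0.183, the vulva and uterus with 0.159 and muscle with 0.105. The pharynx had 0.0416 and neurons had the smallest value, 0.0261. In each tissue, the true grouping of 3 day 1 and 2 day 6 samples gave the largest drift of all 10 groupings, which is the smallest p that the design allows (exact one-sided permutation test, p = 0.1). The distance follows the MMD of the paper but was computed on samples rather than on repeated draws from pooled nuclei.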

Transcriptome drifts (>0.02) were observed in the hypodermis and neurons from day 1 to day 6, suggesting that these two tissues may be more sensitive to aging compared to others. Interestingly, the drift observed in neurons decreased on day 12 and day 14 (Fig. 3e), and a possible explanation is that individuals with more pronounced neuronal transcriptome changes might have died from the population at these later timepoints. 

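In neurons, the drift from day 1 was 0.0547 at day 12 and 0.0848 at day 14, beside 0.0261 at day 6. The squared MMD between samples was 0.103 ± 0.0317 (SD over pairs) at day 12 and 0.109 ± 0.0489 at day 14, nearly the same. The step from day 12 to day 14 came mainly from the subtracted distance within ages, which was 0.0479 and 0.0241. Whether day 14 differs from day 12 was not tested. Among the 7 tissues, neurons had the smallest drift at day 12. The day 12 and day 14 values had the largest drift of all 10 groupings of their samples (exact one-sided permutation test, p = 0.1, the smallest p possible). The paper proposes that worms with larger neuronal changes may have died before the later ages, and survival of single worms was not measured in these libraries.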

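The hypodermis drifted furthest from day 1 of all 7 tissues, by 0.620 at day 12 and by 0.456 at day 14. Between its samples, the squared MMD was 0.743 ± 0.0775 (SD over pairs) at day 12 and 0.578 ± 0.0825 at day 14. Genes lower in old hypodermal nuclei included the cuticle collagen genes col-20 and col-93 and the fatty acid elongase genes elo-5 and elo-6. Each of the 2 drifts was the largest among 10 groupings of the samples (exact one-sided permutation test, p = 0.1, the smallest p possible).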

The transcriptome drift in the hypodermis kept increasing until day 12 but did not further elevate on day 14 (Fig. 3e). The transcriptome drift in the muscle was increased on day 12, which was suppressed on day 14 (Fig. 3e). On the other hand, the pharynx and vulva/uterus exhibited a transcriptome drift only on day 14 (Fig. 3e). In contrast, the intestine did not show obvious drifts even on day 14 (Fig. 3e), indicating its transcriptome robustness during aging. These results suggest that neurons may be critical sites for delaying the onset of aging at an early stage, and hypodermis and muscle could be crucial for slowing down aging at later stages.

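In muscle, the drift from day 1 was 0.257 at day 12 and 0.163 at day 14. The squared MMD was 0.380 ± 0.157 (SD over pairs) and 0.288 ± 0.0929 at these ages. Its day 14 value therefore lay between those of day 6 and day 12. Whether day 14 differs from day 12 was not tested. For each age, the drift was the largest of 10 groupings (exact one-sided permutation test, p = 0.1, the smallest p possible).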

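In the pharynx, the drift from day 1 was 0.0949 at day 12 and 0.0787 at day 14, and in the vulva and uterus it was 0.245 and 0.158. The squared MMD of day 14 against day 1 was 0.0979 ± 0.0198 (SD over pairs) in the pharynx and 0.199 ± 0.0655 in the vulva and uterus. In both tissues, every grouping other than the true one gave a smaller drift at each age (exact one-sided permutation test, p = 0.1, the smallest p possible with 10 groupings). With 50 nuclei per draw instead of 15, the pharynx had too few nuclei at day 14 to be measured.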

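The intestine drifted from day 1 by 0.313 at day 12 and 0.404 at day 14, second only to the hypodermis among the 7 tissues. Its squared MMD went from 0.499 ± 0.176 (SD over pairs) at day 12 to 0.566 ± 0.217 at day 14. At both ages, the drift was the largest of 10 groupings of its samples (exact one-sided permutation test, p = 0.1, the smallest p possible). Old intestinal nuclei had less RNA of the acyl-CoA dehydrogenase gene acdh-1 and of the vacuolar ATPase gene vha-6 than young ones. From the order of drifts, the paper proposes neurons as sites for delaying the onset of aging and the hypodermis and muscle as sites for slowing it later.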

### Mapping germ cell fate trajectories during aging

We did not detect a transcriptome drift in the germline using scMMD analysis. 

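In the germline, the drift from day 1 was 0.251 at day 12 and 0.243 at day 14. The squared MMD against day 1 was 0.306 ± 0.0809 (SD over pairs) at day 12 and 0.289 ± 0.0900 at day 14. The true grouping gave the largest drift of 10 at each age (exact one-sided permutation test, p = 0.1, the smallest p possible). When every nucleus was thinned to 300 UMIs, the germline drift was between 0.069 and 0.105 over the 3 ages, and kept its sign.

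**Figure D3:**
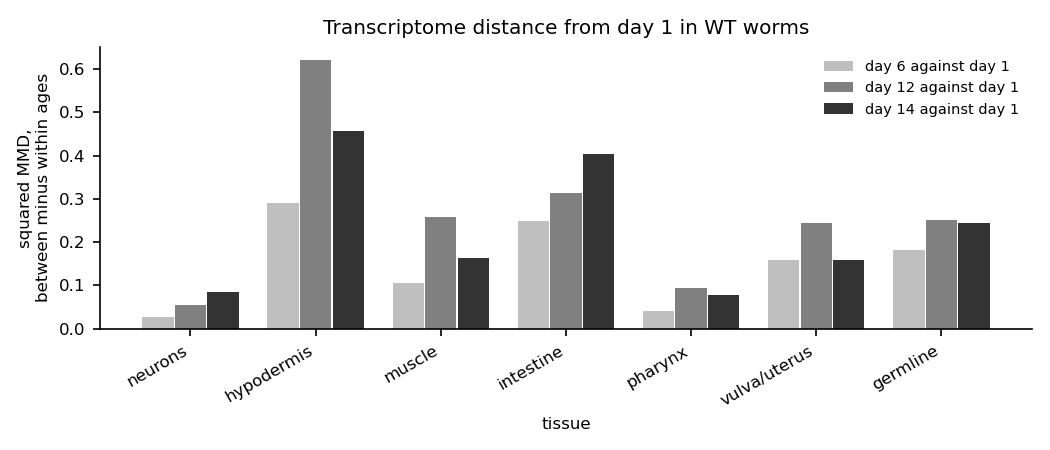
Squared MMD between samples of day 1 and of a later day, minus that between samples of the same age (vertical axis), for each tissue of WT worms (horizontal axis), with 1 bar per later day. The hypodermis has the largest drift at each age, up to 0.620 at day 12, and the germline lies at 0.183 to 0.251.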

Unlike post-mitotic cells in the soma, germ cells undergo proliferation and differentiation along the germline, which would result in aging-irrelevant transcriptome changes. Thus, developing distinct analysis platforms is needed for systemically analyzing transcriptome changes in the germline during aging. To this end, we chose to map germ cell trajectories first and then determine whether and how the trajectory pattern shifts during aging.

We used two different computational methods, the Slingshot package^27^ and the RNA velocity-based scVelo algorithm^28^, to minimize analysis bias. The results obtained from two methods were consistent with each other. These trajectory maps depicted the progression of germ cells, as they undergo from germline stem cells (GSCs), through mitotic cells and meiotic cells, toward mature oocytes (Fig. 4a,b and Extended Data Fig. 4a). The unsupervised scVelo model computed the initial and terminal states within the trajectory and identified cell clusters at the root and at the endpoints, which correspond to GSCs and mature oocytes, respectively (Extended Data Fig. 4b). Furthermore, directed partition-based graph abstraction (PAGA) provided a quantitative assessment of cell fate probabilities for the initial, intermediate and terminal states (Fig. 4b), which is consistent with the developmental order from GSCs to fully differentiated oocytes.

**Fig. 4:**
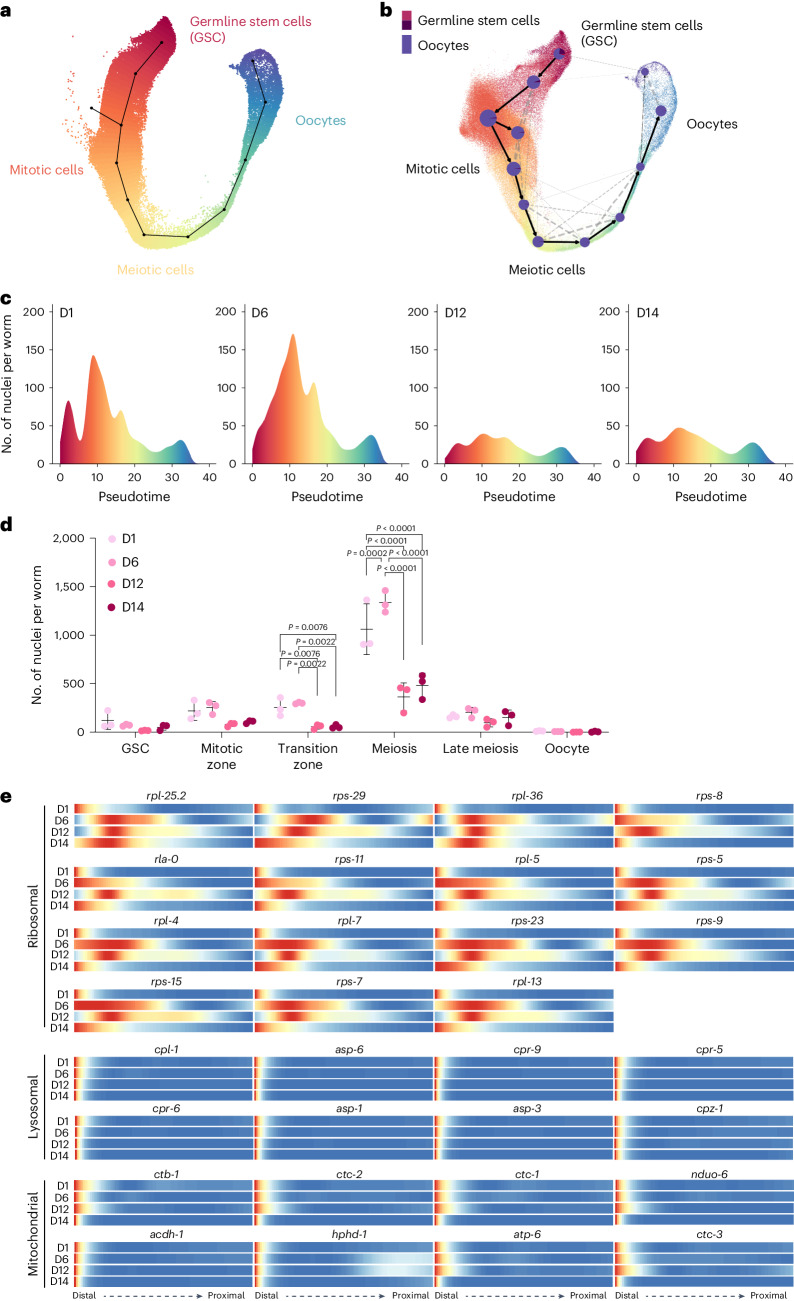
Germline trajectory mapping age-related changes. **a**, Trajectory pseudotime clusters germ nuclei into different cell identities. **b**, Germ cell trajectory PAGA map showing cell fate commitment from GSCs to mature oocytes. **c**, Density plots showing the numbers of germ nuclei distributed along the pseudotime at different ages. **d**, Strip chart showing the numbers of germ nuclei in different regions of the germline at different ages. *P* values by one-way ANOVA with Benjamini–Hochberg correction. *n* = 3 biologically independent samples for each timepoint. Data are presented as mean ± s.d. **e**, Heatmaps showing gene expression levels along the distal-proximal axis of the germline. Ribosomal, lysosomal and mitochondrial genes with distal-restricted expression on day 1 undergo age-related changes in different patterns.

The computational trajectory allowed us to construct a pseudotemporal order and visualize age-related changes in different regions of the germline (Fig. 4c). To quantitively analyze these changes, we assigned germ nuclei into separate regions, including GSC, mitotic zone, transition zone, meiosis, late meiosis/apoptosis and oocyte, based on their pseudotemporal orders and the previously annotated germline compartmentation^29^. We observed that the numbers of germ nuclei in the transition zone and meiosis region decrease from day 6 to day 12, with no further decrease at day 14 (Fig. 4d). 

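Germ nuclei of WT worms were placed in regions by markers of the distal end, early to mid meiosis, late meiosis and oocytes, and 2 regions could be named. The oocyte-like region held 6276 nuclei and the late meiosis region 2191, while 30239 nuclei matched no single region, so that the transition zone was not resolved. The name of the late meiosis region is uncertain, as 4 of its 11 markers were higher there and 7 of its 10 leading genes encode ribosomal proteins, which the paper places at the distal end. Per 959 adult somatic nuclei, oocyte-like nuclei numbered 267 ± 65.8 at day 1 (SD, n = 3), 532 ± 86.0 at day 6, 159 ± 147 at day 12 and 123.3 ± 45.5 at day 14 (SD, n = 2 each). Late meiosis nuclei numbered 0 at day 1, 25.18 at day 6, 218 at day 12 and 177 at day 14. The difference of oocyte-like nuclei per 959 between the 4 ages did not pass the threshold (exact permutation F test, p = 0.03, adjusted p = 0.06 over the 2 regions).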

We also calculated the percentage of germ nuclei in different regions and found decreases in the transition zone on day 12 and day 14 compared to day 1 and day 6 and increases in the late meiosis/apoptosis region (Extended Data Fig. 4c). These results suggest that the composition of the germline undergoes changes as organisms age.

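As a share of germ nuclei in WT worms, oocyte-like nuclei were 16.8% ± 0.447 at day 1 (SD, n = 3), 16.489% ± 0.360 at day 6, 13.5% ± 12.0 at day 12 and 6.82% ± 0.305 at day 14 (SD, n = 2 each). Nuclei of the region named late meiosis, a name that its leading genes do not support, were 0% at day 1, 0.740% at day 6, 18.3% ± 21.3 at day 12 and 10.2% ± 1.81 at day 14. Neither difference between young and old worms passed the threshold (exact two-sided permutation test, p = 0.14 for oocyte-like and p = 0.057 for late meiosis nuclei). In the late meiosis share, every old sample was above every young one. The 2 day 12 samples were far apart, and leaving either out changed the result. The oocyte-like share was 4.89 points lower in old worms without day 12 sample 1 and 10.5 points lower without day 12 sample 2, and then differed between ages (exact F test, adjusted p = 0.0048 in both cases). For late meiosis nuclei, old worms were higher by 17.9 points without day 12 sample 1 and by 7.86 points without day 12 sample 2 (adjusted p = 0.0024 from the same test). The direction of the late meiosis share turned with the clustering, to 67.1 points lower in old worms at resolution 0.5 and 15.03 points lower with at least 200 genes per nucleus. When the mean of each library was removed before clustering, the oocyte-like share was 21.9% ± 0.299 in young and 27.2% ± 5.98 in old worms (exact two-sided p = 0.26).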

To gain a molecular insight into these age-related changes, we identified hundreds of genes that display specific expression patterns within different germ cell groups and change their expression patterns during aging (Extended Data Fig. 4d; top ~600 genes listed in Supplementary Table 2 and Methods). 

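Over all germ nuclei of WT worms, 1786 genes rose and 1653 fell between young and old, among 12653 tested. The count was 2254 without day 1 sample 1, 1820 without day 1 sample 2 and 1948 without day 1 sample 3. Without the genes at least 10-fold higher in another class on day 1, 2193 of 8530.0 genes changed, with 944 higher and 1249 lower. The ncRNA gene rpr-1, the RNA subunit of RNase P (WBGene00045238, chromosome I, 13463955 to 13464207 of WBcel235), went from 1.2196 ± 0.613 CPM (SD, n = 3) to 165 ± 288 CPM (SD, n = 4; log2 fold change 7.17, standard error 1.55, adjusted p = 0.0059). Its log2 fold change was 4.14 without day 12 sample 1, and DESeq2 gave it no adjusted p. The long ncRNA gene tts-1 (WBGene00006650, chromosome X, 1504131 to 1504841) went from 48.6 ± 34.6 to 544 ± 363 CPM (log2 fold change 3.49, adjusted p = 0.0050). The Tribbles-like kinase gene nipi-3 rose from 4.201 ± 1.91 to 56.9 ± 24.9 CPM. The histone genes his-62 and his-48 rose to 179 and 132 CPM, and 11 of 33 histone genes rose while 2 fell (12 rose and 2 fell when adjusted over the list alone). The largest falls were of collagen genes, with col-20 at 552 ± 208 CPM in young and 1.37 ± 1.08 CPM in old germ nuclei. Within regions, 4647 of 8416 genes changed in oocyte-like nuclei and 4450 of 10394 in nuclei of no named region. In the former, 14 of 29 histone genes rose and 2 fell, and in the latter 16 of 32 rose and 3 fell. DNA replication genes in oocyte-like nuclei went both ways, with 14 of 36 higher and 5 lower, as did those of the spliceosome, with 25 of 76 higher and 11 lower.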

A series of ribosomal protein-encoding genes exhibits restricted expression in the distal end of the germline on day 1 (Fig. 4e), consistent with the previous finding^29^. Interestingly, with increasing age, the expression of these ribosomal protein genes expands toward the proximal region starting on day 6 (Fig. 4e). It was reported that, in mutants lacking germ cell differentiation, ribosomal protein genes extend their expression from the distal end to the proximal end of the germline^29^. Thus, the age-associated proximal expansion of ribosomal protein gene expression may be associated with decreased germline differentiation during aging, underlying the decrease in the transition zone and the meiosis region (Fig. 4d).

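In oocyte-like nuclei of WT worms, 5 of the 15 ribosomal protein genes in the paper's figure rose with age and none fell (5 higher when adjusted over the list alone). Of all 8416 genes tested in these nuclei, 2400 rose and 2247 fell. The number of the 15 that rose is thus near the share over all genes. The large subunit gene rpl-25.2 (WBGene00004439, chromosome I, 8329062 to 8329647 of WBcel235) rose from 252 ± 82.7 CPM (SD, n = 3) to 708 ± 291 CPM (SD, n = 4; log2 fold change 1.51, standard error 0.33, adjusted p = 0.0018). In nuclei of no named region, 1 of the 15 genes fell. Over all 80 cytosolic ribosomal protein genes, 6 rose and 5 fell in oocyte-like nuclei, against 0 and 23 in nuclei of no named region. Per sample, nuclei of no named region were above the oocyte-like nuclei in these genes by 1.01 ± 0.29 log2 CPM at day 1, 0.70 ± 0.27 at day 6 and 0.17 ± 0.42 in old worms. The old difference was not separate from the young (exact two-sided permutation test, p = 0.057), and over the 4 ages p was 0.018 in the exact F test. In nuclei of no named region alone, the list had 9.21 ± 0.34 log2 CPM in young and 8.60 ± 0.17 in old worms (exact two-sided p = 0.029). These values leave out the region named late meiosis, which is led by ribosomal protein genes and held no nuclei at day 1. The fall therefore does not cover all germ nuclei outside the oocyte-like region. The 15 genes were chosen by the study on these samples.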

Additionally, we found that genes encoding lysosomal proteinases exhibit restricted expression in the distal end of the germline, but their levels decrease with increasing age (Fig. 4e). 

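The 8 lysosomal protease genes of the paper's figure all fell with age in oocyte-like nuclei of WT worms. The cathepsin B-like gene cpr-9 (WBGene00010204, chromosome V, 12003053 to 12004584 of WBcel235) fell from 124 ± 15.1 CPM (SD, n = 3) to 9.57 ± 4.60 CPM (SD, n = 4; log2 fold change -3.56, standard error 0.28, adjusted p = 8.8e-07). The aspartyl protease genes asp-1 and asp-3 fell from 161 ± 57.3 to 9.03 ± 10.4 CPM and from 59.6 ± 7.90 to 2.46 ± 1.95 CPM. On average over the list, oocyte-like nuclei had 6.21 ± 0.34 log2 CPM at day 1, 5.25 ± 0.03 at day 6 and 2.31 ± 0.52 in old worms (exact two-sided permutation test of old against young, p = 0.029, the smallest p possible). In nuclei of no named region, the list stood at 6.88 ± 0.36, 6.33 ± 0.04 and 5.48 ± 0.65 log2 CPM (exact p = 0.057), so in young worms these genes were higher outside the oocyte-like region. Among nuclei of no named region, 3 of the 8 genes fell (4 when adjusted over the list alone). Of 18 lysosomal protease genes measured over all germ nuclei, 11 fell and 1 rose. The authors chose the 8 genes on these samples, which makes their fall no independent evidence. Genes of this kind also fell in the intestine, where 12 of 17 lysosomal protease genes were lower, and whether RNA of intestinal cells among germ nuclei gave the fall was not tested.

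**Figure D4:**
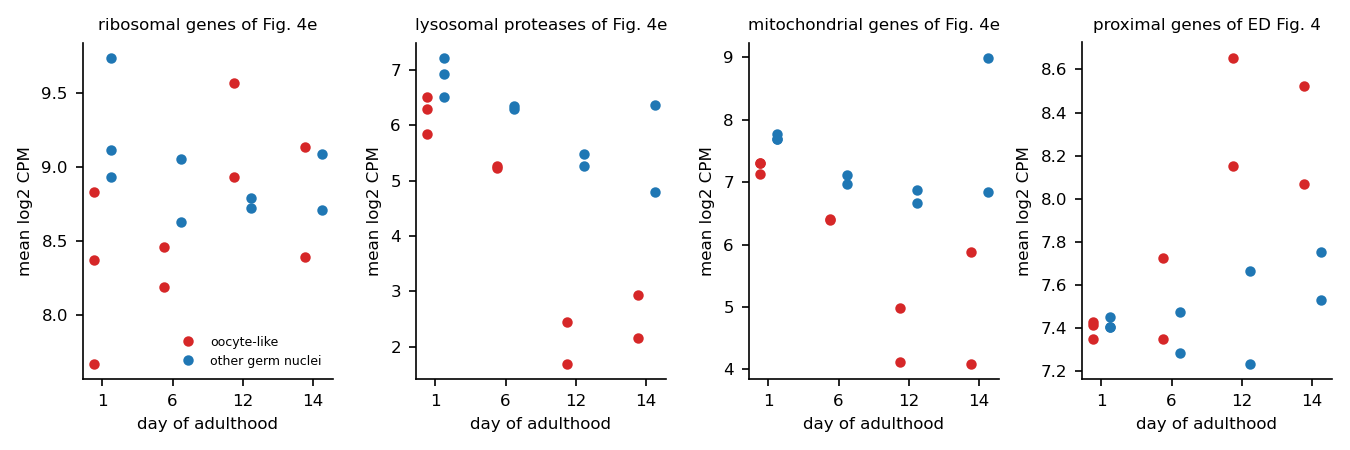
Mean log2 CPM of the gene lists of Fig. 4e and Extended Data Fig. 4 (vertical axes) by day of adulthood (horizontal axis) in germ nuclei of WT worms, with 1 point per sample. Oocyte-like nuclei are shown beside nuclei of no named region, labelled other germ nuclei, and late meiosis nuclei are left out. In oocyte-like nuclei, the lysosomal proteases go from 6.21 in young to 2.31 in old worms, while the proximal genes go from 7.398 to 8.35.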

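In germ nuclei of no named region of WT worms, the mitochondrial genes ctc-2 and ctb-1, acdh-1 and 5 others that the paper plots along the germline averaged 7.71 ± 0.05 log2 CPM at day 1 (SD, n = 3), 7.04 ± 0.10 at day 6 and 7.34 ± 1.102 in old worms (SD, n = 4; exact two-sided permutation test, p = 0.66). No germ nuclei were placed at the distal end, so nuclei of no named region do not stand for it. In oocyte-like nuclei, the 8 genes averaged 7.25 ± 0.10, 6.40 ± 0.01 and 4.77 ± 0.85 log2 CPM (exact two-sided permutation test, p = 0.057). There, 7 of the 8 genes fell and none rose. The acyl-CoA dehydrogenase gene acdh-1 (WBGene00016943, chromosome I, 6497436 to 6499560 of WBcel235) fell from 254 ± 80.9 to 1.48 ± 2.23 CPM in oocyte-like nuclei. The cytochrome c oxidase subunit gene ctc-2 fell from 187 ± 33.9 to 59.4 ± 43.4 CPM and the cytochrome b gene ctb-1 from 82.1 ± 7.29 to 27.1 ± 21.1 CPM, both encoded in mitochondrial DNA. Of 12 genes encoded there, 8 fell in oocyte-like nuclei, and 5 rose in nuclei of no named region. Nuclear genes of oxidative phosphorylation moved the other way in oocyte-like nuclei, with 28 of 42 higher and 4 lower. The succinate dehydrogenase gene sdha-1 rose from 6.09 ± 1.95 to 65.9 ± 25.1 CPM and sdhb-1 from 74.4 ± 13.5 to 256 ± 101 CPM. Over all germ nuclei, 9 of the 42 rose and 1 fell (6 rose when adjusted over the list alone), with a median log2 fold change of 0.46 (camera, adjusted p = 0.0097, and adjusted p = 0.94 with an estimated correlation). In nuclei of no named region, their median log2 fold change was 0.00 and changed sign with the scaling. Of 70 genes of mitochondrial ribosomes, 36 fell in nuclei of no named region (camera adjusted p = 2.3e-09, and 0.49 with an estimated correlation), and 22 fell and 4 rose in oocyte-like nuclei (0.093 and 0.63).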

The distal expression of genes encoding mitochondrial components was also decreased on day 14 (Fig. 4e). These results suggest declined organelle biogenesis in the distal germline during aging. 

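Among 18 genes that the paper plots at the proximal end of the germline, 12 were higher and none was lower with age in oocyte-like nuclei of WT worms (13 higher when adjusted over the list alone). The histone variant gene htz-1 (WBGene00019947, chromosome IV, 4446216 to 4446999 of WBcel235) rose from 295 ± 45.6 CPM (SD, n = 3) to 1252 ± 366 CPM (SD, n = 4; log2 fold change 2.09, standard error 0.30, adjusted p = 1.0e-04). The ubiquitin-conjugating enzyme gene ubc-25 rose from 165 ± 13.4 to 599 ± 195 CPM, F25H2.4 from 80.9 ± 7.997 to 285 ± 85.2 CPM and the splicing factor gene sftb-6 from 128 ± 11.9 to 334 ± 89.7 CPM. The mean of the list was 7.398 ± 0.04 log2 CPM at day 1, 7.54 ± 0.27 at day 6 and 8.35 ± 0.28 in old worms (exact two-sided permutation test, p = 0.029, the smallest p possible). In nuclei of no named region it was 7.42 ± 0.03 in young and 7.55 ± 0.23 in old worms (exact p = 0.34), with 5 genes higher and 3 lower. The median log2 fold change of the list over all germ nuclei was 0.90 (camera, adjusted p = 0.0046, and adjusted p = 0.94 with an estimated correlation), and 10 of the 18 genes rose there. RLE scaling lowered the median of all genes in oocyte-like nuclei by 0.139 log2, and all 4 named genes kept their direction. As the study picked the 18 genes on these samples, they are not independent evidence.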

At the proximal end of the germline, we observed an age-associated transcriptional decrease in genes related to DNA synthesis and chromosome assembly, protein folding and degradation and mRNA processing (Extended Data Fig. 4e), which may underlie the reduced quality of aged oocytes. Together, these analyses reveal the molecular signatures for germ cells at various stages and provide a comprehensive view of their alterations during aging.

### Developing tissue-specific aging clocks

In parallel, we leveraged tissue-specific transcriptomic changes during aging to build age prediction models—aging clocks—for different tissues. Using machine learning, we constructed least absolute shrinkage and selection operator (LASSO) regression-based tissue-specific aging clocks, which is one of the top-performing chronological aging clocks^30^ and can accurately predict true chronological ages of tissues with more than 50 cells (Fig. 5a). To evaluate the performance of the aging clocks and avoid inflation, we applied the leave-on-batch-out cross-validation scheme. During the training, we dropped one set of biologically independent samples and used the remaining two sets of replicates with no shared worms for building the model. After training, we applied the aging clocks to predict the ages of the dropped samples. 

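Age was predicted from the counts of 1 tissue of WT worms with LASSO regression on sums of 15 nuclei, and each sample was predicted by a model trained on the other samples. In neurons, the predicted age was 1.48 ± 1.02 days at day 1 (SD, n = 3), 6.601 ± 0.578 at day 6, 10.8 ± 1.84 at day 12 and 11.9 ± 0.118 at day 14 (SD, n = 2 each). In the germline it was 1.47 ± 0.842, 6.57 ± 0.727, 12.0 ± 1.53 and 11.1 ± 0.848 days, and in the hypodermis 1.80 ± 0.7996, 7.06 ± 1.98, 11.1 ± 2.14 and 10.9 ± 2.07 days. Predicted and true age correlated in neurons with r = 0.978 (R2 = 0.956, exact two-sided permutation p = 4.0e-04, Spearman rho = 0.902) over 9 samples, and in the germline with r = 0.965 (R2 = 0.931, exact two-sided permutation p = 6.6e-04, Spearman rho = 0.867). The pharynx, with 8 samples, had r = 0.963 (R2 = 0.927, exact two-sided permutation p = 0.0030, Spearman rho = 0.927). For the intestine, r was 0.940 (R2 = 0.884, exact p = 7.9e-04, rho = 0.902), and for muscle 0.936 (R2 = 0.875, exact p = 0.0011, rho = 0.902). The hypodermis and the vulva and uterus had r = 0.935 and 0.937 (R2 = 0.875 and 0.878, exact p = 0.0016 and 0.0054, rho = 0.867 and 0.927). The exact p of rho lay between 0.0024 and 0.0045, and the p of r adjusted over the 7 tissues between 0.0019 and 0.0054. Without the 2 samples farthest from the line of the others, r was still between 0.889 and 0.984. The mean error was smallest in neurons with 1.198 days and largest in the vulva and uterus with 1.95 days, and day 14 samples were predicted too young in every tissue. In the pharynx and the vulva and uterus, only 1 day 14 sample had enough nuclei. The models that predicted it were trained on ages up to day 12 alone, so its low age there says little.

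**Figure D5:**
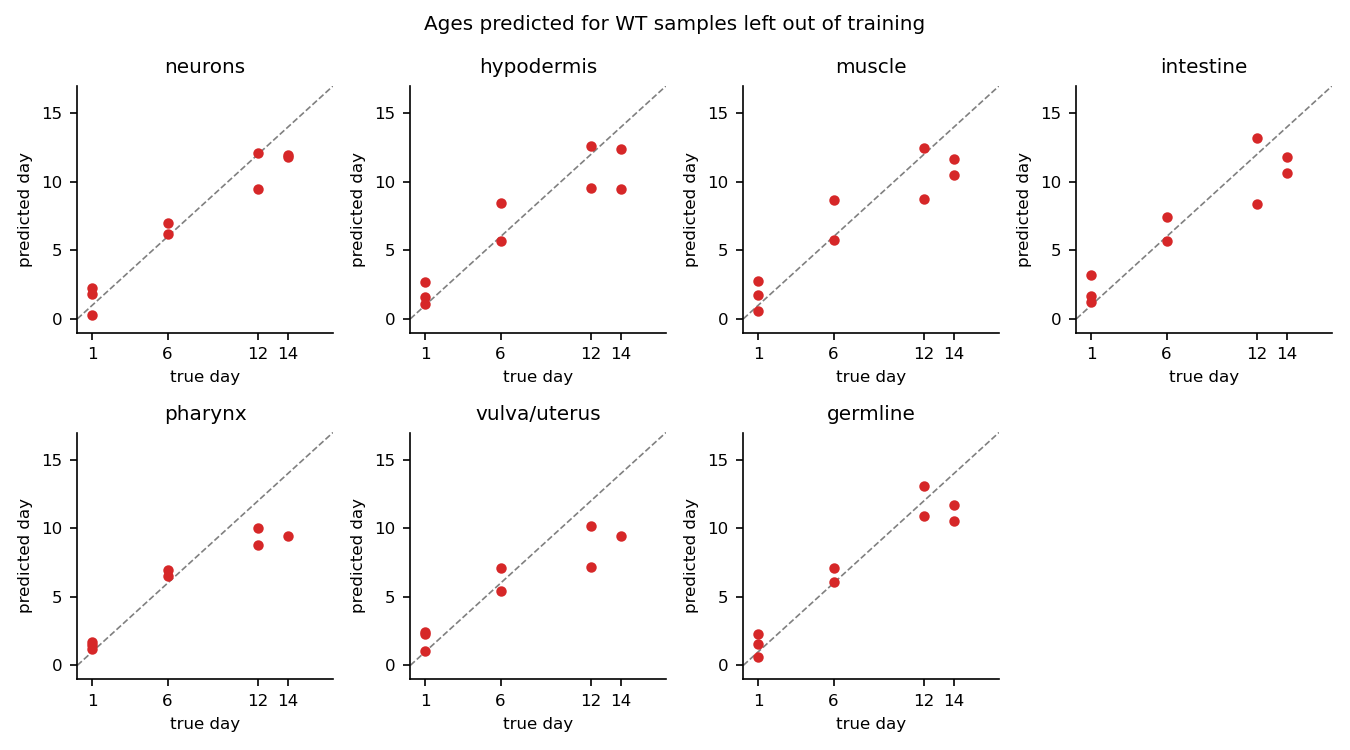
Predicted day (vertical axis) against true day of adulthood (horizontal axis) for each WT sample left out of training, with 1 panel per tissue and the dashed line at equality. Samples of day 14 lie below the line, and r ranges from 0.935 in the hypodermis to 0.978 in neurons.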

Our models predicted true chronological age with correlations (*R*^2^) greater than 0.90 for multiple tissues (Fig. 5a), which validated the prediction accuracy at all timepoints.

**Fig. 5:**
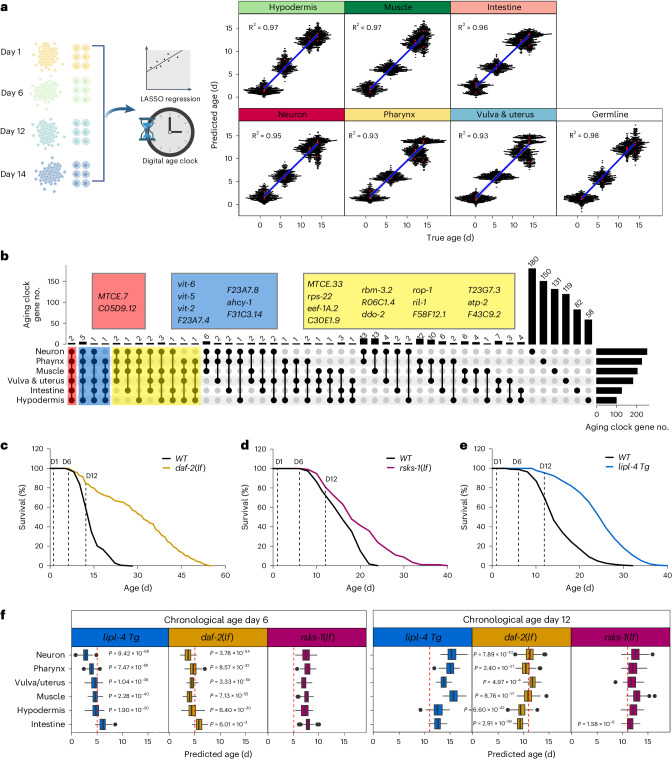
Aging clocks reveal tissue-specific anti-aging effects of different pro-longevity strategies. **a**, The schematic outlines the development of machine-learning-based tissue-specific transcriptomic aging clocks, which can predict the biological age of each tissue based on sn-RNAseq data from four timepoints (left). The performance of tissue-specific aging clocks validated with leave-one-batch-out cross-validation. Red dots represent median prediction for the test dataset, the blue line represents the fitted linear model through the prediction points, and the light gray area indicates the 95% confidence interval. The square of Pearson’s correlation coefficients is shown (right). **b**, UpSet plot showing the intersection sets of aging clock genes identified across tissues. Genes shared among six, five or four of the tissue-specific aging clocks are listed in red, blue or yellow boxes, respectively. **c**–**e**, Lifespans of *daf-2* loss-of-function mutant (*daf-2(lf)*) (**c**), *rsks-1* loss-of-function mutant (*rsks-1(lf)*) (**d**) and *lipl-4* transgenic strain (*lipl-4 Tg*) (**e**) compared to WT. **f**, Box plots showing the predicted biological ages of different tissues in 3 long-lived strains at the chronological ages of day 6 and day 12, as determined by tissue-specific aging clocks. Day 5 and day 11 indicated by red dashed lines present the cutoff for slowing down the clocks. One-sample *t*-test, one-sided, *n* = 100 BootstrapCells cells. *P* values are shown in the figure. For box plots, the center is the median; the lower and upper bounds correspond to the first and third quartiles, the whiskers extend up to 1.5 times the IQR and the minima and maxima are the observed minima and maxima. The box plot’s box spans the IQR, with the bottom and top representing the 25th and 75th percentiles, respectively, and the median value at the middle. Whiskers extend to the smallest and largest values within 1.5 times the IQR from the quartiles.

We further identified genes that contribute to the prediction, terming them aging clock genes (Supplementary Table 2). These aging clock genes are mostly tissue specific and exhibit very little overlap (Fig. 5b). 

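The clock trained on all WT samples kept 163 genes in neurons, of which 92 were in no other tissue's clock, and 51 rose with age by the sign of their coefficients. The germline clock had 196 genes, 137 of them in no other, and the muscle clock 181, with 117 in no other. The pharynx had 132 genes, the vulva and uterus 127 and the intestine 118. Over the 6 somatic clocks, 650 genes were chosen, 550 of them in 1 clock, 50 in 2, 26 in 3 and 2 in all 6. Those in all 6 were the cuticle collagen genes col-124 and col-178. Genes in 5 somatic clocks included acdh-1, a short-chain acyl-CoA dehydrogenase, cpr-9, a cathepsin B-like protease, ilys-5, an invertebrate lysozyme, and vit-3, a yolk protein. Of the paper's clock genes, 38 of 246 neuronal, 50 of 287 germline and 25 of 178 vulval and uterine genes were chosen here too. So were 23 of 98 hypodermal, 20 of 221 pharyngeal and 19 of 201 muscle genes. A random draw from all genes with a count would share 0.449 to 2.34, which takes no account of how often a gene is counted. Both sets of clocks were trained on the same libraries, so the overlap is no independent evidence.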

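MTCE.7, the small ribosomal RNA of mitochondria (WBGene00014454, chromosome MtDNA, 898 to 1593 of WBcel235), rose with age in 6 of 7 tissues of WT worms. In the germline it went from 63.5 ± 15.1 CPM (SD, n = 3) to 2129.6 ± 2567 CPM (SD, n = 4; log2 fold change 5.06, standard error 1.02, adjusted p = 0.0041). In muscle, it went from 81.4 ± 20.8 to 731 ± 293 CPM (log2 fold change 3.17, adjusted p = 0.0013), and in the hypodermis from 69.5 ± 11.7 to 434 ± 174 CPM (log2 fold change 2.64, adjusted p = 0.0034). Neurons had 151 ± 75.8 CPM in young and 987 ± 609 CPM in old worms, and the pharynx 111.5 ± 25.3 and 608 ± 187 CPM. C05D9.12, a non-coding RNA (WBGene00219800, chromosome X, 1107079 to 1107207), fell in the germline from 4111 ± 1214 to 603 ± 204 CPM (log2 fold change -2.77, standard error 0.34, adjusted p = 3.2e-04). The LASSO models kept MTCE.7 in 6 of 7 clocks, with the largest coefficient of 0.230 in the germline, and C05D9.12 in 4, with the largest of -0.428 there. RNA of mitochondria that remains around nuclei enters these counts, and its share was not measured apart from nuclear RNA.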

The only two shared genes among all tissues, *MTCE.7* and *C05D9.12*, are ribosomal RNA and non-coding RNA, respectively. When conducting KEGG analysis, neuron-specific aging clock genes displayed a significant enrichment in ribosome and autophagosome-related pathways, and muscle-specific aging clock genes were enriched in motor protein pathways (Extended Data Fig. 5a). With WormCat gene set enrichment analysis^31^, we found metabolism as an enriched term in all tissues except for vulva/uterus (Extended Data Fig. 5b). However, these metabolic genes show little overlap (Supplementary Table 2). These results suggest that different tissues age differently with their unique transcriptional signatures.

Additionally, we used the scRNA-seq dataset^21^ for external validation of tissue-specific aging clocks. The annotation of four somatic tissues, including neurons, hypodermis, intestine and muscle, was matched between the two studies. The predicted ages based on our tissue-specific aging clocks exhibited a good linear correlation with the actual ages (intestine (*R*^2^ = 0.73), hypodermis (*R*^2^ = 0.92), muscle (*R*^2^ = 0.89) and neurons (*R*^2^ = 0.71)) (Extended Data Fig. 5c) but with a drift. We noticed that the numbers of genes detected in the sc-RNAseq dataset were lower, and the absence of tissue-specific aging clock gene expression in many cells could contribute to the observed drift. Moreover, the scRNA-seq samples were collected from sterile mutants at a higher temperature (25 °C), which can accelerate the aging process. As a result, at the same chronological age, the biological age of worms at 25 °C will be older than that at 20 °C, leading to a drift in the age prediction.

### Determining tissue-specific anti-aging effects of pro-longevity strategies

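For each of the 3 long-lived strains, 1 library was made at day 1, day 6 and day 12, so no error or test can be given for a strain at an age, and intervals cover counting error only. Nuclei numbered 13173, 9038 and 10250 in daf-2(lf), 12884, 6995 and 14651 in rsks-1(lf) and 8954, 15993 and 3846 in lipl-4 Tg at the 3 ages. In lipl-4 Tg, intestinal nuclei had 372 CPM of the lysosomal lipase gene lipl-4 (WBGene00019376, chromosome V, 6550171 to 6552186 of WBcel235) at day 1 (95% Poisson interval 324 to 425), 1408 CPM at day 6 (1327 to 1493) and 17781 CPM at day 12 (17515 to 18049). In WT worms on the same bacteria, no intestinal sample had more than 93.3 CPM. In rsks-1(lf), the S6 kinase gene rsks-1 (WBGene00012929, chromosome III, 11245120 to 11252281) had 177, 253 and 344 CPM over all nuclei at the 3 ages, against 259 to 418 CPM in WT libraries. The insulin/IGF-1 receptor gene daf-2 (WBGene00000898, chromosome III, 2994514 to 3040846) had 672, 636 and 863 CPM in daf-2(lf), within 469 to 1037 CPM of WT libraries. Tissue ages of the strains were predicted by the models trained on WT worms. Gene lists were compared by the change of their mean log2 CPM from the strain's own day 1, beside the range over pairs of WT samples.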

For analyzing tissue-specific transcriptomic changes associated with different lifespan-extending mechanisms, we used the loss-of-function (lf) mutant of *daf-2* that reduces insulin/insulin-like growth factor signaling (IIS) and doubles the lifespan (Fig. 5c)^32^; the *lf* mutant of *rsks-1* that encodes S6 kinase downstream of TOR signaling and shows 20–30% lifespan extension (Fig. 5d)^8^; and the *lipl-4* transgenic strain (*lipl-4 Tg*) that induces lysosomal lipolysis and extends lifespan by 40–60% (Fig. 5e)^11^. snRNA-seq analysis was performed at three different ages (day 1, day 6 and day 12). We first used the tissue-specific aging clocks to predict the biological ages of six different tissues in these long-lived strains at the chronological age of day 6 and day 12. At day 6, the *daf-2(lf)* mutants and the *lipl-4 Tg* strains exhibited biological ages younger than 6 d (at least 1-d difference) for all tissues except for the intestine (Fig. 5f). 

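In daf-2(lf) worms of day 6, the predicted age was 4.93 days in the hypodermis, where held-out WT samples of day 6 had 5.66 to 8.46 days, and 4.49 days in muscle, where WT had 5.79 to 8.68 days. The pharynx stood at 4.53 days against 6.51 to 6.94 days in WT. The intestine, at 5.58 days, lay just under its WT range of 5.65 to 7.45 days. The vulva and uterus had 6.66 days and the germline 6.32 days, both inside the range of WT. With each library clustered on its own, the germline was predicted at 4.25 days. In lipl-4 Tg, the hypodermis had 5.33 days, muscle 5.46 days and the pharynx 5.66 days, each under the WT samples of that day. The intestine, which carries the transgene, had 6.20 days, the vulva and uterus 5.77 days and the germline 7.04 days, all inside the WT ranges. A cluster of 11376 nuclei nearest the germline, 98.5% from this library, got no class, so its germline age rests on few nuclei. In both strains, the hypodermis, muscle and pharynx lay below the WT range by less than the SD of held-out WT errors. That SD was 2.17, 2.17 and 2.09 days in these tissues.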

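In neurons of day 6 worms, the predicted age was 3.45 days in daf-2(lf) and 4.39 days in lipl-4 Tg, against 6.19 to 7.01 days in held-out WT samples. No other tissue of either strain was predicted as young at that age. The prediction for daf-2(lf) rested on 1 library, and its quartiles over sums of nuclei were 3.002 and 3.77 days. At day 1, neurons of daf-2(lf) had 0.943 days, inside the WT range of 0.318 to 2.27 days.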

The neuron is the youngest tissue with a biological age of 2.8 d in the *lipl-4 Tg* strain and 3.7 d in the *daf-2(lf)* mutant. However, in the *rsks-1(lf)* mutant, none of the tissues showed a predicted age younger than day 6 (Fig. 5f). 

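In rsks-1(lf) worms of day 6, predicted ages were 6.54 days in neurons, 6.79 in the hypodermis, 6.31 in muscle, 7.08 in the intestine, 6.599 in the pharynx and 6.42 in the vulva and uterus. All 6 lay inside the range of held-out WT samples. The germline was predicted at 7.60 days, above the WT range of 6.06 to 7.09 days, but at 5.67 days, below that range, with each library clustered on its own. At day 1, rsks-1(lf) had 3.11 days in neurons and 3.88 days in muscle, both above the WT samples. These gaps were smaller than the SD of held-out WT errors, 1.47 days in neurons and 2.17 days in muscle.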

At day 12, only the *daf-2(lf)* mutant still showed a biological age of 11 d or younger in all tissues except for vulva/uterus (Fig. 5f).

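At day 12, daf-2(lf) was predicted at 9.55 days in neurons, 8.89 in the hypodermis, 10.8 in muscle, 9.46 in the intestine and 8.84 in the pharynx. Only the hypodermis was under the held-out WT samples of that day, which had 9.58 to 12.597 days. The vulva and uterus stood at 11.6 days, above the WT range of 7.17 to 10.2 days, and the germline at 12.15 days. Both gaps to the WT range were smaller than the SD of held-out errors, 2.17 days in the hypodermis and 2.53 days in the vulva and uterus. In rsks-1(lf), the 7 tissues ranged from 10.8 days in the pharynx to 13.4 days in the germline. In lipl-4 Tg, they ranged from 11.5 days in the pharynx to 14.1 days in muscle.

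**Figure D6:**
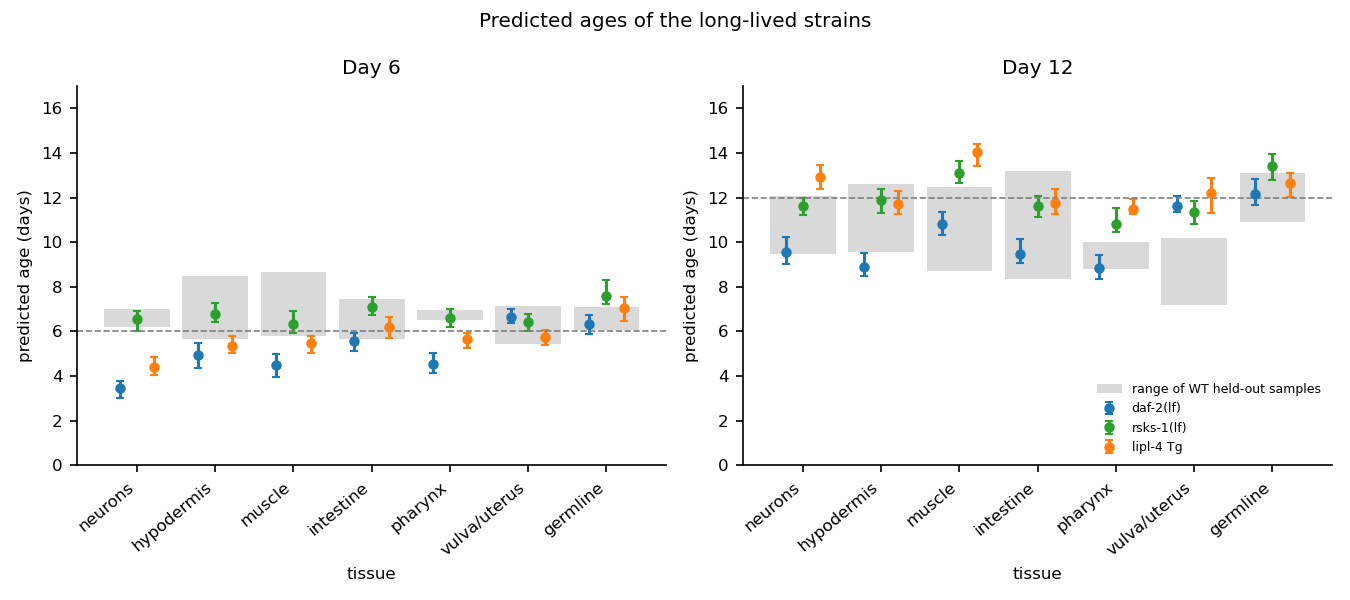
Predicted age in days (vertical axis) for each tissue (horizontal axis) of daf-2(lf), rsks-1(lf) and lipl-4 Tg at day 6 and day 12, with quartiles over sums of nuclei as error bars, 1 library per point and grey bands for the range of held-out WT samples. At day 6, neurons of daf-2(lf) are at 3.45 days and of lipl-4 Tg at 4.39 days, below the band of 6.19 to 7.01 days.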

### Molecular regulation of tissue aging by different pro-longevity mechanisms

Next, we focused on age-associated functional changes in different tissues. We profiled cell-type-specific Gene Ontology (GO) term enrichment changes during aging. 

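Between young and old WT worms, 2097 of 8567 tested genes changed in the intestine, 1758 of 10863 in the hypodermis, 937 of 8818 in muscle and 648 of 7471 in neurons. The pharynx had 437 changed genes of 4807, with 280 higher, and the vulva and uterus 499 of 5813, with 314 higher. In the pharynx, the count was 180 without day 1 sample 1, 119 without day 1 sample 2, 244 without day 1 sample 3, 270 without day 12 sample 1, 686 without day 12 sample 2 and 283 without day 14 sample 1. In the vulva and uterus, it was 312 without day 1 sample 1, 231 without day 1 sample 2 and 1021 without day 12 sample 2. The median cuticle collagen gene was lower in old worms in all 7 tissues, with 35 of 90 genes lower and 2 higher in the hypodermis, 36 of 82 lower in the germline and 23 of 27 lower and 1 higher in the pharynx. In the pharynx, 6 of 6 yolk protein genes fell (median log2 fold change -3.08). With an estimated correlation, camera called no list in the pharynx, and RNA of hypodermal cells in the nuclei of other tissues was not ruled out as a source of the collagen change there. The collagen gene col-20 (WBGene00000609, chromosome II, 4869670 to 4870791 of WBcel235) went from 868 ± 118 CPM (SD, n = 3) to 5.02 ± 10.04 CPM (SD, n = 4) in the pharynx. The titin-like gene ttn-1 rose there from 2449 ± 951 to 13602 ± 5090.3 CPM, and K09F6.13 (WBGene00235164, chromosome II, 2289114 to 2290301) from 4.15 ± 7.19 to 531 ± 449 CPM. Of the lysosomal protease genes in the pharynx, 8 of 12 fell (9 fell when adjusted over the list alone). In the vulva and uterus, the neprilysin pseudogene nep-14 (WBGene00018225, chromosome X, 8375288 to 8377304) fell from 2567 ± 773 to 9.13 ± 15.1 CPM (log2 fold change -8.29, standard error 0.68, adjusted p = 3.4e-06) and H29C22.1 fell from 1599 ± 254 to 9.64 ± 7.42 CPM. F14F9.3 rose from 4.14 ± 7.18 to 875 ± 693 CPM and the F-box gene fbxa-24 from 9.52 ± 9.72 to 1406 ± 608 CPM, and of F-box genes there 7 of 22 rose and 1 fell (7 rose and 1 fell when adjusted over the list alone). None of the study's 14 markers of the vulva and uterus changed. As no GO terms were tested, the direction of processes is given here by gene lists written from pathways and families.

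**Figure D7:**
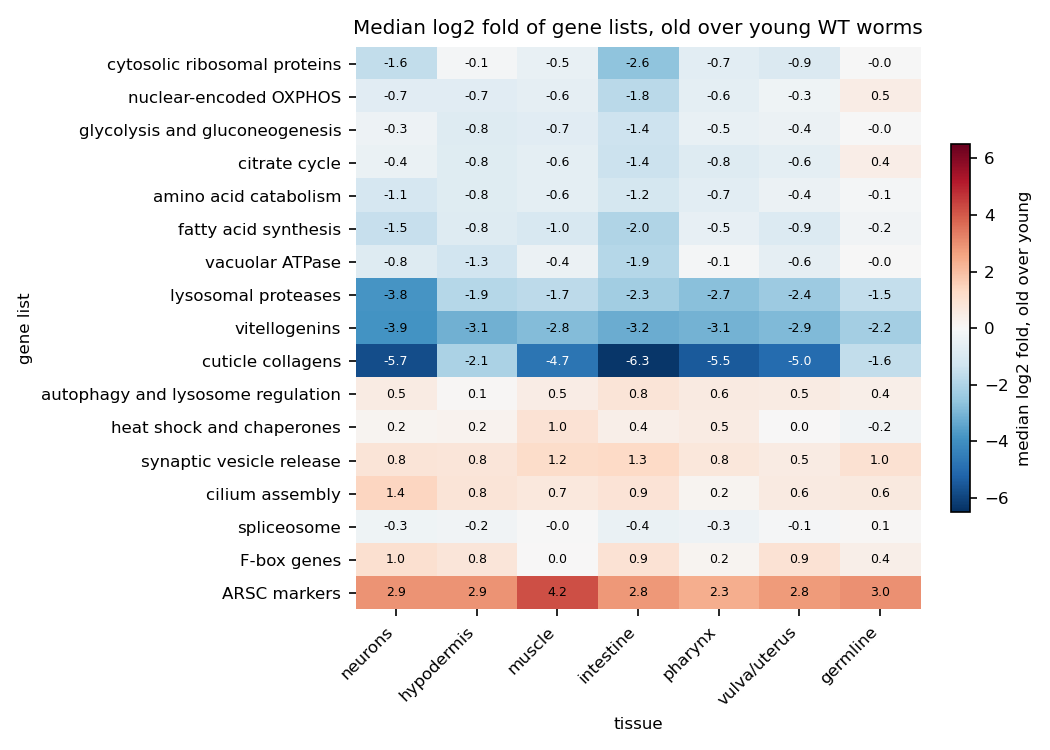
Median log2 fold change of gene lists (vertical axis) in old over young WT worms for each tissue (horizontal axis). Cytosolic ribosomal protein genes have a median of -2.60 in the intestine and -1.59 in neurons.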

Our analysis discovered GO terms whose enrichment levels in specific tissues showed a consistent trend of increasing or decreasing during aging (age-related GO terms) (Fig. 6a,b and Extended Data Fig. 6a,b). In neurons, all age-related GO terms undergo expression increases from the young age (day 1) to the middle age (day 6) and to the old age (day 12/14) (Fig. 6a). This includes negative regulators of axon regeneration, neuron projection regeneration and response to wounding (Fig. 6a), which may result in decreased regeneration of axon projection upon damage and neuronal dysfunction during aging. 

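In neurons of WT worms, 339 genes rose and 309 fell among 7471 tested. The count of changed genes was 170 without day 1 sample 2, 275 without day 1 sample 3, 354 without day 12 sample 1, 1961 without day 12 sample 2 and 430 without day 14 sample 2. The ncRNA gene F46A8.13 (WBGene00219950, chromosome I, 11237817 to 11237980 of WBcel235) rose from 2.03 ± 1.98 to 1315 ± 1165 CPM (SD, n = 3 and 4; log2 fold change 8.93, standard error 0.98, adjusted p = 5.0e-05). The autophagy receptor gene sqst-1 (WBGene00011737, chromosome IV, 12034282 to 12036891) rose from 32.7 ± 16.45 to 403 ± 58.1 CPM (log2 fold change 3.69, adjusted p = 1.3e-04), the Atg8 gene lgg-1 from 144 ± 28.7 to 535 ± 90.7 CPM and the small heat shock gene hsp-16.41 from 10.6 ± 3.03 to 474 ± 409.6 CPM. The neuropeptide gene nlp-80 rose from 94.9 ± 28.997 to 518 ± 231 CPM, and of neuropeptide genes 13 of 100 rose and 1 fell (13 rose and 1 fell when adjusted over the list alone, median log2 fold change 0.96, camera adjusted p = 1.7e-07, adjusted p = 0.36 with an estimated correlation). The large ribosomal subunit gene rpl-7A fell from 2948 ± 1731 to 496 ± 269 CPM and the small subunit gene rps-17 from 891 ± 370.0 to 239.6 ± 49.97 CPM, and of cytosolic ribosomal protein genes 32 of 80 fell (68 fell when adjusted over the list alone, median log2 fold change -1.59, camera adjusted p = 8.2e-23, adjusted p = 0.35 with an estimated correlation). The yolk protein gene vit-4 fell from 1352 ± 136 to 48.1 ± 23.8 CPM, and 6 of 6 yolk protein genes fell (median log2 fold change -3.87, camera adjusted p = 7.6e-13, and 0.034 with an estimated correlation). The aspartyl protease gene asp-1 fell from 936 ± 441 to 26.3 ± 20.6 CPM, and of lysosomal protease genes 14 of 15 fell (15 fell when adjusted over the list alone). Yolk proteins are made in the intestine of adult worms. Protease genes fell there as well, with 12 of 17 lower, and whether RNA of intestinal cells in neuronal nuclei gave these falls was not tested.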

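Of 6 genes that restrain axon regeneration, none was called in old neurons of WT worms, where the test found only 3 of 95 simulated 2-fold changes, and 2 were higher at an unadjusted p under 0.05 (median log2 fold change 0.13, camera adjusted p = 0.43). The Arf6 exchange factor gene efa-6, a brake on regrowth, had 151 ± 7.46 CPM in young (SD, n = 3) and 175 ± 25.4 CPM in old neurons (SD, n = 4; log2 fold change 0.19, adjusted p = 0.74). The Slit ligand gene slt-1 had 4.52 ± 3.94 CPM in young and 33.9 ± 26.1 CPM in old neurons, with every old sample above every young one (SD, n = 3 and 4; log2 fold change 2.67, adjusted p = 0.16). The paper proposes that higher expression of such genes may reduce regeneration of axons after damage.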

GO terms of axonal transport and cilium assembly also exhibited an age-related increase (Fig. 6a), which may be a compensatory response to the decreased axon regeneration. 

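In old neurons of WT worms, 6 of 39 cilium assembly genes rose and none fell (11 rose when adjusted over the list alone, median log2 fold change 1.37, camera adjusted p = 4.9e-04, adjusted p = 0.59 with an estimated correlation). The dynein-2 heavy chain gene che-3 (WBGene00000485, chromosome I, 8062007 to 8081671 of WBcel235), which drives transport within cilia, had 83.9 ± 37.4 CPM in young (SD, n = 3) and 441 ± 198 CPM in old neurons (SD, n = 4; log2 fold change 2.43, standard error 0.50, adjusted p = 0.0083). Without day 1 sample 2, its adjusted p was 0.065. Of 23 axonal transport genes, none was called and 5 were higher at an unadjusted p under 0.05 (median log2 fold change 0.51, camera adjusted p = 0.0064, adjusted p = 0.20 with an estimated correlation). Genes of synaptic vesicle release had a median log2 fold change of 0.83, and 2 of 27 rose and 1 fell (5 rose and 1 fell when adjusted over the list alone). The paper proposes the increase in transport and cilium genes as a response to reduced regeneration.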

Interestingly, those age-associated increases did not occur in the *lipl-4 Tg* strain, except for cilium assembly (Fig. 6a). 

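In lipl-4 Tg neurons, the mean over the genes that restrain axon regeneration changed from day 1 by -0.01 log2 CPM at day 6 and by -1.92 at day 12. In WT neurons it changed by -0.02 at day 6 and 0.46 at day 12, with pairs of WT samples at 0.34 to 0.59 at day 12. With only 6 genes and 1 library, the mean is set by few UMIs, and the sum of their CPM changed by -0.25 log2 in lipl-4 Tg at day 12. Axonal transport genes changed by 0.17 and 0.08 in lipl-4 Tg and by 0.15 and 0.22 in WT. Cilium assembly genes changed by 0.79 at day 6 and -0.12 at day 12 in lipl-4 Tg. WT pairs for the latter ranged from 0.41 to 2.03 at day 6 and from -0.57 to 2.21 at day 12.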

In the *daf-2(lf)* and *rsks-1(lf)* mutants, those GO terms showed a greater elevation at the middle age than in WT but did not further increase at the old age (Fig. 6a).

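In daf-2(lf) neurons, axonal transport genes changed from day 1 by 0.46 log2 CPM at day 6 and 0.57 at day 12, above the pairs of WT samples at day 12 (0.05 to 0.35). In rsks-1(lf) neurons, they changed by 0.08 and 0.15. Cilium assembly genes changed by 0.90 at day 6 and 0.54 at day 12 in daf-2(lf), and by 0.91 and -0.37 in rsks-1(lf). The genes that restrain axon regeneration changed by -0.50 and -0.14 in daf-2(lf) and by 0.04 and 0.70 in rsks-1(lf).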

**Fig. 6:**
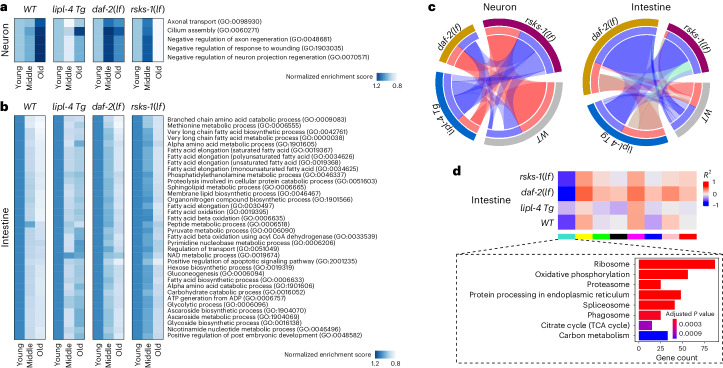
Effects of different pro-longevity strategies on tissue-specific age-related features. **a**,**b**, Tissue-specific age-related GO terms for neurons (**a**) and intestine (**b**) exhibit distinct patterns of changes in the three long-lived strains. The enrichment scores for each GO term were normalized to the young group. **c**, Circos plots showing conserved co-expression modules (Fisher’s exact test, *P* < 0.01) that were significantly correlated with aging (Pearson’s correlation, *P* < 0.001 and *R*^2^ > 0.2) in neurons (left) and the intestine (right) between different genotypes. Blue ribbons connect conserved models that were both negatively correlated with aging in different genotypes, red ribbons connect conserved models that were both positively correlated with aging and green ribbons connect conserved models that were oppositely correlated with aging in different genotypes. **d**, Correlations between consensus co-expression modules and aging in the intestine. Gene modules demonstrating significant correlation with aging (Pearson’s correlation, *P* < 0.001 and *R*^2^ > 0.2) in at least one genotype are shown. Bar graphs enclosed in dashed boxes represent KEGG pathways that were significantly enriched (Fisher’s exact test, Benjamini–Hochberg-adjusted *P* < 0.01) for the turquoise module in the intestine.

In contrast to neurons, the age-related GO terms exhibited a pattern of expression decrease from young to middle age and then to old age in the intestine, muscle and hypodermis (Fig. 6b and Extended Data Fig. 6a,b). 

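In the intestine of WT worms, 1188 genes rose and 909 fell with age among 8567 tested. The count of changed genes was 1292 without day 1 sample 3, 1336 without day 12 sample 1 and 3609 without day 12 sample 2. In the clearest intestinal clusters alone, 1363 genes changed, with 832 higher and 531 lower. R07C12.1 (WBGene00019931, chromosome IV, 4152456 to 4154077 of WBcel235) rose from 1.16 ± 1.02 to 1525 ± 1015 CPM (SD, n = 3 and 4; log2 fold change 10.13, standard error 1.14, adjusted p = 3.4e-04) and fbxa-24, an F-box gene, from 0.349 ± 0.604 to 531 ± 323 CPM. The small ribosomal subunit gene rps-2 fell from 2079 ± 2403 to 239.9 ± 54.3 CPM, and of cytosolic ribosomal protein genes 68 of 80 fell (76 fell when adjusted over the list alone, median log2 fold change -2.60, camera adjusted p = 4.1e-14, adjusted p = 0.50 with an estimated correlation). The log2 fold change of rps-2 was -1.52 without day 1 sample 3 and -3.11 with all samples, and DESeq2 gave it no adjusted p. The ATP synthase gene atp-2 fell from 920.3 ± 379 to 96.5 ± 46.8 CPM, and of nuclear genes of oxidative phosphorylation 25 of 42 fell (32 fell when adjusted over the list alone, median log2 fold change -1.75, camera adjusted p = 4.7e-11, adjusted p = 0.37 with an estimated correlation). The vacuolar proton pump gene vha-12 fell from 232 ± 217 to 16.53 ± 12.92 CPM, with 16 of 19 such genes falling. The aspartyl protease gene asp-14 fell from 444 ± 197 to 8.55 ± 7.54 CPM. Of autophagy genes, 6 of 27 rose (9 rose when adjusted over the list alone, median log2 fold change 0.83, camera adjusted p = 2.1e-04, adjusted p = 0.35 with an estimated correlation), and sqst-1 rose from 51.8 ± 28.6 to 321 ± 155 CPM. Of F-box genes in the intestine, 31 of 90 rose and 3 fell (31 rose and 5 fell when adjusted over the list alone).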

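In the intestine of WT worms, the S-adenosylhomocysteine hydrolase gene ahcy-1 (WBGene00019322, chromosome I, 6836469 to 6838140 of WBcel235) fell from 1311 ± 783 to 81.9 ± 26.6 CPM (SD, n = 3 and 4; log2 fold change -3.97, standard error 0.49, adjusted p = 4.3e-04) and the glutamate dehydrogenase gene gdh-1 from 828 ± 488 to 72.1 ± 31.8 CPM. Of amino acid catabolism genes, 18 of 42 fell (21 fell when adjusted over the list alone, median log2 fold change -1.17, camera adjusted p = 3.3e-05, adjusted p = 0.44 with an estimated correlation). The stearoyl-CoA desaturase gene fat-7 fell from 215 ± 130.03 to 10.9 ± 7.63 CPM and let-767, a steroid and fatty acid reductase, from 546 ± 332 to 56.4 ± 27.7 CPM, and of fatty acid synthesis genes 2 of 19 rose and 11 fell (2 rose and 12 fell when adjusted over the list alone, median log2 fold change -1.98, camera adjusted p = 0.0055, adjusted p = 0.51 with an estimated correlation). The acyl-CoA dehydrogenase gene acdh-1 fell from 6388 ± 1598 to 175 ± 86.8 CPM and the enoyl-CoA hydratase gene ech-6 from 320.2 ± 73.4 to 15.2 ± 10.8 CPM, and of fatty acid oxidation genes 3 of 36 rose and 9 fell (3 rose and 11 fell when adjusted over the list alone, median log2 fold change -0.18, camera adjusted p = 0.11). In carbohydrate metabolism, the glyceraldehyde 3-phosphate dehydrogenase gene gpd-2 fell from 176 ± 24.5 to 41.8 ± 15.97 CPM and the aldolase gene aldo-2 from 866 ± 289.80 to 162 ± 69.2 CPM, and of glycolysis genes 0 of 18 rose and 8 fell (1 rose and 9 fell when adjusted over the list alone, median log2 fold change -1.36, camera adjusted p = 5.5e-04, adjusted p = 0.28 with an estimated correlation). The pyruvate dehydrogenase gene pdhb-1 fell from 104.4 ± 31.99 to 20.7 ± 14.004 CPM, and of citrate cycle genes 0 of 25 rose and 13 fell (1 rose and 16 fell when adjusted over the list alone, median log2 fold change -1.41, camera adjusted p = 1.8e-05, adjusted p = 0.34 with an estimated correlation).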

The age-related GO terms specific to the intestine encompass various metabolic pathways involved in amino acid, fatty acid and carbohydrate biosynthesis and catabolism (Fig. 6b), suggesting a universal decline of metabolic processes during aging. 

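In the intestine, amino acid catabolism genes changed from day 1 to day 12 by -0.90 log2 CPM in WT, -0.83 in daf-2(lf), -0.29 in rsks-1(lf) and -1.53 in lipl-4 Tg. Fatty acid synthesis genes changed by -1.205 in WT, -1.59 in daf-2(lf), -0.81 in rsks-1(lf) and -1.67 in lipl-4 Tg. Fatty acid oxidation genes changed by -0.68 in WT, -0.11 in daf-2(lf), -0.08 in rsks-1(lf) and -0.97 in lipl-4 Tg. Glycolysis genes changed by -0.91 in WT, -0.65 in daf-2(lf), -0.12 in rsks-1(lf) and -1.09 in lipl-4 Tg, and citrate cycle genes by -1.29 in WT, -1.32 in daf-2(lf), -0.89 in rsks-1(lf) and -1.77 in lipl-4 Tg. Over pairs of WT samples, the 5 changes ranged from -1.67 to -0.22, -1.75 to -0.81, -1.13 to -0.11, -1.63 to -0.21 and -1.97 to -0.61 in the same order. Glycolysis in rsks-1(lf), at -0.12, lay above its range of -1.63 to -0.21. Fatty acid oxidation in daf-2(lf) and rsks-1(lf) and fatty acid synthesis in rsks-1(lf) lay barely above theirs. Every other strain value lay inside its range, so no smaller decline is shown for those. In each of the 5 lists, the fall was smaller than in WT in rsks-1(lf) and larger in lipl-4 Tg, while daf-2(lf) went both ways. None of these differences could be tested. At day 6, fatty acid oxidation stood at 0.18 in WT, 0.54 in daf-2(lf), 0.31 in rsks-1(lf) and -0.49 in lipl-4 Tg. The mean log2 CPM of a list also depends on the depth of a library, and each strain had 1 library per age.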

Compared to WT, 90% of those terms show a lower degree of age-associated decrease in the three long-lived strains (Fig. 6b), suggesting improved metabolic maintenance.

Hypodermis is another key metabolic tissue in *C. elegans*, as revealed by cell-type-specific functional signatures (Fig. 2c,d). 

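In the hypodermis of WT worms, 1129 genes rose and 629 fell with age among 10863 tested, and the count of changed genes was 1062 without day 1 sample 1, 852 without day 1 sample 2, 945 without day 1 sample 3 and 1121 without day 12 sample 1. The cuticle collagen gene col-80 fell from 8983 ± 4338 to 52.9 ± 55.9 CPM (SD, n = 3 and 4; log2 fold change -7.44, standard error 1.18, adjusted p = 0.0023) and C54F6.18 (WBGene00235093, chromosome V, 7525995 to 7527228 of WBcel235) rose from 0.366 ± 0.634 to 535 ± 231 CPM. The kynurenine pathway gene haao-1 fell from 117 ± 84.4 to 12.8 ± 6.65 CPM and ahcy-1 from 764 ± 309 to 115.5 ± 46.2 CPM, and of amino acid catabolism genes 2 of 52 rose and 13 fell (3 rose and 16 fell when adjusted over the list alone, median log2 fold change -0.78, camera adjusted p = 5.4e-04, adjusted p = 0.35 with an estimated correlation). The gene gpd-2 fell from 435 ± 96.9 to 69.9 ± 29.1 CPM, and of glycolysis genes 1 of 22 rose and 7 fell (1 rose and 9 fell when adjusted over the list alone, median log2 fold change -0.82, camera adjusted p = 9.5e-04, adjusted p = 0.35 with an estimated correlation). The isocitrate dehydrogenase gene idh-1 fell from 274 ± 37.3 to 47.8 ± 11.42 CPM, and of citrate cycle genes 3 of 25 fell (3 fell when adjusted over the list alone). The fatty acid elongase gene elo-5 fell from 87.1 ± 20.98 to 4.91 ± 3.6998 CPM, and of fatty acid synthesis genes 2 of 20 rose and 8 fell (2 rose and 9 fell when adjusted over the list alone, median log2 fold change -0.83, camera adjusted p = 0.0023, adjusted p = 0.35 with an estimated correlation). In fatty acid oxidation, acdh-2 fell from 4911 ± 1674 to 55.5 ± 36.7 CPM but the carnitine palmitoyltransferase gene cpt-3 rose from 6.22 ± 1.16 to 133 ± 83.5 CPM, and of the list 8 of 33 rose and 5 fell (10 rose and 6 fell when adjusted over the list alone, median log2 fold change 0.65, camera adjusted p = 0.61). Of 9 genes of O-glycan synthesis, 2 fell (median log2 fold change -0.58, camera adjusted p = 0.053). RLE and DESeq2 scaling shifted the median of all hypodermal genes by 0.110 and 0.116 log2, and the 4 falling lists kept their direction. Triglyceride breakdown was not analysed here.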

We found that, with increasing age, genes associated with the GO terms responsible for amino acid, carbohydrate derivative, glycoprotein, monocarboxylic acid and triglyceride catabolism exhibited overall decreases in expression (Extended Data Fig. 6a). This observation suggests that metabolic processes universally decline in the hypodermis with age as well. 

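In the hypodermis of daf-2(lf), amino acid catabolism genes changed from day 1 by -0.47 log2 CPM at day 6 and -0.96 at day 12, and glycolysis genes by -0.50 and -0.67. In WT, amino acid catabolism changed by -0.55 and -0.74, and glycolysis by -0.72 and -0.77. In lipl-4 Tg, they changed by -0.72 and -0.89 and by -0.44 and -1.16. Fatty acid oxidation genes changed at day 12 by 0.20 in WT, -0.47 in daf-2(lf) and -0.71 in lipl-4 Tg. At day 6, daf-2(lf) was closer to its day 1 than WT was for the first 2 lists, and at day 12 only for glycolysis. Of the hypodermal nuclei of daf-2(lf) at day 1, 1116 of 1379 lay in a cluster that held few nuclei of other libraries, so the strain's day 1 level was measured mostly in that cluster and its later levels were not.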

Similar age-associated decreases were observed in the *lipl-4 Tg* strain; however, many of these age-associated decreases were attenuated in the *daf-2(lf)* mutant (Extended Data Fig. 6a). In the *rsks-1(lf)* mutant, the mentioned GO terms showed expression increases at day 6 but even stronger expression decreases at day 12 (Extended Data Fig. 6a).

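In the hypodermis of rsks-1(lf), glycolysis genes changed from day 1 by 0.07 log2 CPM at day 6 and -0.38 at day 12. Fatty acid oxidation genes changed by 0.15 and 0.32, and amino acid catabolism genes by -0.28 and -0.20. At day 12, pairs of WT samples ranged from -1.22 to -0.34 for glycolysis and from -1.26 to -0.30 for amino acid catabolism.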

In the muscle, GO terms consisting of skeletal myofibril assembly, sarcomere organization, heart contraction and extracellular matrix organization showed age-associated decreases in WT (Extended Data Fig. 6b), which is consistent with muscular dysfunction and impaired physical activities in aged animals. Those decreases were suppressed in the *daf-2(lf)* mutant but not in the *lipl-4 Tg* strain or the *rsks-1(lf)* mutant (Extended Data Fig. 6b). Additionally, WT muscular cells showed age-related decreases in expression of genes responsible for the removal of superoxide radicals, which were attenuated in the *daf-2(lf), rsks-1(lf)* and *lipl-4 Tg* strains (Extended Data Fig. 6b), suggesting the antioxidant protection by the three longevity mechanisms.

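In muscle of WT worms, 615 genes rose and 322 fell with age among 8818 tested, and the count of changed genes was 514 without day 1 sample 1, 378 without day 1 sample 2, 623 without day 1 sample 3, 624 without day 12 sample 1 and 1978 without day 12 sample 2. The actin gene act-1 (WBGene00000063, chromosome V, 11081052 to 11082415 of WBcel235) fell from 789.8 ± 397 to 129 ± 47.2 CPM (SD, n = 3 and 4; log2 fold change -2.62, standard error 0.45, adjusted p = 0.0024) and the myosin light chain gene mlc-2 from 720.1 ± 333 to 125 ± 57.5 CPM. The actin gene act-3 fell from 430.2 ± 139.6 to 114 ± 30.3 CPM and the calponin-like gene clik-1 from 536 ± 176 to 114 ± 83.995 CPM. Of the genes of the sarcomere and muscle attachment, 1 of 45 rose and 6 fell (4 rose and 10 fell when adjusted over the list alone, median log2 fold change -0.39, camera adjusted p = 0.025, adjusted p = 0.73 with an estimated correlation). Of myosin motor genes, 2 of 11 rose (4 rose when adjusted over the list alone), among them the unconventional myosin gene hum-5, which went from 8.20 ± 3.99 to 94.6 ± 47.8 CPM. Of extracellular matrix genes, 2 of 23 rose and 1 fell (2 rose and 2 fell when adjusted over the list alone, median log2 fold change 0.51, camera adjusted p = 0.41). The small heat shock gene hsp-16.2 rose from 1.15 ± 1.216 to 86.4 ± 66.9 CPM and K09F6.13 from 2.19 ± 0.2001 to 636 ± 340.3 CPM. Of heat shock genes, 5 of 25 rose and 0 fell (9 rose and 1 fell when adjusted over the list alone, median log2 fold change 0.95, camera adjusted p = 0.0079, adjusted p = 0.22 with an estimated correlation). In glycolysis, 3 of 22 fell (6 fell when adjusted over the list alone). The paper relates the falls to the impaired movement of aged worms.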

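In muscle, sarcomere genes changed from day 1 to day 6 by -0.32 log2 CPM in WT, 0.41 in daf-2(lf), -0.39 in rsks-1(lf) and -1.31 in lipl-4 Tg. At day 12, they changed by -0.92 in WT, 0.17 in daf-2(lf), -0.88 in rsks-1(lf) and -0.23 in lipl-4 Tg. Pairs of WT samples ranged from -1.42 to -0.59 at day 12. Extracellular matrix genes changed by -0.04 in WT at day 12, 0.12 in daf-2(lf), 0.07 in rsks-1(lf) and 0.67 in lipl-4 Tg.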

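In old muscle of WT worms, 3 of 10 genes that remove superoxide and peroxides rose and none fell, while the median log2 fold change of the list was -0.29 (camera adjusted p = 0.48). The extracellular superoxide dismutase gene sod-4 (WBGene00004933, chromosome III, 9496884 to 9500375 of WBcel235) rose from 4.04 ± 1.71 to 72.8 ± 37.95 CPM (SD, n = 3 and 4; log2 fold change 4.07, standard error 0.62, adjusted p = 0.0011). The list changed at day 12 by -0.06 log2 CPM in WT, -0.63 in daf-2(lf), 0.11 in rsks-1(lf) and -0.07 in lipl-4 Tg. At day 6, it changed by -0.13 in WT, -0.01 in daf-2(lf), -0.06 in rsks-1(lf) and 0.61 in lipl-4 Tg. The paper proposes antioxidant protection by the 3 longevity mechanisms.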

Together, these findings suggest that the three longevity mechanisms alleviate age-associated functional changes in neurons and the intestine, consistent with their previously reported longevity-regulatory effects in these two tissues^5,10,12,33,34^. Furthermore, the *daf-2(lf)* mutant exerts protective effects against age-associated dysfunctions in the muscle and hypodermis. These analyses not only reveal how aging differentially impacts distinct tissues at the organism level but also uncover tissue-specific anti-aging effects conferred by different pro-longevity mechanisms.

Weighted gene co-expression network analysis (WGCNA) is another way to systemically extract tissue-specific, genotype-specific patterns during aging^35^. We first constructed co-expression networks for each tissue from different genotypes separately, to identify co-expression modules that showed significant correlation with aging, either negatively (in blue) or positively (in red), and are conserved among all genotypes (Fig. 6c and Extended Data Fig. 6c). We further linked those conserved modules between different genotypes, using a blue ribbon for negative associations with aging in both genotypes, red for both positive associations and green for the opposite (Fig. 6c and Extended Data Fig. 6c). We observed that modules negatively correlated with aging were preserved across genotypes in most tissues, whereas modules positively correlated with aging tended to be genotype specific except for neurons (Fig. 6c and Extended Data Fig. 6c). We also constructed consensus network analysis for each tissue across all genotypes, and KEGG analysis identified the enrichment of the spliceosome in several co-expression modules. However, the correlation of these modules with aging in different genotypes exhibited different trends. For example, the intestine turquoise module was negatively correlated with aging in all genotypes (Fig. 6d), whereas the muscle blue module showed a positive correlation in WT, *daf-2(lf)* and *lipl-4 Tg* worms (Extended Data Fig. 6d). 

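The co-expression modules were not rebuilt here, and the spliceosome genes were followed as a list in each tissue. In WT worms, 1 of 75 spliceosome genes rose and 3 fell in the old intestine (0 and 0 when adjusted over the list alone, median log2 fold change -0.42, camera adjusted p = 0.020, adjusted p = 0.59 with an estimated correlation). In muscle, 0 of 76 changed and 2 were higher and 3 lower at an unadjusted p under 0.05 (median log2 fold change 0.00, camera adjusted p = 0.82). In the hypodermis, 0 of 76 changed, with 1 higher and 6 lower at an unadjusted p under 0.05 (median log2 fold change -0.24, camera adjusted p = 0.32). The Sm protein gene snr-2 fell in the intestine from 92.7 ± 25.6 to 23.9 ± 12.8 CPM (SD, n = 3 and 4; log2 fold change -1.87, adjusted p = 0.0096). Its adjusted p was 0.073 with doublets kept, 0.15 in the clearest clusters, 0.15 with each library clustered on its own and 0.059 with day 12 alone as old.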

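In the intestine, the mean of the spliceosome genes changed from day 1 to day 12 by -0.25 log2 CPM in WT, -0.06 in daf-2(lf), -0.18 in rsks-1(lf) and -1.04 in lipl-4 Tg. At day 6, it changed by -0.06 in WT, 0.63 in daf-2(lf), -0.31 in rsks-1(lf) and 0.67 in lipl-4 Tg. In muscle, it changed by -0.15 in WT at day 12, -0.30 in daf-2(lf), -0.02 in rsks-1(lf) and 0.28 in lipl-4 Tg. Pairs of WT samples at day 12 ranged from -1.15 to 0.69 in the intestine and from -0.73 to 0.62 in muscle.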

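In the hypodermis, the spliceosome genes changed from day 1 to day 6 by -0.14 log2 CPM in WT, 0.14 in daf-2(lf), -0.74 in rsks-1(lf) and 0.71 in lipl-4 Tg. By day 12, the change was 0.08 in WT, -0.50 in daf-2(lf), 0.15 in rsks-1(lf) and -0.52 in lipl-4 Tg. Pairs of WT samples ranged from -0.32 to 0.02 at day 6 and from -0.50 to 0.66 at day 12.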

For the hypodermis turquoise module, its correlation with aging was negative in WT, *daf-2(lf)* and *rsks-1(lf)* worms but positive in the *lipl-4 Tg* strain (Extended Data Fig. 6d). These results indicate that RNA processing exhibits age-related changes in a cell-type-specific and genotype-specific manner.

### Genome-wide profiling of age-related APA changes

To assess age-related changes in RNA processing in different tissues, we used APA as a readout. APA is a crucial RNA processing mechanism linked to alternative splicing^36,37^. For example, a previous study demonstrated that *ret-1*, encoding *C. elegans* Reticulon, exhibits two different splicing forms in muscle and intestine, and the splicing difference is reduced with aging^38^. In accordance with this previous finding, we found that *ret-1* in muscle and intestine preferentially uses proximal and distal APA sites, respectively (Extended Data Fig. 7a,b), and, as age increases, the APA preference in the intestine shifts from distal to proximal, becoming like that in the muscle (Extended Data Fig. 7a,b). Additionally, we found that, in the hypodermis and germline, *ret-1* also exhibits the opposite APA preference (Extended Data Fig. 7a,b), and, in the germline, the proportion of cells with the distal APA site is decreased with age (Extended Data Fig. 7a,b).

We then applied the polyApipe tool to systemically profile APA types, proximal versus distal adenylation site in pre-mRNAs (Fig. 7a). This analysis identified 851 candidate genes that showed a tissue-specific APA preference (Supplementary Table 3), and 55 genes with expression in over 20% of cells were highlighted (Fig. 7b). We further searched for genes displaying age-related APA changes and identified hundreds of candidates for each tissue (Fig. 7c), with six examples shown for each tissue (Supplementary Table 3). Interestingly, among these candidates that exhibited age-related APA changes in different tissues, over 70% of them increased the utilization of the distal APA sites from day 1 to day 12/14 (Fig. 7d). It is known that APA preference is regulated by changes in cell proliferation and differentiation, and increased distal usage is often associated with cell differentiation^37^. In adult *C. elegans*, all somatic cell types are post-mitotic. Thus, although the distal APA increase in germ cells might be associated with a decreased capacity for cell proliferation, the alterations in somatic tissues are unlikely to be related to changes in cell proliferation or differentiation. Instead, they suggest that APA can be globally regulated by aging.

**Fig. 7:**
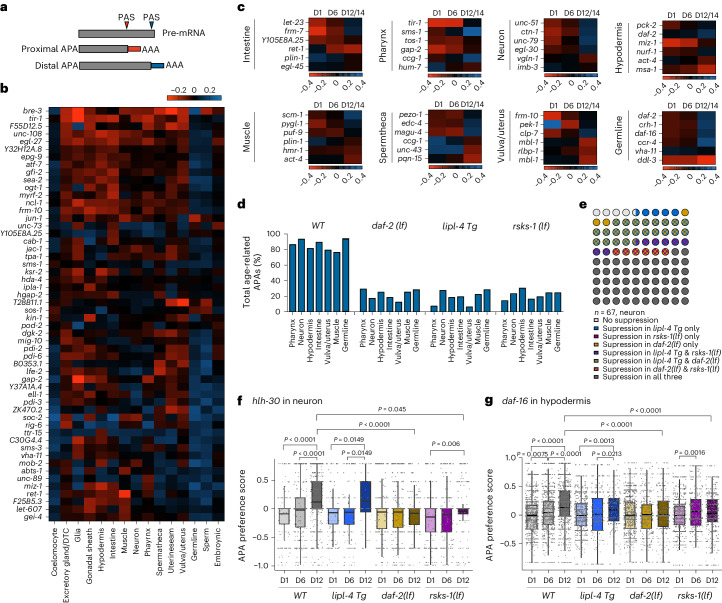
APA site usage preference across tissues and ages. **a**, Schematics of APA site preference toward the proximal or distal polyadenylation site (PAS). **b**, Heatmaps showing 55 newly identified genes with tissue-specific preference for APA sites. **c**, For each tissue, six examples of genes exhibiting age-related changes in APA site usage are shown. **d**, Percentage of genes showing an age-related shift toward the distal APA usage is decreased in different long-lived strains. **e**, Waffle plots showing how age-related APA changes in neurons are differently affected in the three long-lived strains. Total gene number = 67. **f**, APA site preference shifts of *hlh-30* in neurons from day 1 to day 12 are suppressed in the *rsks-1(lf)* and *daf-2(lf)* but not the *lipl-4 Tg* long-lived strains. ****P < 0.0001, ***P < 0.001 and NS *P* > 0.05 by two-sided Wilcoxon rank-sum test with Dunn–Sidak correction. **g**, APA site preference shifts of *daf-16* in the hypodermis from day 1 to day 12 are completely suppressed in the *daf-2(lf)* mutant and partially in the *rsks-1(lf)* mutant. NS *P* > 0.05; *P* value by two-sided Wilcoxon rank-sum test with Dunn–Sidak correction. For **f** and **g**, the box plot’s box spans the IQR, with the bottom and top representing the 25th and 75th percentiles, respectively, and the mean value at the middle in this case. Whiskers extend to the smallest and largest values within 1.5 times the IQR from the quartiles.

### Unveiling tissue-specific regulation of APA by pro-longevity strategies

Next, we investigated whether and how pro-longevity mechanisms affect age-related APA changes. We found that the age-related increase in the utilization of the distal APA sites was overall suppressed in the long-lived strains (Fig. 7d). Furthermore, most age-related APA changes were suppressed by at least one pro-longevity mechanism, with suppression rates over 85% in somatic tissues and 68% in the germline (Fig. 7e, Extended Data Fig. 7c and Supplementary Table 3). For each specific gene, the suppression pattern exhibited differences in the distinct long-lived strains. For example, *hlh-30* encodes the TFEB TF, which is required for the lifespan extension in the *daf-2(lf)* and *rsks-1(lf)* mutants^39^. We found that the distal APA usage of *hlh-30* is increased during aging in neurons of WT and the *lipl-4 Tg* worms (Fig. 7f). This age-related increase did not occur in the *daf-2(lf)* mutant (Fig. 7f) and was partially suppressed in the *rsks-1(lf)* mutant (Fig. 7f). In another example, *daf-16* encodes the FOXO TF required for the longevity effect caused by the reduction in the IIS and mTOR signaling^9,32,40^. We found that *daf-16* exhibits an age-related increase in the distal APA usage in hypodermal cells of WT worms, which was completely absent in the *daf-2(lf)* mutant (Fig. 7g). This increase on day 12 was suppressed in the *rsks-1(lf)* mutant but not in the *lipl-4 Tg* strain (Fig. 7g). The distal APA preference is associated with longer 3′ untranslated region (UTR), which is known to decrease mRNA stability and translational efficiency^41,42^. Thus, suppressing the increased distal APA usage in the long-lived strains may help maintain the protein output of HLH-30 and DAF-16 during aging, contributing to the longevity-promoting effect.

## Discussion

Our studies present not only adult aging cell atlases of WT *C. elegans* but also a single-cell transcriptomic database for three longevity-promoting strains. Together with aging atlases established in other species, including human, mouse and fruit fly^25,43–48^, crucial insights are provided into aging-related molecular changes at a single-cell level, greatly enhancing understanding of the cellular aging process in the context of whole organisms. Interestingly, in addition to well-known cell clusters in adult *C. elegans*, we observed a cell cluster that increases in number with age in all genotypes, marked by the expression of stress response genes. 

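In WT worms, ARSC nuclei were 1.02 ± 1.52% of adult somatic and ARSC nuclei at day 1 (SD, n = 3), 7.58 ± 1.85% at day 6, 49.8 ± 21.5% at day 12 and 31.2 ± 9.14% at day 14 (SD, n = 2 each). The share differed between the 4 ages (exact permutation F test, p = 0.0087) and between old and young (exact two-sided permutation test, p = 0.029, the smallest p possible). In daf-2(lf), 0 of 4152 nuclei were ARSC at day 1 (exact Clopper-Pearson 95% interval 0% to 0.0888%), and 4.97% and 29.2% at day 6 and day 12. In rsks-1(lf), the share went from 0.0183% to 8.05% and 48.6%, and in lipl-4 Tg from 0.158% to 1.32% and 37.7%. The exact Clopper-Pearson 95% intervals at day 12 were 27.6% to 30.8%, 47.4% to 49.9% and 35.5% to 40.0%, with 1 library each. The genes that mark these nuclei were also higher with age in nuclei named for other classes. Of the study's ARSC markers, 10 of 14 rose in old neurons (14 rose when adjusted over the list alone) and 11 of 15 rose in old muscle (13 rose when adjusted over the list alone). The kinase gene nipi-3, which acts in the response to infection, rose in neurons from 45.2 ± 29.9 to 606 ± 299 CPM (SD, n = 3 and 4). Whether RNA of ARSC nuclei, or ARSC nuclei counted among neurons and muscle, gave these rises was not tested. The nuclei were named by markers that the study chose on these samples, so their number here is not independent evidence.

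**Figure D8:**
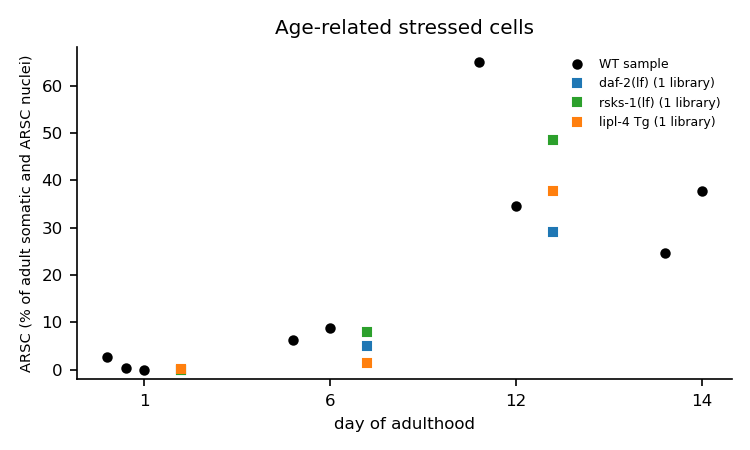
ARSC nuclei as a percentage of adult somatic and ARSC nuclei (vertical axis) by day of adulthood (horizontal axis), with WT samples as circles and single libraries of the long-lived strains as squares. WT samples average 1.02% at day 1 and 49.8% at day 12.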

We named this group age-related stressed cells (ARSC), which bear certain resemblance to stressed neurons described in the previous study^17^. Further research is required to determine whether these cells result from procedural damage during sample preparation or reflect profound transcriptomic dysregulation during aging.

This dataset offers an opportunity to comprehensively investigate the somatic and reproductive aging process. Machine-learning-based tissue-specific transcriptomic aging clocks pave the way for assessing the anti-aging effect of different pro-longevity interventions in different tissues and gaining molecular insights into these tissue-specific effects. Among the tissues analyzed, neurons stand out as particularly significant. They not only exhibit a heightened sensitivity to age-related alterations but also benefit substantially from different pro-longevity interventions. This finding is consistent with previous works from *C. elegans* to mammals, which demonstrate the key role of neurons in regulating aging and longevity^49^. This study built the first germline-specific trajectory map in *C. elegans*. Our findings reveal that the numbers of germline nuclei in the transition zone and meiosis region decrease with increasing age, which was not reported before. Additionally, in line with previous findings^50^, we observed a decrease in the numbers of GSCs and mitotic cells during aging; however, this decrease did not reach statistical significance. It is interesting to note that transcriptomic aging in the germline continues to progress even after reproductive cessation, which reveals age-related decreases in translation, organelle biogenesis and protein quality control along different germ cell stages.

APA plays a crucial role in the control of mRNA metabolism, gene regulation and protein diversification^51^. Our study provides, to our knowledge, the first systematic profiling of APA changes at the whole transcriptome level. Interestingly, APA events exhibit tissue-specific distribution, undergo significant changes during aging and can be differentially regulated by different pro-longevity mechanisms. We discovered that, during aging, all cell types shift their APA preference toward the distal site, and this shifted preference is suppressed in the long-lived strains. Previous studies revealed that the usage of the distal APA site is inversely correlated with the level of core polyadenylation factors^37^. Additionally, the increased usage of distal APA sites may lead to longer 3′ UTRs, which are associated with mRNA instability^41,42^. Based on our findings, we speculate that, with aging, the level of core polyadenylation factors may decrease and the length of 3′ UTRs may increase, potentially resulting in declines in translational efficiency. Thus, suppressing the distal APA usage in the long-lived strains may help improve protein outputs, contributing to their longevity effects.

## Methods

### *C. elegans*, bacteria strains and maintenance

The following strains were used in this study: N2, CB1370 *daf-2(e1370)*, RB1206 *rsks-1(ok1255)* and MCW14 *raxIs3 [ges-1p::lipl-4::SL2GFP]*. CB1370 and MCW14 were outcrossed to N2 for eight times. RB1206 was outcrossed to N2 for six times. The strains N2, CB1370 and RB1206 were obtained from the Caenorhabditis Genetics Center (CGC). MCW14 was generated in our laboratory. All strains were incubated at 20 °C for both maintenance and experiments. *Escherichia coli* OP50 and HT115 were obtained from the CGC. *E. coli* BW25113, Δlon is from the *E. coli* Keio collection, courtesy of Christophe Herman (Baylor College of Medicine).

### Worm preparation

Worms were synchronized using a bleach-based egg isolation method and subsequently starved in M9 buffer at the L1 stage for 24 h. Worms of the desired genotype were then seeded to NGM plates pre-seeded with *E. coli* OP50. Approximately 3,000–5,000 *C. elegans* were washed off the plates at day 1, day 6, day 12 or day 14. To keep all the cell types, including the germline, we used worms that were actively reproducing. For the maintenance of aged worms, we transferred the worms every day by washing them off the plate with M9 buffer and filtering with 40-μm strainers (pluriStrainer, SKU 43-10040-40 and SKU 43-50040-51) to isolate the adult worms while discarding the larvae and eggs in the flow through M9 buffer.

### Nuclei isolation

Worms were washed three times with PBS and collected in a 1.5-ml tube. We then added 100 μl of homogenization buffer^23^ and ground the worms with a pestle motor for 30 s on ice. To minimize nuclei adhesion on the surface, all the pestles, tubes and filters were pre-coated with a homogenization buffer or 1× PBS. Then, 900 μl of homogenization buffer was added to wash the pestle, and the total 1 ml of homogenized sample was transferred into a 1-ml Dounce tissue grinder (Wheaton, 357538). The grinder was autoclaved overnight in a 220 °C oven to deactivate ribonuclease. After placing the grinder on ice, 20 strokes were applied using a loose pestle, followed by another 20 strokes using a tight pestle, while avoiding generating foams. The 1,000-μl samples were filtered through a cell strainer (35 μm) and then through a Flowmi cell strainer (Bel-Art, H13680-0040) into a new 1.5-ml tube. The tubes were centrifuged for 10 min at 1,000*g* at 4 °C, and the supernatant was removed while not disturbing the pellet, which was hardly visible. The pellet was resuspended with 500 μl of 1× PBS with 0.5% BSA and RNAase inhibitor and filtered with a Flowmi cell strainer (Bel-Art, H13680-0040) again into a 5-ml flow cytometer tube. A total of 20 μl was transferred into another flow cytometer tube and diluted with 180 μl of 1× PBS with 0.5% BSA and RNAase inhibitor as an unstained control. Unstained control is mandatory for each sorting experiment to guarantee correct nuclei gating even when you perform the sorting experiment routinely. Hoechst (Invitrogen, 33342) was used to stain the nuclei in a 1:1,000 working concentration. The staining is fast as the nuclei are fluorescent within minutes, and there is no need to wash out the dye. We coated the 1.5-ml sorting collection tube with 1× PBS with 0.5% BSA and RNAase inhibitor, and approximately 300,000 nuclei were sorted with Hoechst 33342 positive gating, which indicates DNA content, and forward scatter area (FSC-A) gating, representing the particle size above threshold. The intestinal nuclei, which are polypoid (32 N), usually form an obvious cluster separating from the other 2 N somatic nuclei, and these were also included in our collection. The collection tube was centrifuged at 800*g* for 8 min at 4 °C, and the sheath buffer supernatant was carefully removed before resuspending the sorted nuclei with 40–50 μl of 1× PBS with 0.5% BSA and RNAase inhibitor. The concentration and morphology of the nuclei were checked under a microscope to ensure high-quality nuclei isolation. If the results were desirable, we proceeded to generate gel emulsion with a 10x Chromium Controller.

For sorting the nuclei, we used either a BD LSR II or a Sony MA800 sorter. To obtain the best nuclei morphology and the least RNA degradation, it is recommended to minimize the sorting time.

### snRNA-seq

The nuclei suspensions were loaded onto the 10x Chromium Controller, and library preparation was carried out using the published 10x Chromium Single Cell 3′ v2/v3 Solution protocol (single/dual index). The resulting libraries were sequenced on HiSeq 4000 or NovaSeq 6000 platforms, with a depth ranging from 6,306 to 29,862 reads per cell, with the recommended cycle numbers: 26 cycles for read 1, eight cycles for i7 index and 98 cycles for read 2.

### snRNA-seq data pre-processing

We used Cell Ranger (6.0, 10x Genomics) to align raw base call (BCL) sequence files or FASTQ files to the *C. elegans* genome (WS282, WormBase) and generated feature-barcode matrices. Doublets were removed based on the recommended ratio provided by the 10x Genomics Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 user guide (CG000204 Rev D), with a score calculated by DoubletFinder (https://github.com/chris-mcginnis-ucsf). The feature-barcode matrices for each sample were constructed into a Seurat (R package, 4.0.5) object for downstream analysis. Cells were filtered by requiring a minimum of 100 genes to be expressed, and genes were filtered by being expressed in at least three cells. Integration of samples was performed with the Seurat canonical correlation analysis (CCA) method to remove the batch effects. We tested CCA, reciprocal principal component analysis and Harmony (0.1) for integration and chose the method with the best performance. The top 2,000 variable features were used for integration anchor identification. Uniform manifold approximation and projection (UMAP) and t-distributed stochastic neighbor embedding dimension reduction were performed with the first 50 dimensions from principal component analysis. Clustering was performed at multiple Leiden resolutions.

### Cell type annotation, marker identification and subclustering

We used two approaches to assign cell types to clusters and subclusters. The first approach involved identifying a set of marker genes specific to each cluster using the FindClusters function in Seurat. Then, we compared these marker genes of each cluster to previously reported microscopy-based expression profiles in the literature to confirm the cell type assignment and also used the enrichment analysis tool in WormBase^52^. The second approach used the SingleR^53^ package to perform automatic annotation by comparing the expression profiles of the cells to those of the reference datasets, enabling accurate annotation of cell types. The reference datasets used in this study include refs. ^17,18^. The marker gene of each tissue was identified by an accurate and fast cosine similarity-based method, COSG^54^, with default settings.

To further dissect the heterogeneity within tissues, we subsetted the Seurat object to include only cells of interest and identified highly variable genes. The data were then subjected to CCA integration and dimensionality reduction followed by clustering to obtain subclusters. The subclusters were then annotated using a similar approach to the main clusters. The known marker gene for reference is summarized in Supplementary Table 1. For the neuron subclustering, giving the substantial number of subclusters and a good correlation of our neuron clusters with previous dataset^17^, we rely mostly on the reference-based mapping method for annotating the neuron types.

### Cell-type-specific functional signature analysis

We employed the R package AUcell (version 1.20.1) to calculate the enrichment score of a set of genes in individual single cells for cell-type-specific functional features analysis. AUCell outputs an enrichment score by calculating the area under the curve to determine whether the predefined gene set is significantly enriched among all the genes expressed in each cell. To quantify the enrichment of functional signatures, we computed the median AUCell scores for these gene sets across all single cells from a specific tissue in day 1 WT worms. For each tissue, we selected the features with the highest AUCell scores within that tissue. These features were then included as representative elements in a heatmap. In the heatmap, each feature is represented with z-scores to ensure accurate and standardized comparisons.

Gene set annotations were extracted from wormEnrichr^55,56^, including InterPro classification of protein families (176 gene sets), KEGG pathway networks (111 gene sets), regulatory interactions that connect TFs and the genes that these factors putatively regulate based on DNA binding site motifs (59 gene sets) and GO libraries for biological process (1,711 gene sets). The same analyses were conducted using published data with matching tissue annotations, allowing for a direct comparison of cell-type-specific functional signatures with our dataset.

### Cell-type-specific differential expression analysis

We used the Seurat function FindMarkers to perform differential expression analysis between groups of cells. This function employed a non-parametric Wilcoxon rank-sum test to identify genes that exhibited differential expression between the groups. Genes with an adjusted *P* value less than 0.05 were considered differentially expressed.

### Germline trajectory

To investigate the germline trajectory in our scRNA-seq data, we performed a series of analyses using various tools. First, germline cells were re-integrated and clustered at a Leiden resolution of 0.5 using Seurat. Two clusters with a sparse UMAP distribution were identified as intra-tissue doublets and removed. Next, we used Slingshot with default settings, using the cluster as label inputs and UMAP embeddings as reduced dimension input, to construct cell lineages and recover pseudotime. As a result, we identified two major trajectories and focused our analysis on the trajectory that ended at oocytes.

For the analysis of gene expression patterns along trajectories and for comparing them across genotypes, we applied the figGAM function from the R package TradeSeq. This package uses a generalized additive model to fit the expression levels of each gene in each cell and further estimate the nonlinear relationship between gene expression and cellular trajectory.

The conditionTest function evaluates differential expression patterns between conditions by calculating the Wald distance for gene changes in pairwise comparisons.

### Velocity/PAGA

To investigate the developmental trajectory of germline cells, we performed a range of analyses using scVelo (0.2.4) and CellRank (1.5.1). The processed germline Seurat object was converted to an AnnData object, and the top 5,000 highly variable genes were selected for velocity calculation. We used the first 30 principal components and set the neighbor number to 50 to perform the velocity analysis. This approach allowed us to gain insights into the changes in gene expression over time and identify the major differentiation pathways and cellular lineages.

In addition to the velocity analysis, we used CellRank to perform PAGA analysis with weight of connectivities set to 0.3. This method summarizes the connectivity between the clusters of cells and identifies the major cellular lineages and terminal states.

### Aging clocks

Aging clocks are machine learning models designed to predict the age of input cells. We trained these models with log-normalized expression data from BootstrapCells^57^ and the true chronological age of WT worms at different timepoints. The R package glmnet (version 4.1-3) was employed to fit the LASSO regression models via penalized maximum likelihood. Parameters were optimized and BootstrapCells were generated following the methods described by Buckley et al.^57^. Specifically, the transcriptomes of 15 single cells were randomly sampled without replacement from the pool of cells of a given tissue, and gene counts were then summed. This bootstrapping process was repeated 100 times for each tissue. The resulting expression profiles of the BootstrapCells were log normalized as ln((gene transcripts / cell transcripts) × 10,000) and served as input for training the tissue-specific aging clocks. Aging clocks are trained on tissues with more than 50 cells. In our trained aging clocks, genes with non-zero coefficients are designated as aging clock genes. These coefficients represent their relative contributions in predicting age within each specific tissue. Genes assigned positive coefficients represent their higher expression levels and are correlated with an older age in the worms. Conversely, genes with negative coefficients suggest an inverse relationship, where lower expression levels are associated with younger ages.

For the validation of the aging clocks, we performed leave-one-batch-out cross-validations. This involved excluding one biological replicate during the training phase and reserving it as a test dataset. This approach was to ensure that no cells from the same worm were present in both the training data and the test dataset, thereby eliminating the risk of performance inflation due to data overlap. After training the models, we applied the models to predict the ages of the withheld test samples to evaluate the performance of the trained models. We repeated this for all four timepoints.

We quantified the performance of the models in a similar way as described in Buckley et al.^57^. Specifically, the data were presented as a correlation between the actual chronological age of the worm from which the cell originated and the predicted chronological age (median as red dot) for the reserved test dataset. We fitted a linear model (blue line) through the points as well as the 95% confidence interval (light gray) using geom_smooth (ggplot2). The square of Pearson’s correlation (*R*^2^) is indicated on the graph.

We used a published *C. elegans* scRNA-seq dataset^21^ for external validation of our tissue-specific aging clocks. The annotations of four somatic tissues, including neurons, hypodermis, intestine and muscle, were matched between the two studies, and we predicted the chronological age with trained aging clocks based on all WT worms in our datasets. The evaluation data were presented as a correlation between the actual chronological age of the worm from which the cell originated based on published data and the predicted chronological age based on our aging clocks.

### scMMD

scMMD is a computational method used to analyze the differences between cell populations in single-cell data. It uses the MMD metric to calculate the extent of divergence between two cell populations and a *P* value. scMMD is an open-source Python package available on GitHub (https://github.com/calico/scmmd).

To perform the analysis, scMMD applies a bootstrap resampling approach with a sample size of 15, running 300 iterations to ensure the robustness and reliability of the results.

### Co-expression network analysis

We performed co-expression network analysis with WGCNA. The R package hdWGCNA (version 0.2.03) was used, which is specifically designed to perform co-expression network analysis on single-cell data. We first constructed metacells and selected soft power thresholds based on the manual guidance. We performed consensus network analysis for each tissue across all the strains. A consensus network can be used to construct a unified network for all the strains and identify networks that are conserved across different genotypes. We subsequently assigned genes to modules based on constructed co-expression networks and set chronological age as a trait to calculate module–trait correlation and identify aging-related modules in different strains. Modules with *P* < 0.001 and *R*^2^ > 0.2 were defined as positively correlated with aging, whereas modules with *P* < 0.001 and *R*^2^ < −0.2 were defined as negatively correlated with aging. Genes in consensus modules that were correlated with aging in at least one strain were extracted. We also separately constructed tissue-specific co-expression networks for all the strains to identify genotype-specific aging-related modules. We tested the conservation between all the modules from different genotypes with Fisherʼs exact test. Modules with *P* values less than 0.01 were considered conserved modules between genotypes and are linked in the circos plot.

### APA analysis

To analyze APA in our 10x Genomics scRNA-seq dataset, we used the R package polyApipe with default settings. We used the *C. elegans* genome (WS282) to generate APA site references for the analysis.

To investigate age-related APA site preference changes in WT worms, we combined the day 12 and day 14 samples owing to cell number limitations. We then performed a comparison among day 1, day 6 and day 12/14, selecting genes that were expressed in at least 10% of the cells in all ages. This analysis allowed us to identify genes with age-related changes in APA site preference, providing insights into the molecular mechanisms underlying aging in *C. elegans*.

### Age-related and tissue-specific changes in GO terms enrichment

We identified tissue-specific GO terms in WT day 1 worms. We first calculated AUCell scores for each GO term across all single cells from day 1 WT worms. Subsequently, these GO terms were assigned as tissue specific based on the tissue exhibiting the highest median AUCell score. We then calculated the AUcell scores for cells from the corresponding tissue in WT worms at different ages: day 1 (young age), day 6 (middle age) and days 12 and 14 (old age). For each age group, we determined the median AUCell scores for these tissue-specific GO terms. Tissue-specific GO terms that exhibited a consistent trend of at least a 20% change, either increasing or decreasing, during the aging process were classified as age related. The significance level for comparing AUCell scores between each age group was set at 0.01.

### Tissue-specific age prediction for long-lived strains

We employed tissue-specific aging clocks, which were trained on the expression data of corresponding tissues from WT, to predict the biological age of tissues in long-lived strains. To generate the input for the aging clocks, we generated BootstrapCells for each tissue in the long-lived strains. Then, log-normalized expression data from BootstrapCells for each tissue were used as input of the trained tissue-specific aging clocks to predict the biological age of tissues for long-lived strains. One-sample *t*-test was performed to assess the significance level of the differences between the predicted biological age and the true chronological age of the tissues in long-lived strains.

### Lifespan and survival rate measurements

To synchronize the age of worms, a bleach-based egg isolation method was used, followed by at least 24 h of starvation in M9 buffer at the L1 developmental stage. To ensure experimental rigor, all genotypes and conditions were tested in parallel. The synchronized L1 worms were then allowed to grow until they reached the first day of adulthood, at which point they were transferred to new plates every 2 d. In total, approximately 100 animals were analyzed for each condition and genotype, with 30–50 animals per 6-cm plate. Death was determined by the complete cessation of movement in response to gentle mechanical stimulation.

### Statistics and reproducibility

No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^21,23,25^. No randomization method was used in any of the experiments. Data collection and analysis were not performed blinded to the conditions of the experiments. Statistical analyses for the lifespan and individual genes’ APA usage in longevity models were conducted using SPSS23 (IBM), and the lifespan curve was generated using GraphPad Prism 9. The Mann–Whitney–Wilcoxon test was employed to calculate the differences in APA site preference between cell populations, allowing for the identification of statistically significant differences. To identify tissue-specific APA site preference, we used a criterion of false discovery rate-adjusted *P* < 0.05 in any inter-tissue comparison (for example, neuron–muscle) and a gene expression level of at least 20% in the tissue cells. This approach allowed us to identify genes with differential APA site preferences between different tissues at a substantial expression level. Statistical analyses for the other figures were conducted in Python or R with the corresponding statistical test.

### Software used for data processing and analysis

Software used for data processing and analysis was as follows: Cell Ranger (https://support.10xgenomics.com/single-cell-gene-expression/software), Seurat (4.0.5)^58^, BD FACSDiva (9.0.1), Sony Cell Sorter (2.1.6), SingleR (1.8.1)^53^, AUcell (1.20.1)^59^, scMMD (1.0)^60^, Slingshot (1.8.0)^27^, Tradeseq (1.12.0)^61^, scVelo (0.2.4)^28^, CellRank (1.5.1)^62^, circlize (0.4.15)^63^, DoubletFinder (2.0)^64^, glmnet (4.1-3)^65^, hdWGCNA (0.2.03)^66^, ggplot2 (3.3.5)^67^, COSG (0.9.0)^54^, polyApipe (1.0) (https://github.com/MonashBioinformaticsPlatform/polyApipe), GraphPad Prism 9 (https://www.graphpad.com/scientific-software/prism/) and SPSS23.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Code 1 Some of the codes used in the analysis.

Supplementary Table 1 Reference marker genes in tissue subclustering and sample information.

Supplementary Table 2 Aging clock genes of different major tissues and top 621 genes showing age-related changes in germline temporal patterns.

Supplementary Table 3 IIntegrative analysis of genes with tissue-specific and age-related APA variations and age-related APA changes suppressed by longevity mechanisms.

## Figures and Tables

**Extended Data Fig. 1:**
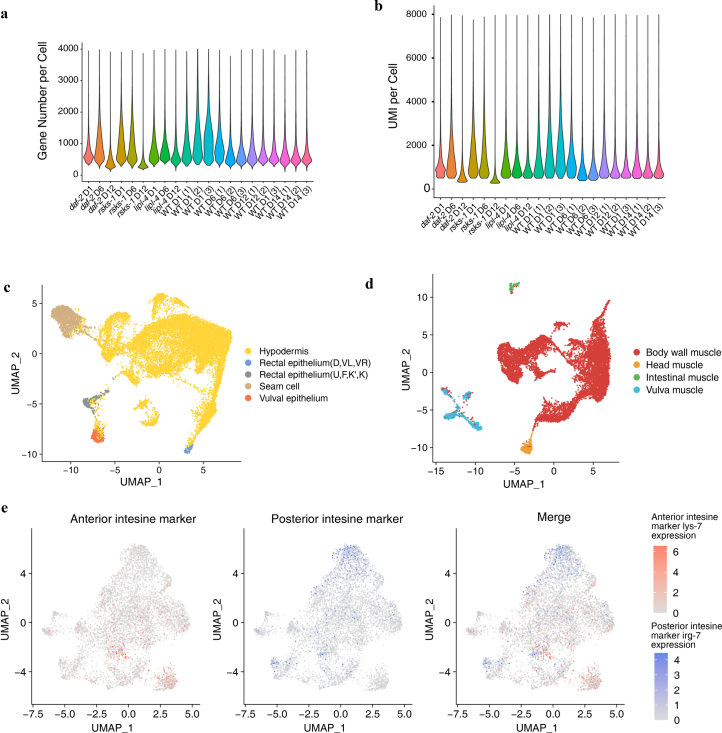
Details of snRNA-seq workflow and tissue sub-clustering. **a** and **b**, Gene numbers and unique molecular identifiers (UMI) per cell are consistent between experiments. **c**, UMAP visualization of hypodermis sub-clustering showing seam cell, rectal epithelium, and vulva epithelium. **d**, UMAP visualization of muscle sub-clustering into body wall muscle, intestinal muscle, head muscle, and vulva muscle. **e**, UMAP visualization of intestine sub-clustering showing marker gene expression separation of the anterior (*lys-7*) and posterior (*irg-7*) region.

**Extended Data Fig. 2:**
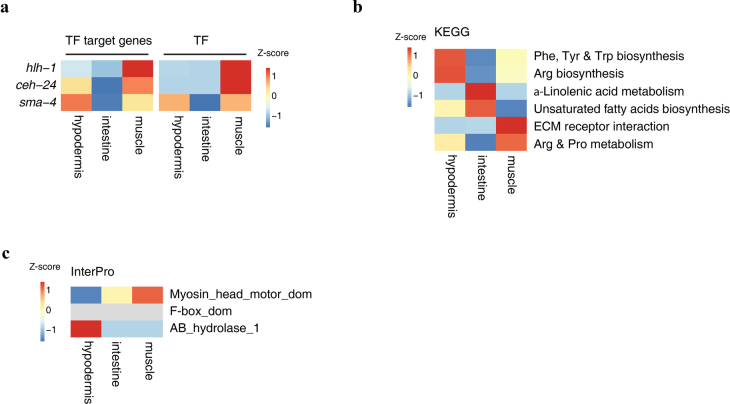
External validation of cell-type-specific molecular and functional features. **a**, Heatmaps showing the expression level of transcription factors (right) with the corresponding enrichment score of their target genes (left) enriched explicitly in tissues shown, based on the scRNA-seq dataset from the Roux et al study^21^. **b** and **c**, Heatmaps showing tissue-specific functional modalities based on Roux et al.’s scRNA-seq data^21^, represented by the enrichment score based on KEGG (**b**) and InterPro (**c**) pathway terms. The InterPro term ‘F-box_dom’ is represented in gray, indicating no expression for all seven genes in this term in the Roux et al. data.

**Extended Data Fig. 3:**
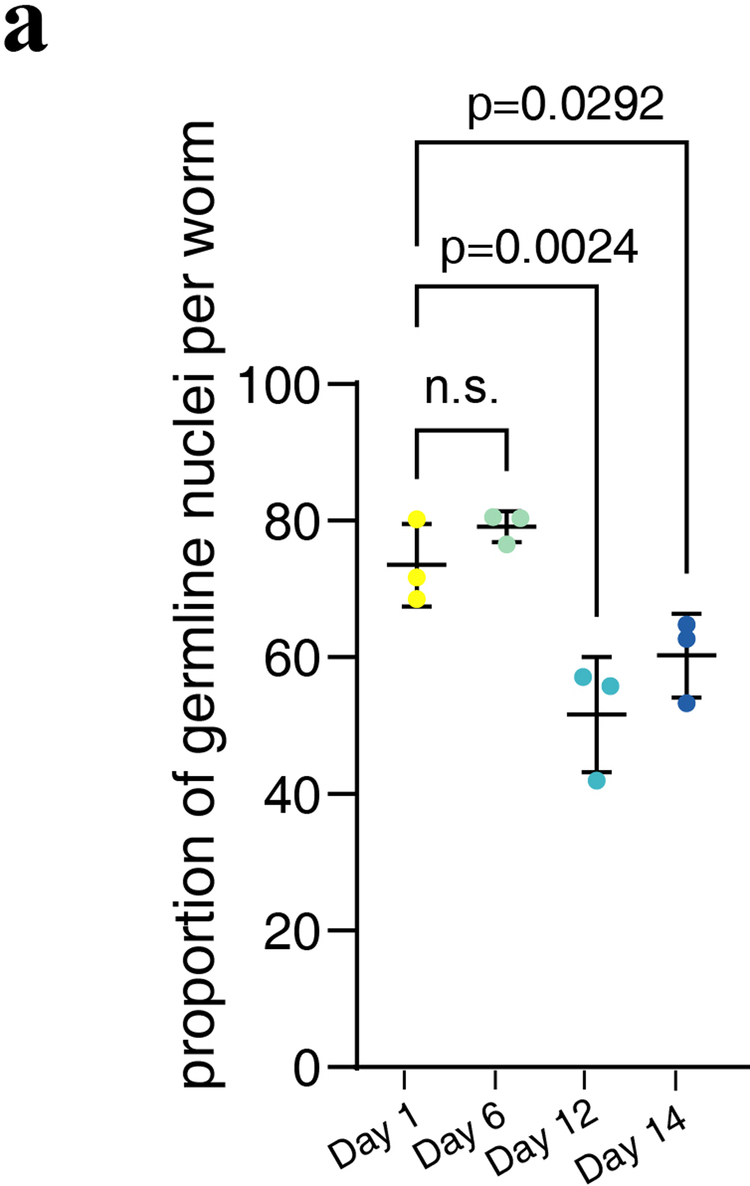
Age-related germ cell changes. **a**, Percentage of germ nuclei per worm decreases from day 1 and day 6 to day 12 and day 14. n.s. *P* > 0.05. *P* value by one-way ANOVA test with Benjamini–Hochberg correction. *n* = 3 biologically independent samples for each time point. Data are presented as mean values +/− SD.

**Extended Data Fig. 4:**
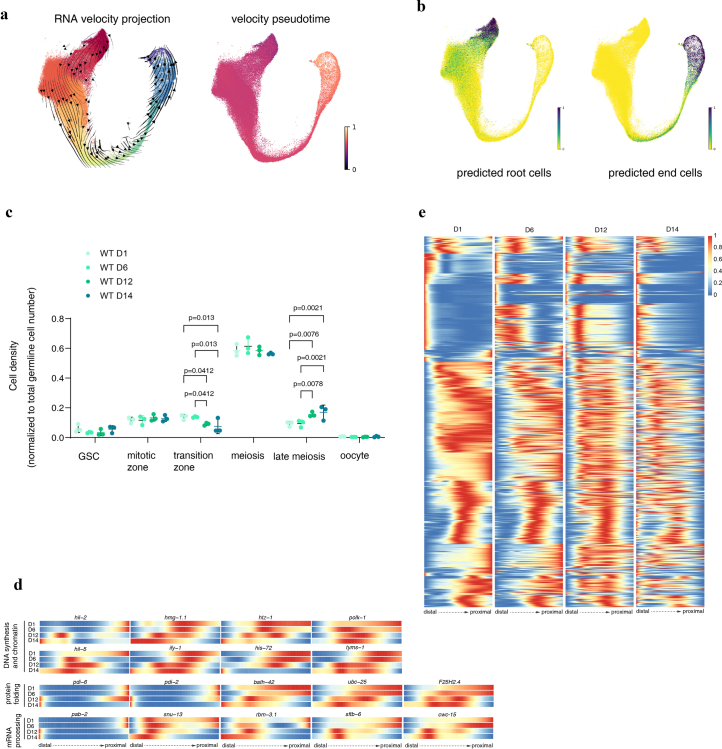
Germline trajectory mapping to identify age-related changes. **a**, Velocity projection graph in UMAP embedding and Velocity pseudotime. **b**, UMAP graph highlighting predicted root and endpoints that correlated with germline stem cells and oocytes, respectively. **c**, Strip chart showing the percentage of germ nuclei in different regions of the germline at different ages. * *P* <0.05, one-way ANOVA test with Benjamini–Hochberg correction. *n* = 3 biologically independent samples for each time point. Data are presented as mean values +/− SD. **d**, Heatmaps showing that gene expression temporal patterns along the developmental progression of germ cells are disrupted with aging. **e**, Heatmaps showing gene expression levels along the distal-proximal axis of the germline. Genes related to DNA synthesis, chromatin assembly, protein folding and degradation, and mRNA processing show age-related decrease in the proximal end of the germline.

**Extended Data Fig. 5:**
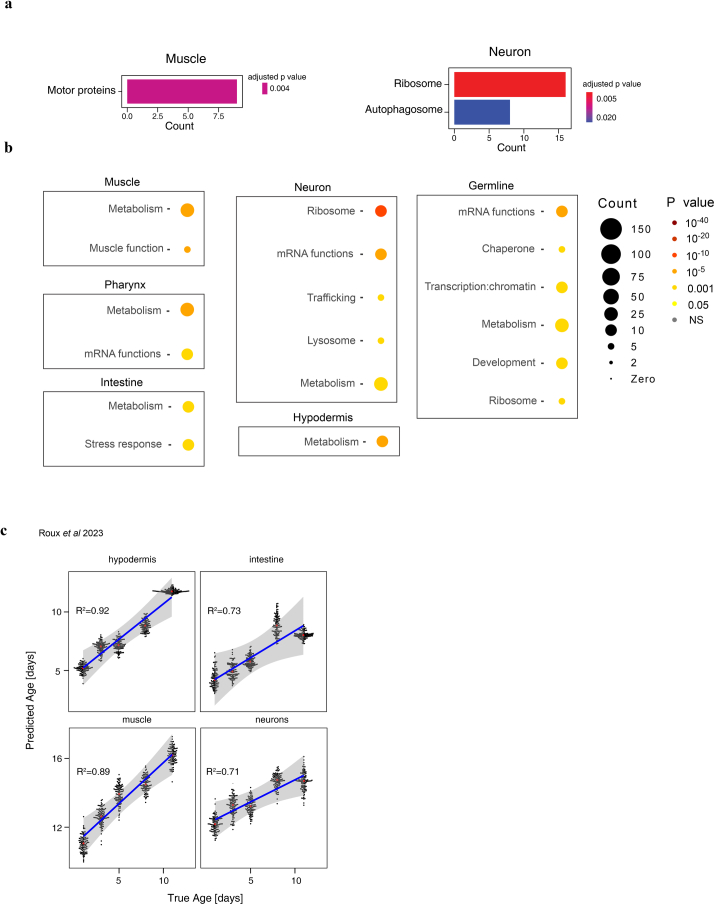
Functional enrichment and validation for tissue-specific age clocks. **a**, KEGG pathway enrichment analysis for aging-clock genes of muscle and neuron. **b**, WormCat gene ontology enrichment for ageing-clock genes of major tissues. **c**, Tissue-specific transcriptomic aging clocks validation with sc-RNAeq data from Roux et al. Jitter plots showing the correlation between the chronological age of the published scRNAseq data from germ free worms and predicted age with the corresponding tissue-specific aging clocks trained on WT worms. Red dots represent median prediction for the test dataset, blue line represents the fitted linear model through the prediction points, with light gray area indicating the 95% confidence interval. The square of Pearson’s correlations coefficients is shown.

**Extended Data Fig. 6:**
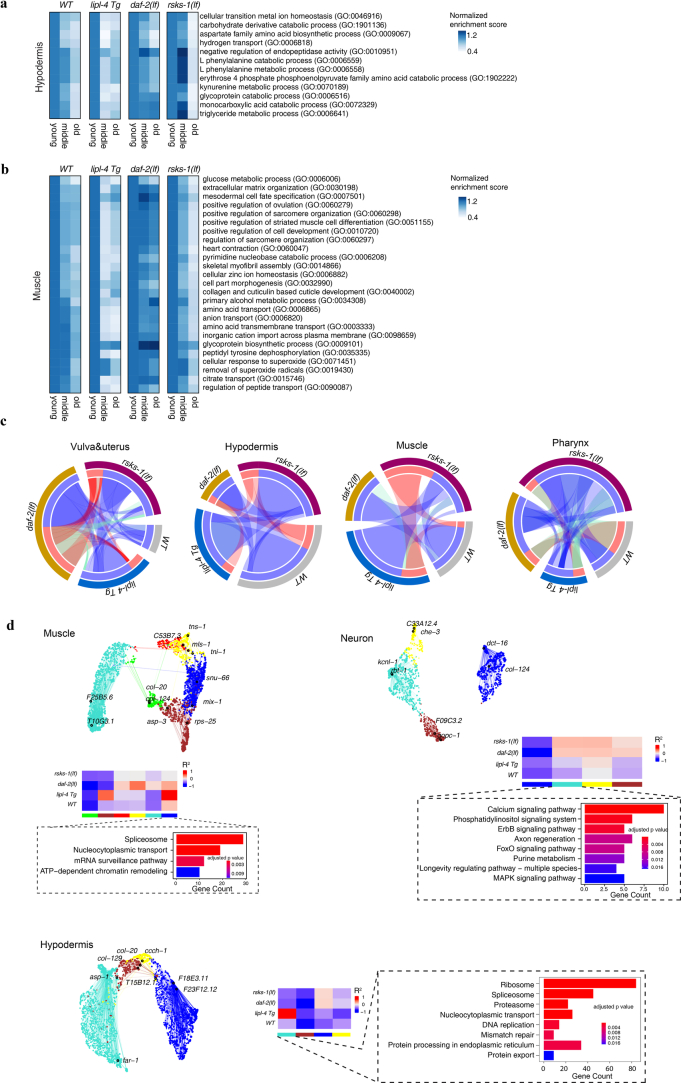
Age-related molecular regulations of tissue-specific aging by different pro-longevity mechanisms. **a** and **b**, Heatmaps show that tissue-specific significant age-related Gene Ontology (GO) terms for hypodermis (**a**) and muscle (**b**) exhibit distinct patterns of changes in the three long-lived strains. The enrichment scores for each term were normalized to the young group. **c**, Circos plots showing conserved co-expression modules (Fisher’s exact test, *P* < 0.01) that are significantly correlated with aging (Pearson’s correlation, *P* < 0.001 and *R*^2^ > 0.2) in vulva and uterus, hypodermis, muscle, and pharynx between different genotypes. Blue ribbons connected conserved models that were both negatively correlated with aging in different genotypes, red ribbons connected conserved models that were both positively correlated with aging, and green ribbons connected conserved models that were oppositely correlated with aging in different genotypes. **d**, UMAP visualization of the consensus co-expression network for aging-related modules (Pearson’s correlation, *P* < 0.001 and *R*^2^ > 0.2) in muscle, neurons and hypodermis. Dots represented genes and are colored by the module they belonged to. Edges represent co-expression between genes (upper). Lower panel are heatmaps representing correlations between consensus co-expression modules and aging. Gene modules demonstrating significant correlation with aging (Pearson’s correlation, *P* < 0.001 and *R*^2^ > 0.2) in at least one genotype are shown. Bar graphs enclosed in dashed boxes represent KEGG pathways that are significantly enriched (Fisher’s exact test, Benjamini–Hochberg adjusted *P* < 0.01) for the blue module in the muscle, turquoise module in neurons, and turquoise module in the hypodermis.

**Extended Data Fig. 7:**
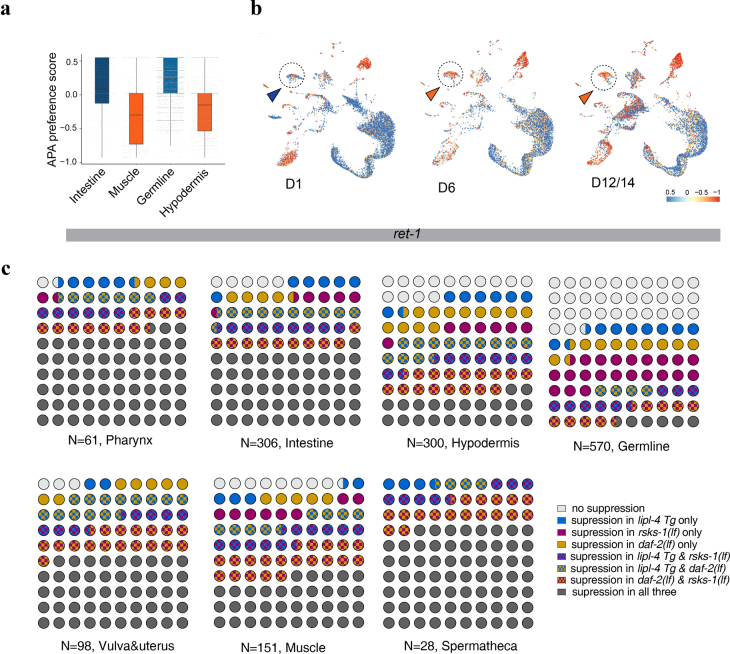
Effects of different pro-longevity strategies on age-related APA changes. **a**, The APA preference of *ret-1* across four tissues. The boxplot’s box spans the interquartile range (IQR), with the bottom and top representing the 25th and 75th percentiles, respectively, and the mean value at the middle in this case. Whiskers extend to the smallest and largest values within 1.5 times the IQR from the quartiles. **b**, UMAPs showing APA site preference of *ret-1* among all cell types at different ages. Age-related APA changes in the intestine cluster (circle) are highlighted with arrowheads (red for proximal; blue for distal). **c**, Waffle plots showing how age-related APA changes are affected by different pro-longevity mechanisms in different tissues.

## Data Availability

We provide an interactive website (http://mengwanglab.org/atlas) for exploring the code and our data, including all cells, gene expression, subclusters and APA site preferences. Raw FASTQ sequencing files, expression matrix, Seurat objects and other analysis outputs can be downloaded from the Gene Expression Omnibus under accession number GSE229022.

## Code availability

The code used for some of the analyses is included in the Supplementary Information and is deposited on GitHub at https://github.com/fulabgenomics/CAWA to share with the community.

# Supplementary material for: Aging atlas reveals cell-type-specific effects of pro-longevity strategies
**Source:** Nat Aging. 2024 May 30;4(7):998–1013. doi: 10.1038/s43587-024-00631-1
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	BD FACSDiva Software Diva Version 9.0.1 and Sony Cell Sorter Software Version 2.2.6
Data analysis	Cell Ranger(6.0.1)<br>Seurat (4.0.5)<br>SingleR (1.8.1)<br>AUcell (1.20.1)<br>scMMD (1.0)<br>Slingshot (1.8.0)<br>Tradeseq (1.12.0)<br>scVelo (0.2.4)<br>Cellrank (1.5.1)<br>circlize (0.4.15)<br>Doubletfinder (2.0)<br>glmnet (4.1-3)<br>hdWGCNA (0.2.03)<br>ggplot2 (3.3.5)<br>polyApipe (1.0)<br>Prism 9<br>SPSS23

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We make our dataset, both raw and processed, available to the public through GEO database (GSE229022) and confirmed that it was made public. The code used for some of analyses is included on our website to share with the community.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N.A.
Reporting on race, ethnicity, or other socially relevant groupings	N.A.
Population characteristics	N.A.
Recruitment	N.A.
Ethics oversight	N.A.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We did not perform a sample size calculation. Instead, we performed the 10x sequencing aiming at each sample for 10,000 cells. There are some variation of cell number in each sample. The sample size is limited by the current methodology of 10x Chromium sequencing. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications
Data exclusions	Cells are filtered through DoubletFinder score for doublet removal, and cells with low UMI are removed from analysis.
Replication	Wild-type D1, D6, D12, D14 worms have 3 replicates of snRNAseq. Other samples don't have replicates due to limitation of budget and manpower.
Randomization	Given each single nuclei sequencing run was from nuclei of thousands of worms, randomization of animal is not needed.
Blinding	Data collection and analysis were not performed blind to the conditions of the experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C elegans strains: N2, CB1370 daf-2(e1370), RB1206 rsk-1(ok1255), and MCW14 rax1s3 [ges-1p::lip1-4::SL2GFP]. CB1370 and MCW14 has been outcrossed to N2 for 8 times. RB1206 outcrossed to N2 for 6 times. The strains N2, CB1370, and RB1206 were obtained from the Caenorhabditis Genetics Center (CGC). MCW14 was generated in our lab
Wild animals	N.A.
Reporting on sex	C. elegans is naturally hermaphrodite. We use hermaphrodite worms for our experiments.
Field-collected samples	N.A.
Ethics oversight	No ethics oversight needed for worms. (Johnson TE (2003) Advantages and disadvantages of Caenorhabditis elegans for aging research. Exp Gerontol 38:1329–1332)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	To prepare the worms for analysis, they were washed three times with PBS and collected in a 1.5 mL tube. We added 100 µl of homogenization buffer and ground the worms with a pestle motor for 30 seconds on ice. To prevent nuclei adhesion on the surface, all pestles, tubes, and filters were pre-coated with a homogenization buffer or 1x PBS. We added 900 µl of homogenization buffer to wash the pestle, and the total 1 mL homogenized sample was transferred into a 1 mL Dounce tissue grinder (Wheaton 357538) that had been sterilized overnight at 220 degree to deactivate ribonuclease. After placing the grinder on ice, we applied 20 strokes using a loose pestle, followed by another 20 strokes using a tight pestle, while avoiding generating foams. The 1000 µl samples were filtered through a cell strainer (35 µm) and then through a Flowmi cell strainer (BelArt, H13680-0040) into a new 1.5 mL tube. The tubes were centrifuged for 10 minutes at 1000 g at 4 degree, and the supernatant was removed without disturbing the pellet, which was hardly visible. The pellet was resuspended with 500 µl 1x PBS with 0.5% BSA and RNAase inhibitor and filtered with a Flowmi cell strainer (BelArt, H13680-0040) again into a 5 mL flow cytometer tube. We transferred 20 µl of the sample into another flow cytometer tube and diluted it with 180 µl 1x PBS with 0.5% BSA and RNAase inhibitor as an unstained control. Hoechst (Invitrogen 33342) was used to stain the nuclei in a 1:1000 working concentration. We coated the 1.5 mL sorting collection tube with 1x PBS with 0.5% BSA and RNAase inhibitor and sorted ~300,000 nuclei with Hoechst 33342 positive gating, which indicates DNA content, and forward scatter area (FSC-A) gating, representing the particle size above threshold. The intestinal nuclei, which are polyploid (32N) and usually form an obvious cluster separating from the other 2N somatic nuclei, were also included in our collection. The collection tube was centrifuged at 800 g for 8 minutes at 4 degree and the sheath buffer supernatant was carefully removed before resuspending the sorted nuclei with 40-50 µl 1x PBS with 0.5% BSA and RNAase inhibitor. We checked the concentration and morphology of the nuclei under a microscope to ensure high-quality nuclei isolation. If the results were desirable, we proceeded to generate a gel emulsion with 10X Chromium Controller.
Instrument	DB LSR II or Sony MA800 sorter

Software	BD FACSDiva Software Diva Version 9.0.1 and Sony Cell Sorter Software Version 2.2.6
Cell population abundance	The purity of the samples are >90%. Assessed by re-sorting.
Gating strategy	Gated by fluorescence of Hoechst dye

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

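Nuclei of adult hermaphrodites were measured in 28 libraries, of which 12 were from WT worms on OP50 bacteria, with 3 each at day 1, day 6, day 12 and day 14 of adulthood, and 9 from daf-2(lf), rsks-1(lf) and lipl-4 Tg worms, with 1 each at day 1, day 6 and day 12. The other 7 libraries, of WT worms on other bacteria or taken early on day 1, entered the clustering only, apart from 1 comparison in the closing section. The conditions come from the sample labels and the paper's sample list. The authors' deposited files hold whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger (6.0 in the methods) from reads aligned to the C. elegans genome, and not normalized. What was computed here starts from those counts, and the authors' own doublet calls, clusters and class names were not used. Coordinates are those of WBcel235 in the reference annotation, and the methods name the WormBase release WS282, which is of the same assembly.
Counts were read with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). A filter of at least 100 genes per nucleus removed no barcode. Doublets were removed with Scrublet in scanpy 1.11.5 at an expected rate of 0.008 per 1000 nuclei, which took out 23967 of 265951 barcodes. The libraries held between 4710102 and 21310761 UMIs after this step, and the median nucleus of a library between 413 and 1614 UMIs. At this depth, most genes have no UMI in most nuclei, so expression was compared in counts summed over the nuclei of a class. All nuclei were clustered together, without aligning the libraries to each other, on 2000 variable genes, 50 principal components and 15 neighbours, with the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0. A cluster was named for 1 of 16 classes when at least 3 of the markers fixed for that class, and a share of at least 0.333 of them, were higher within libraries than in other clusters, with a mean log2 fold of at least 0.5 at a pseudocount of 10 CPM, and when its 10 leading genes held no more markers of another class than of its own. These thresholds were set after a first look at the clusters. They left 7.25%, 6.74%, 5.89% and 7.53% of WT nuclei without a name at day 1, day 6, day 12 and day 14, but 66.0% of nuclei of daf-2(lf) at day 1 and 76.6% of lipl-4 Tg at day 6. Most of these lay in clusters 8 and 3, which came mostly from these 2 libraries and stood nearest the germline without enough of its markers. The germline values of these 2 libraries therefore rest on the 127 and 155 nuclei named for it. Among WT nuclei, different clusters held most of a class in young and in old worms: cluster 16 held most hypodermal nuclei of day 1 and clusters 15 and 20 those of older worms, cluster 1 held most germline nuclei of day 1 and cluster 0 those of older worms, and cluster 21 of the intestine came mostly from 1 library of day 1, with 743 of 970.0 nuclei. Hypodermal nuclei of the library taken early on day 1 lay mostly in cluster 22 and those of daf-2(lf) at day 1 mostly in cluster 31. Neurons, hypodermis, muscle and intestine were clustered again on 30 components at resolution 0.5 after removing the mean of each library. Germ nuclei were grouped into regions by stage markers, with a mean log2 fold of at least 0.25.
Libraries 2 and 3 of day 6, day 12 and day 14 differed from each other by less than 3 times the mean of 20 random splits of their pooled nuclei. They were summed into 1 sample each, which gives 9 WT samples, with 3 young at day 1, 2 at day 6 and 4 old at day 12 and day 14. The design set beforehand counted 12 libraries. The rule was chosen after libraries had been compared and before any test between ages, and both the 12 libraries and a stricter rule that leaves 10 samples are given as alternatives.
UMI counts were summed per sample and class, leaving out samples with fewer than 20 nuclei of a class. Old and young were compared with edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test, TMM scaling, the filterByExpr filter, and day 6 as another group that shares the estimate of spread. Values of p were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. A gene's level is its mean CPM, the counts per 1000000 UMIs of the class. The genes named in each comparison are those 10 that rose most and those 10 that fell most among genes past the threshold with at least 50 CPM in the higher group and every old sample on 1 side of every young sample, then each gene that the paper names where the text is about it, and up to 4 members of a gene list with the smallest adjusted p. Other genes in the text, those of the subclusters and of the early day 1 library, were chosen after their values were seen. Gene lists with at least 5 measured members, written from gene families, from pathways or from the paper's figures, and the class markers were tested with camera in limma 3.58.1 on voom values at a correlation of 0.01, and again with an estimated correlation. Median log2 fold changes of lists were also computed with genes of no count in 1 group set to a floor of 3 counts over the group.
Shares of nuclei were compared over the 4 ages with an exact permutation test of the F statistic over 7560 arrangements, and between old and young with an exact two-sided permutation test of the difference of means over 35 arrangements, where 0.0286 is the smallest p possible. Germ nuclei per worm are germ nuclei divided by adult somatic nuclei, times 959. The distance between ages was the squared maximum mean discrepancy between 15 nuclei of each of 2 samples on 50 components, averaged over 300 draws, with an exact test over 10 arrangements, where 0.1 is the smallest p possible. Aging clocks were LASSO models (glmnet 4.1.10) on 100 sums of 15 nuclei per library, as the log of counts per 100000, with 5 folds, and each sample was predicted by a model trained without it. Correlations of predicted and true age were tested over all permutations of the samples, and over 100000 random ones with 10 or more libraries. Long-lived strains had 1 library per age, so their values carry no test, and their intervals are exact Poisson or Clopper-Pearson 95% intervals that cover counting error only.
The count test was tested on simulated data with 200 genes, of which 3 of 95 changed by a fold of 2 and 34 of 93 changed by a fold of 4 were found in neurons, and 8 of 96 and 47 of 96 in the germline, with 3 false calls in each. A clock trained on simulated data kept 208 genes, 150 of them among the 200 changed. The alternatives tried were RLE scaling, DESeq2 1.42.0, no filter on genes, a term for the replicate number or for the form of the sample label, thinned counts, day 12 alone as old, doublets kept, at least 200 genes per nucleus, resolution 0.5, each library clustered on its own, each sample left out, and, chosen after seeing the data, only the clearest clusters of a class, tests without genes 10 times higher in another class, germ nuclei clustered with each library centred, and clocks with each replicate number left out. Drift was also computed with 50 nuclei, 20 components and nuclei thinned to 300 UMIs, and clocks with counts per 10000 and without 57 ribosomal RNA and mitochondrially encoded genes. Polyadenylation sites, coexpression modules, RNA velocity and enrichment of annotated gene sets were not analysed here.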

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

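Of the tests below, those of single libraries and of a wrong label, that of nuclei by their collagen share, those of other splits for the genes of the 7 tissues, the comparison of mitochondrial genes between tissues and the comparison of the early day 1 library were chosen after the result was seen. Nuclear genes of oxidative phosphorylation changed differently with age in the germline than in neurons, muscle, the intestine, the pharynx and the vulva and uterus. Against the hypodermis, a difference is not established. In the germline, 9 of 42 rose and 1 fell, and the list's call was lost with an estimated correlation (camera adjusted p = 0.94). In germ nuclei of no named region the median log2 change was 0.00, with 1 gene higher and 3 lower, so a rise over the germline as a whole is not established. The mean log2 change over 39 genes was 0.27 in the germline and -1.12 in neurons, a difference of 1.39. Over 42 genes it was 0.30 in the germline, -0.89 in muscle, a difference of 1.20, and -1.87 in the intestine, a difference of 2.17. The difference was 1.3996 against the pharynx over 28 genes and 1.19 against the vulva and uterus over 34. In each of these 5 comparisons, the exact two-sided permutation test gave p = 0.029, the smallest p possible, and an adjusted p of 0.040. The adjustment covers only the comparisons given here, which were chosen after opposite directions had been seen, so these p values do not count that choice. Against the hypodermis the difference was 1.03, with an exact adjusted p of 0.057. Histone genes differed by 1.85 between germline and intestine (exact, adjusted p = 0.057), so that difference is not established.
In the hypodermal nuclei of the library taken early on day 1, which the paper's sample list does not hold, 87 of 117 cuticle collagen genes with at least 20 UMIs were above every day 1 library. Of these nuclei, 1424 of 1484 lay in cluster 22, and most hypodermal nuclei of day 1 in cluster 16, so the comparison is between different clusters of the class. The highest were col-71 with 4132 CPM (95% Poisson interval 4037 to 4228), against 14.0 CPM on average at day 1, dpy-4 with 4100.0 against 4.41, col-38 with 3598 against 4.44 and dpy-13 with 2578 against 5.76. Collagens as a whole were 6.83% of hypodermal UMIs there, beside 12.596% ± 4.02 at day 1 (SD, n = 3). A single library allows no test, and these genes were named after their values were seen.
In 2 of 20 measures over the 4 old samples, a sample stood far from the others. Vulva and uterus nuclei were 11.1% of somatic nuclei in day 14 sample 1 and 4.12% to 4.46% in the other old samples. Oocyte-like nuclei were 22.0% of germ nuclei in day 12 sample 2 and 5.06% to 7.04% in the others. The test of a sample's gap to the others marks about 1 in 20 groups by chance, so 1 of 20 is to be expected with no difference.
Cuticle collagens were lower in old worms in all 7 tissues, with a median log2 fold change of -2.08 over 90 genes in the hypodermis, -5.74 over 31 in neurons, -6.30 over 33 in the intestine and -1.58 over 82 in the germline. Depth is argued against, with medians of -3.38 or lower after thinning (over the 16 genes kept in the vulva and uterus, it went from -5.55 to -4.94), and so are the label batches, where old samples of the batch of day 1 had at least 0.995 times the change of all old samples. Hypodermal nuclei counted among those of other tissues stay open as a part of it: at day 1, nuclei with a collagen share under 0.5 times the median of hypodermal nuclei held from 69.9% of the collagen UMIs in a library of the intestine to 100% in other tissues, beside 3.53% to 6.06% in the hypodermis, and 80% in each tissue had been set as the bound to exclude this. Free RNA of hypodermal cells stays open as a source of the fall outside the hypodermis. Genes 10-fold higher in the hypodermis at day 1 changed there as in the hypodermis, with a median rho of 0.732 over 6 tissues, but the other genes followed the hypodermis too, with 0.530 to 0.669, and more closely in the intestine (0.663, beside 0.552), so this test cannot tell. The fall in the hypodermis itself, where collagens are made, does not need that source, and an end of cuticle synthesis after day 1 stays open as a biological explanation that was not tested.
Day 12 sample 2, the sum of libraries 2 and 3, lay nearer day 1 than day 12 sample 1 in each of the 7 tissues along the axis from day 1 to day 14. On a scale of 0 for day 1 and 1 for day 14 sample 1, it stood at 0.424 in neurons (0.774 for sample 1), 0.454 in muscle (0.760), 0.602 in the intestine (0.990) and 0.880 in the germline (0.942). It lay within the range of day 6 in muscle (0.393 to 0.487) and, with 0.518, in the vulva and uterus (0.496 to 0.549). Without genes at least 10-fold higher in another class, the order turned in the germline, with 0.976 beside 0.946 for sample 1, so the pattern holds there only with those genes. In the 6 somatic tissues the order stayed. RNA of other cells is argued against by a median shift of 0.0404 over the 7 tissues without genes of other classes. Depth is argued against by a shift of 0.0230 after thinning. A younger sample under this name is argued against by 34.6% ARSC nuclei, 3.89 times the highest of day 1 and day 6. For the label batches, day 14 sample 2 of the same batch stood at a median of 0.824, past the bound set beforehand. Its position of 1.02 in neurons and 0.981 in the intestine argues against a batch shift in these 2 tissues. In the hypodermis (0.824), muscle (0.807), pharynx (0.801), vulva and uterus (0.783) and germline (0.896) it also lay below day 14 sample 1. A batch shift stays open there. Ribosomal RNA was 1.88% of UMIs in day 12 sample 2, beside 1.63% to 2.10% at day 1, 2.78% and 1.85% at day 6, and 5.28%, 5.07% and 5.97% in the other old samples. A slower aging of that culture may explain the position, as may a difference in RNA state or preparation, and neither was tested.
Libraries 2 and 3 of day 6, day 12 and day 14 differed by at most 2.09 times random splits of their own nuclei, a limit that 1 suspension of nuclei split into 2 libraries could give. A repeated count of 1 library is excluded by shared barcodes of at most 0.338%, and too few counts by the pairs with library 1, which differed by at least 4.71 times. At day 14 the closeness is less clear, as the random splits varied more there (mean 18.1, beside 2.15 at day 6 and 2.24 at day 12) and the median absolute log2 difference of libraries 2 and 3 was 0.266, beside 0.298 and 0.442 for the pairs with library 1. The mean error of clocks for these libraries was 0.745 days in neurons when the partner stayed in training and 1.63 days when both were held out, and 0.412 and 1.54 days in the germline.
Other splits of the 7 young and old samples into 3 and 4 show whether chance can be excluded. For the number of changed genes it can be excluded in the hypodermis (1758 genes, 884 in the highest other split, 1 of 35 splits as large), the pharynx (437 and 242, 1 split), the germline (3439 and 1002, 1 split) and unassigned germ nuclei (4450.0 and 1839, 1 split). A share of 1 of 35 is the smallest possible, and no correction was made for the number of groups tested. In oocyte-like nuclei the true split also ranked first (4647 and 4571, 1 split). The margin there was small beside the range of 3457 to 5225 over samples left out, so chance is not excluded. Nor can chance be excluded in neurons (648 and 1431, 2 splits as large), muscle (937 and 1170.0, 2 splits), intestine (2097 and 2638, 2 splits) or vulva and uterus (499 and 580.0, 2 splits). In each somatic tissue the highest other split parted day 12 sample 1 and both day 14 samples from the rest, so that day 12 sample 2 stood with day 1, which points to the structure of the samples described above. In germ nuclei it parted both day 12 samples and day 14 sample 2 from the rest.
For the number of lists called by camera, the true split ranked first in neurons alone (37 lists and 35 in the highest other split, 1 of 35 splits as large). The margin was 2 lists among 9 groups of nuclei tested, and with an estimated correlation 1 of the 37 calls stayed, so chance is not excluded there. It cannot be excluded in the hypodermis (24 and 26, 7 splits), muscle (23 and 27, 5 splits), intestine (35 and 36, 2 splits), pharynx (18 and 27, 5 splits), vulva and uterus (22 and 25, 6 splits), germline (19 and 43, 26 splits), oocyte-like nuclei (18 and 25, 6 splits) or unassigned germ nuclei (14 and 28, 20 splits).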

How the results depend on the processing

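Tests on each of the 12 libraries, on pairs within the noise of random splits alone, on the clearest clusters of each class, without genes 10-fold higher in another class, on germ nuclei with each library centred and with each replicate number left out of the clocks were chosen after the data were seen, and the other alternatives before the data were examined. The rise of ARSC nuclei with age, the sign of every drift value, the held-out ages of the 7 clocks and the number of lists called by camera at a correlation of 0.01 kept their direction and their side of the threshold, or stayed within 1.5 times, under all alternatives run for them. At resolution 0.5 no cluster was named ARSC, so that alternative gave no value. Drift with 50 nuclei per draw could not be computed in 1 of 21 cases for lack of nuclei.
The number of genes changed between old and young stayed within 1.5 times in all 7 tissues with RLE scaling, DESeq2, a term for the label batch, doublets kept, resolution 0.5 and only pairs within the noise summed. With samples thinned to the same total, it was 421 in neurons (648 unthinned), 977 in the hypodermis (1758), 1281 in the intestine (2097), 203 in the pharynx (437) and 204 in the vulva and uterus (499), so depth limits these counts. With day 12 alone as old, which leaves fewer samples, it was 334 in neurons, 1113 in the hypodermis, 1136 in the intestine and 256 in the vulva and uterus. With each library clustered on its own, it was 989 in neurons, 1394 in the intestine, 251 in the pharynx and 2159 in the germline (3439 in the joint clustering). The clearest clusters gave 1363 in the intestine, the absence of a filter 2799 in the hypodermis, the 12 libraries 331 in the vulva and uterus, and leaving out genes 10-fold higher in another class, which tests fewer genes, 2193 in the germline. Apart from thinning and the smaller sets of samples or genes, the cause was not tested. Over the samples left out in turn, the number ranged from 170.0 to 1961 in neurons, 852 to 2596 in the hypodermis, 378 to 1978 in muscle (937 with all samples), 1292 to 3609 in the intestine, 119 to 686 in the pharynx, 231 to 1021 in the vulva and uterus and 1820.0 to 3652 in the germline. The highest number came without day 12 sample 2 in each of the somatic tissues.
With a replicate block, the number was 332 in neurons, 1039 in the hypodermis, 1271 in the intestine, 255 in the pharynx and 2247 in the germline, and it stayed within 1.5 times in muscle and in the vulva and uterus. The paper leaves out sets of replicates by number when it tests its clocks, and the labels do not say what samples with the same number share. The deviations of samples with the same number had median correlations of 0.0139 to 0.0837 over the tissues, beside -0.0348 to 0.000781 between other numbers. The block changed the call of 18 of 210 lists and of none of the 66 genes named with a test.
With an estimated correlation, camera called 1 list in neurons, amid 14 at an unadjusted p under 0.05, in place of 37, and 0 in the other tissues. The counts at an unadjusted p under 0.05 were 7 in the hypodermis, 9 in muscle, 9 in the intestine, 8 in the pharynx, 5 in the vulva and uterus and 3 in the germline, in place of 24, 23, 35, 18, 22 and 19 called at 0.01. In oocyte-like and unassigned germ nuclei it called 0, with 3 each at an unadjusted p under 0.05, in place of 18 and 14. The list that stayed, with an adjusted p of 0.034 and 6 genes, was that of the yolk proteins, and the other calls of lists rest on the preset correlation.
Of the genes named with a test, efa-6 in neurons went to -0.33 with each library clustered on its own (0.19 in the joint clustering), and the cause was not tested. In that setting nlp-80 and che-3 of neurons had edgeR adjusted p values of 0.15 and 0.060, and snr-2 of the intestine had 0.15. With day 12 alone, rpl-7A of neurons had 0.052, rps-2 of the intestine 0.066 and snr-2 0.059, and snr-2 had 0.073 with doublets kept and 0.15 in the clearest clusters. With DESeq2, rpr-1 of the germline and rps-2 of the intestine got no adjusted p. The other named genes kept their direction and call in those settings.
The difference of the intestine's share between old and young went from -10.6 percentage points to 1.03 with doublets kept, 1.54 with at least 200 genes per nucleus and 0.495 in the clearest clusters. Muscle went from 1.70 to -1.02 with at least 200 genes, and the pharynx from 0.557 to -0.552 in the clearest clusters. With each library clustered on its own, glia went from -0.190 to 2.38, the gonadal sheath from -1.32 to 2.00, uterine seam cells from 0.574 to -0.343 and excretory gland and distal tip cells from -0.0433 to 0.400, the last of these to 0.295 at resolution 0.5. Leaving samples out gave -3.098 to 5.82 for muscle and -0.579 to 1.71 for the pharynx, both lowest without day 1 sample 3, -0.205 to 2.13 for the vulva and uterus, lowest without day 14 sample 1, and -0.138 to 0.0168 for excretory gland and distal tip cells. None of these differences passed its test, so their directions are not established, and the cause was not tested.
The spermatheca's share changed by -6.61 percentage points (exact permutation test, adjusted p = 0.029). The change was -7.84 with doublets kept (exact, adjusted p = 0.14), -7.39 with each library clustered on its own (0.13), -7.71 with at least 200 genes (0.26), -2.52 in the clearest clusters (0.62) and -7.37 to -5.62 with a sample left out (0.14 to 0.37), where fewer arrangements limit the p. Germ nuclei per worm changed by -120.2 over all samples (exact F test over the ages, p = 0.022). They changed by -544 with doublets kept (p = 0.089), -58.9 with each library clustered on its own (p = 0.87), -435 with at least 200 genes (p = 0.10), -782 in the clearest clusters (p = 0.090) and -366 to 72.8 with a sample left out, above 0 without day 1 sample 3 or day 12 sample 1 (exact F tests). Their share of all nuclei changed by -15.9 percentage points (exact F test, p = 0.018), by -4.08 with each library clustered on its own (p = 0.71) and by -21.4 to -9.75 with a sample left out, with p = 0.057 without day 1 sample 2, 0.096 without day 12 sample 1, 0.056 without day 14 sample 2 and 0.065 and 0.079 without a sample of day 6. Late meiosis went from 14.2 to -67.1 percentage points of germ nuclei at resolution 0.5 and to -15.03 with at least 200 genes, and over samples left out it was 7.86 to 17.9. Oocyte-like nuclei went from -6.59 to 5.27 with each library centred, and over samples left out it was -10.5 to -4.89. Both passed the exact F test only without day 12 sample 1 or without day 12 sample 2 (p = 0.0024 and 0.0048). The cause of these changes was not tested.
Of the predicted ages of the long-lived strains, the germline of day 6 went from 6.32 to 4.25 days in daf-2(lf) and from 7.60 to 5.67 days in rsks-1(lf) with each library clustered on its own, and the others stayed within the error of held-out WT samples. The share of changed genes that rose moved by less than 10 percentage points with RLE scaling or DESeq2.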

Differences from the paper's values

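Values with each of the 12 libraries as a sample come from a test chosen after the data were seen, and all other alternatives named here were set before the data were examined. A value is said to differ from the paper's when 1 is more than 1.5 times the other and they lie further apart than the SD of the samples, where there is one. The paper's figure values were read by eye, and its subcluster resolutions are not stated. Neurons formed 44 subclusters here at resolution 0.5, beside the paper's 77, and muscle formed 15, beside the paper's 4, with no alternative run for either.
Sperm nuclei numbered 1115 here and about 3000 in the paper's Fig. 1c, read by eye. With each library clustered on its own, the number was 3139 and no longer differed, while it differed with doublets kept, at resolution 0.5 and with at least 200 genes per nucleus. Coelomocyte nuclei numbered 558 here and about 2500 in the paper's Fig. 1c, read by eye, and the same settings parted in the same way, with 2675 for each library on its own. Glial nuclei numbered 519 here and about 290 in the paper's Fig. 1c, read by eye, and differed in all 4 settings, with 1482 for each library on its own.
Neurons held 15.3% of somatic nuclei at day 12, beside about 24% in the paper's Fig. 3c, read by eye. By this rule it no longer differed with each library clustered on its own (33.4%), with at least 200 genes per nucleus (16.9%) and without day 12 sample 1 (17.3%), and it differed in the other 10 settings. Germ nuclei per 959 somatic nuclei at day 1 were 1591 here and about 2800 in the paper's Fig. 3d, read by eye, and differed in all 13 settings. Germ nuclei were 47.97% of all nuclei at day 1, beside about 74% in the paper's Extended Data Fig. 3a, read by eye, and differed in 12 of 13 settings but not without day 1 sample 1 (53.5%). At day 12 they were 23.8%, beside about 52% in the same Extended Data Fig. 3a, read by eye, and differed in all 13 settings.
Neurons of lipl-4 Tg at day 6 were predicted at 4.39 days here and at 2.8 days in the paper. By the same rule the values did not differ without training replicate 2 (4.02 days) or with each library clustered on its own (4.18 days). They differed without training replicate 1 (5.26) or 3 (4.57), with counts per 10000 (4.47) and without ribosomal RNA and mitochondrially encoded genes (4.62). The neuronal clock kept 163 genes here and 246 in the paper's supplement. The numbers did not differ without ribosomal RNA and mitochondrially encoded genes (183), but did with counts per 10000 (87) and with each library clustered on its own (144). The pharyngeal clock kept 132 genes here and 221 in the paper's supplement, and differed in all 3 settings (83 to 137).
The paper reports that the neuron share changes with age beside that of the spermatheca, from a test with 3 samples per age. Here the spermatheca differed between ages (exact, adjusted p = 0.029) and neurons did not (exact, adjusted p = 0.81), nor did neurons in any setting run, the 12 libraries among them (0.42). The paper describes a decrease of germ nuclei from day 1 and day 6 to the later ages. Here both measures were highest at day 6, and old and day 1 worms did not differ, with -120.2 nuclei per 959 (exact two-sided p = 0.71) and -15.9 percentage points (exact two-sided p = 0.14), as with the 12 libraries (exact two-sided p = 0.87 and 0.12).
For drift, the paper's test took 300 draws as replicates, and here the samples are the replicates, on another scale of distance. The paper gives hypodermis and neurons as the tissues that drift by day 6, with less drift of neurons later, the pharynx and the vulva and uterus at day 14 only, and none in the intestine or germline. Here the hypodermis ranked first at each age and neurons last at day 6 with 0.0261. The neuronal value was 0.0547 at day 12 and 0.0848 at day 14, and it also grew with 50 nuclei, 20 components and thinned nuclei. Before the distance within ages was subtracted, neurons had nearly the same value at day 12 and day 14 (0.103 and 0.109). The difference between these 2 ages was not tested. The intestine had 0.249 at day 6 and 0.404 at day 14, the germline 0.183 to 0.251, the pharynx 0.0949 and the vulva and uterus 0.245 at day 12. The later rise in the hypodermis to day 12 and the lower value of muscle at day 14 than at day 12 went as in the paper.
For strain ages, the paper's test took 100 sums of nuclei as replicates, and here each strain and age is 1 library with no test. The paper has all tissues but the intestine of daf-2(lf) and lipl-4 Tg at least 1 day younger at day 6. In daf-2(lf), neurons, hypodermis, muscle and pharynx met this here (3.45 to 4.93 days), and the vulva and uterus did not (6.66 days, and 5.17 to 6.85 over the settings). In lipl-4 Tg, neurons alone met it (4.39 days), with 5.33 in the hypodermis, 5.46 in muscle, 5.66 in the pharynx and 5.77 in the vulva and uterus. With counts per 10000, muscle of lipl-4 Tg met it too (4.75 days). In lipl-4 Tg the paper has its youngest neurons, and here neurons of daf-2(lf) were younger, with 3.45 days.
The paper names MTCE.7 and C05D9.12 as the genes shared by all clocks. Here MTCE.7 was in 6 and C05D9.12 in 4 of 7 clocks, and the 2 genes in all 6 somatic clocks were col-124 and col-178.
Of the transcription factors that the paper assigns to tissues, sma-4, hlh-1, pha-4, hmg-12 and athp-1 were highest there on day 1. The paper's text names sma-3 for the hypodermis where its Fig. 2b shows sma-4, and sma-3 was highest in the vulva and uterus at 56.2 ± 9.13 CPM. The paper's text writes atph-1 for athp-1. The paper puts efl-1 in the germline, and it was highest in embryonic cells at 263 ± 58.1 CPM, with 216 ± 18.03 CPM in the germline. Myosin motor genes, which the paper ascribes to muscle, were highest in the pharynx at 6.27 ± 0.55 log2 CPM, while sarcomere genes were highest in muscle at 8.20 ± 0.34.
In the germline, the paper has genes of the proximal end falling with age. Of 18 such genes from its figure, 12 rose and none fell in oocyte-like nuclei, where the list went from 7.398 ± 0.04 to 8.35 ± 0.28 log2 CPM. The paper has mitochondrial genes of the distal end falling at day 14. No nuclei were placed at the distal end here, so that fall could not be checked. In nuclei of no named region, which hold most germ nuclei, the list had 6.84 and 8.99 log2 CPM in the 2 day 14 samples, beside 7.71 ± 0.05 at day 1. A fall was seen in oocyte-like nuclei, to 4.77 ± 0.85 from 7.25 ± 0.10.
The paper scored annotated gene sets, and the lists here were written from pathways, so the groups of genes are not the same. The paper has all age-related terms of neurons rising. Among lists highest in neurons on day 1, the median was also higher in old neurons here for neuropeptides (0.96), synaptic vesicle release (0.83) and rhodopsin-like receptors (0.81). Of cilium assembly genes, 6 of 39 rose and none fell (median log2 fold change 1.37), a list call that was lost with an estimated correlation (camera adjusted p = 0.59). Of 6 genes that restrain axon regeneration, edgeR called none, 2 were higher at an unadjusted p under 0.05, and the median was 0.13. The paper has these terms of neurons rising more by day 6 in daf-2(lf) and rsks-1(lf) than in WT. Axonal transport did so in daf-2(lf) (0.46, beside 0.15 in WT) but not in rsks-1(lf) (0.08). Cilium assembly changed by 0.90 in daf-2(lf) and 0.91 in rsks-1(lf), beside 1.14 in WT, and the genes that restrain regeneration by -0.50 and 0.04, beside -0.02 in WT.
The paper has most metabolic terms of the intestine declining less in the 3 strains. By day 12 no smaller decline is shown in lipl-4 Tg, where amino acid catabolism changed by -1.53 log2 CPM, beside -0.90 in WT (-1.67 to -0.22 over pairs of WT samples). In the other 2 strains, fatty acid oxidation changed by -0.11 in daf-2(lf) and -0.08 in rsks-1(lf), barely above the WT pairs (-1.13 to -0.11). Glycolysis in the intestine of rsks-1(lf) lay above the WT pairs, and fatty acid synthesis there barely so. In the hypodermis, the paper has many declines attenuated in daf-2(lf), and steeper ones in rsks-1(lf) by day 12. Here amino acid catabolism changed by -0.96 in daf-2(lf) and -0.20 in rsks-1(lf), beside -0.74 in WT, and glycolysis by -0.67 and -0.38, beside -0.77.
In muscle, the paper has extracellular matrix and superoxide removal genes falling. Here 2 of 23 matrix genes rose and 1 fell (median log2 fold change 0.51), and 3 of 10 superoxide and peroxide genes rose and none fell (median -0.29), while 6 sarcomere genes fell and 1 rose. The paper has the decline of muscle terms unsuppressed in lipl-4 Tg, where sarcomere genes changed by -0.23 by day 12, beside -0.92 in WT, though by -1.31 at day 6.
The paper has a module rich in spliceosome genes rising in muscle of WT, daf-2(lf) and lipl-4 Tg. By day 12, the spliceosome list in muscle changed by -0.15, -0.30 and 0.28 log2 CPM. A module of the hypodermis falls in WT, daf-2(lf) and rsks-1(lf) and rises in lipl-4 Tg in the paper, and the list changed there by 0.08, -0.50, 0.15 and -0.52, while at day 6 it was -0.14, 0.14, -0.74 and 0.71. The modules themselves were not analysed here.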

Other observations

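The sum of CPM over a list and the clocks with each replicate number left out are tests chosen after the results were seen, and the lists and genes of this part were picked from all lists after their values were seen. Genes of the proteasome had a higher mean at day 6 than at day 1 in all 7 tissues of lipl-4 Tg, with a median over the tissues of 0.72 log2 CPM, beside -0.34 in WT, and every tissue lay above the range of WT pairs. Genes of the spliceosome did the same, with 0.48 in lipl-4 Tg (7 of 7 tissues above WT pairs) and 0.38 in daf-2(lf) (6 of 7), beside -0.14 in WT. Heat shock and chaperone genes rose by 1.07 in rsks-1(lf) and 0.85 in lipl-4 Tg, each above WT pairs in 6 of 7 tissues, beside 0.02 in WT. Genes of synaptic vesicle release changed by -0.49 in lipl-4 Tg, below WT pairs in 7 of 7 tissues, beside 0.41 in WT. By the sum of CPM, 7 of 7 tissues stayed on the same side of WT in each of these cases. At day 12, the proteasome stood at -1.46 and the spliceosome at -0.74 in lipl-4 Tg, so the rise at day 6 did not last. Each strain had 1 library per age, so none of these differences carries a test, and the germline of lipl-4 Tg at day 6 and of daf-2(lf) at day 1 rests on 155 and 127 nuclei, since most germline-like nuclei of these libraries got no name.
Yolk protein genes stayed near their day 1 level in daf-2(lf) at day 6, with a median over the tissues of 0.13 log2 CPM, beside -1.87 in WT, and above WT pairs in 6 of 7 tissues. At day 12 they had changed by -3.70 there, beside -3.203 in WT, and by -6.65 in lipl-4 Tg, below WT pairs in all 7 tissues. Lysosomal protease genes changed by 0.68 at day 6 and -0.95 at day 12 in rsks-1(lf), beside -0.57 and -1.97 in WT, above WT pairs in 6 of 7 tissues at both ages, and by -3.39 at day 12 in lipl-4 Tg. Cuticle collagens changed at day 12 by -2.85 in daf-2(lf) and -1.98 in lipl-4 Tg, below WT pairs in all 7 tissues, and by -0.75 in rsks-1(lf), beside -0.99 in WT. The sum of collagen CPM gave the same side of WT in 5 of 7 tissues of daf-2(lf) and 6 of lipl-4 Tg.
In old WT worms, F-box genes rose in the hypodermis, with 29 of 105 higher and 1 lower (median log2 fold change 0.81, camera adjusted p = 2.2e-04, and 0.35 with an estimated correlation), and went both ways in the germline, with 37 of 173 higher and 18 lower (median 0.40). Rhodopsin-like receptor genes, highest in neurons on day 1, rose in the hypodermis, with 11 of 26 higher and 1 lower (median 2.41, camera adjusted p = 6.6e-05, and 0.41 with an estimated correlation), and in the intestine, with 7 of 14 higher and none lower. In neurons, edgeR called 0 of 64, with 17 higher and none lower at an unadjusted p under 0.05 and a median of 0.81. Genes repressed by DAF-16 fell in the vulva and uterus, with 4 of 6 lower (median -2.09, camera adjusted p = 1.5e-04, and 0.45 with an estimated correlation), and genes activated by DAF-16 had 4 of 11 higher and none lower there (median 2.13, camera adjusted p = 0.060).
The paper speculates on a decline of core polyadenylation factors with age. Their list had a median log2 fold change below 0 in each of the 7 tissues, from -0.48 in the intestine to -0.05 in the germline, with RLE and DESeq2 scaling too, and camera adjusted p values of 0.13 to 0.78. Of 17 genes, 2 were higher and 7 lower in unassigned germ nuclei (median -0.33, camera adjusted p = 0.073), and 4 higher and 5 lower in oocyte-like nuclei (median 0.18).
Ribosomal RNA was 1.86% ± 0.236 of UMIs at day 1 (SD, n = 3), 2.32% ± 0.657 at day 6, 3.58% ± 2.402 at day 12 and 5.52% ± 0.632 at day 14 (SD, n = 2 each), and RNA of mitochondrial genes 0.272%, 0.176%, 0.122% and 0.287%. With each replicate number left out of the clocks, as in the paper's scheme, R2 over 12 libraries was 0.982 in neurons, 0.972 in the germline, 0.9597 in the hypodermis, 0.9601 in the intestine and 0.945 in muscle, and over 10 libraries 0.917 in the pharynx and 0.914 in the vulva and uterus. In this scheme, libraries 2 and 3, which were summed elsewhere, stood on both sides of the split.
With genes of no count in 1 group set to the floor of 3 counts over the group, the median log2 fold change of the cuticle collagens was -5.39 in neurons, -4.1997 in muscle, -6.08 in the intestine, -4.43 in the pharynx and -4.73 in the vulva and uterus. Some list medians near 0 changed sign between TMM, RLE and DESeq2 scaling: in the hypodermis the ribosomal genes of Fig. 4e, the extracellular matrix and the glutathione transferases, in muscle the F-box genes, in the pharynx the glutathione transferases, in the germline the major sperm proteins, and in the vulva and uterus the mitochondrial ribosomal, proximal, heat shock, DNA replication, mismatch repair and axonal transport genes and the embryonic markers. No direction is claimed for these lists.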
